# Learning perturbation-inducible cell states from observability analysis of transcriptome dynamics

**DOI:** 10.1038/s41467-023-37897-9

**Published:** 2023-05-31

**Authors:** Aqib Hasnain, Shara Balakrishnan, Dennis M. Joshy, Jen Smith, Steven B. Haase, Enoch Yeung

**Keywords:** Systems analysis, Synthetic biology, Dynamical systems, Time series

## Abstract

A major challenge in biotechnology and biomanufacturing is the identification of a set of biomarkers for perturbations and metabolites of interest. Here, we develop a data-driven, transcriptome-wide approach to rank perturbation-inducible genes from time-series RNA sequencing data for the discovery of analyte-responsive promoters. This provides a set of biomarkers that act as a proxy for the transcriptional state referred to as cell state. We construct low-dimensional models of gene expression dynamics and rank genes by their ability to capture the perturbation-specific cell state using a novel observability analysis. Using this ranking, we extract 15 analyte-responsive promoters for the organophosphate malathion in the underutilized host organism *Pseudomonas fluorescens* SBW25. We develop synthetic genetic reporters from each analyte-responsive promoter and characterize their response to malathion. Furthermore, we enhance malathion reporting through the aggregation of the response of individual reporters with a synthetic consortium approach, and we exemplify the library’s ability to be useful outside the lab by detecting malathion in the environment. The engineered host cell, a living malathion sensor, can be optimized for use in environmental diagnostics while the developed machine learning tool can be applied to discover perturbation-inducible gene expression systems in the compendium of host organisms.

## Abstract (web summary)

A major challenge in biotechnology and biomanufacturing is the identification of a set of biomarkers for perturbations and metabolites of interest. Here, the authors develop a data-driven, transcriptome-wide approach to rank perturbation-inducible genes from time-series RNA sequencing data for the discovery of analyte-responsive promoters.

## Introduction

A major step in biomanufacturing and biotherapeutic processes is the optimization of production efficiency and therapeutic efficacy, respectively. Often, destructive or costly measurements such as high-performance liquid chromatography or next-generation sequencing are used to observe the partial or total effect of a compound on known biomarkers that act as proxies for the cellular state. These biomarkers, though difficult to identify, once known, can be used as sensors to gauge the efficiency and efficacy of biotechnological processes across a wide array of experimental conditions.

Transcriptional genetic sensors are a class of biological components that control the activity of promoters^1^ and have been used to construct whole-cell (living) biosensors^2–4^. A large portion of transcriptional sensors rely on transcription factor-promoter pairs^5^ and have been used in whole-cell biosensing for detection of heavy metals^6^, pesticides and herbicides^7–9^, waterborne pathogens^10^, disease biomarkers^11–14^, and many more applications discussed in ref. ^15^. Since microbes are found in virtually all terrestrial environments, one could imagine that there would be no shortage of transcriptional genetic sensors for novel sensing applications. However, given a novel sensing application for a target compound or perturbation, transcriptional genetic sensors are typically unknown a priori. Moreover, a complete methodology for discovering sensors and biomarkers for the target analyte in novel organisms does not yet exist.

The transcriptional activity of an organism can be measured through RNA sequencing (RNA-seq) to produce a snapshot of the bulk cell state subject to intrinsic and extrinsic perturbations. The typical approach for identifying upregulated and downregulated genes across experimental conditions is to apply differential expression analysis^16,17^. A major pitfall with differential expression analysis is its lack of statistical power when faced with a sparse number of biological replicates. That is to say that the false-positive rate increases drastically when only a small number of biological replicates are available^18^ as is often the case due to the costliness of RNA-seq. A related issue arises in that one must sacrifice time points for biological replicates, reducing the fidelity of the dynamical process being studied. As most biological processes are dynamic, time-series profiles are essential for accurate modeling of these processes. Furthermore, differential expression analysis provides no information beyond which genes are upregulated/downregulated^19^. An analysis of expression dynamics provides a potential route to design a sensing scheme for a target analyte for which no single sensor exists.

A typical RNA-seq dataset contains hundreds to tens of thousands of genes; despite that, a subset of genes, often referred to as biomarkers, are typically sufficient for representing the underlying biological variation in the dataset. This is explained by the fact that variations in many genes are not due to the biological process of interest^20^ and that many genes have correlated expression levels^21^. Several algorithms to identify the mode-of-action for a compound have been developed from the perspective of network reconstruction and have been used to reconstruct known regulatory networks and discover new ones^22–26^. Network reconstruction relies on steady-state data, is computationally expensive for high-dimensional systems, and the number of unknown parameters necessitate the collection of large, diverse datasets. It is recommended to collect 1/10th the amount of samples as number of genes screened. To screen a model bacteria, e.g. *E. coli*, this amounts to roughly 400 RNA-seq samples; this can be prohibitively expensive. Conversely, we aim to devise a methodology that identifies biomarkers of interest from time-series data that is computationally inexpensive, and we validate our approach on limited datasets by closing the design-build-test loop.

The task of identifying a subset of the state (biomarkers) which recapitulate the entire state (transcriptome/cell state) and explain the variations of interest is well studied in the field of dynamics and controls in the form of optimal filtering and sensor placement^27,28^. In the context of dynamic transcriptional networks, sensor placement is concerned with inferring the underlying cell state based on minimal measurements; this introduces the concept of observability of a dynamical system^29^. The transcriptome is observable if it can be reconstructed from the subset of genes that have been measured. In other words, these genes encode the required information to predict the dynamics of the entire transcriptome. To the best of our knowledge, measures of observability have not been applied to genetic networks to identify genetic sensors, biomarkers, or other key genes.

Due to the lack of DNA-binding information, transcriptional measurements of a population are not sufficient for the identification of biosensors. Several techniques have been developed to analyze temporal correlations in time-series RNA-seq data in order to identify biomarkers of interest^30^. Dynamic clustering tools have been developed which group genes according to co-expression patterns^31,32^. Dynamic gene regulatory network reconstruction (GRN) tools use time-series RNA-seq data to infer the functional interplay among genes when affected by a perturbation^33,34^. In both clustering and GRN, the question of selection of informative genes for downstream targeted gene profiling is not addressed. A primary advantage of observability analysis is the use of temporal correlations to identify an optimal set of biomarkers that act as proxy for the perturbation-induced cell state. Genes which contribute more to observability are considered as informative genes or optimal biomarkers; these biomarkers can then be selected for targeted gene profiling.

Overall, a systematic approach for identifying genetic reporters from RNA-seq datasets is still an open and challenging issue. In this work, we develop a machine learning methodology to extract numerous endogenous biomarkers for analytes of interest from time-series gene expression data (Fig. 1). Our approach consists of three key steps, each of which is depicted in the middle panel of Fig. 1. The first step adapts dynamic mode decomposition (DMD)^35–37^ to learn the transcriptome dynamics from time-series RNA-seq data. Beyond the scope of sensor discovery, we show how the dynamic modes can be utilized to cluster genes by their temporal response. Secondly, we construct and solve a sensor placement problem which assigns weights to each gene^38,39^; highly ranked genes are those which can recapitulate the perturbation-induced cell state. Using this ranking, optimal biomarker genes may be selected. To ensure the ranking is identifying genes which can recapitulate the cell state, the final step is to measure how well a chosen subset of genes can reconstruct the cell state. To validate our proposed methodology, we use our method to generate a library of 15 synthetic genetic reporters for the pesticide malathion^40–42^, an organophosphate commonly used for insect control, in the bacterium *Pseudomonas fluorescens* SBW25. The transcriptional sensors play distinct biological roles in their host and exhibit unique malathion response curves. Our method uses no prior knowledge of genes involved in malathion sensing or metabolism. Moreover, we use no data source beyond RNA-seq, thereby providing a cost and computationally efficient approach for biomarker identification.

**Fig. 1:**
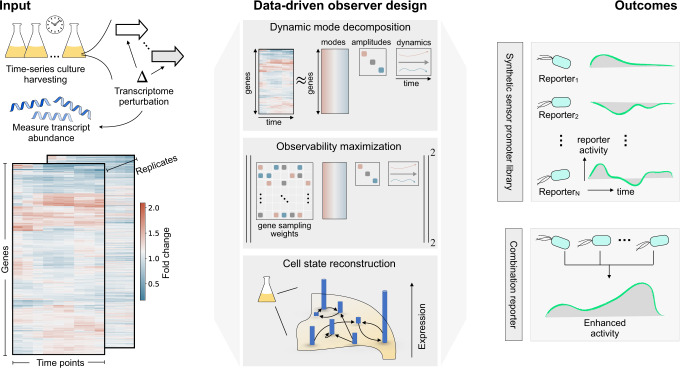
Transcriptional genetic sensors underlying the response from environmental perturbations can be extracted using data-driven sensor placement. Bulk RNA sequencing (RNA-seq) measures transcript abundance over time following transcriptome perturbations (left). Our method (middle) starts by applying dynamic mode decomposition (DMD) to the fold change response of the transcriptome of a population of cells to discover dynamic modes which govern the evolution of the cell state. The dynamic modes are used to design a state observer (or equivalently, optimal gene sampling weights) from which the contribution of each gene to the observability of the transcriptome dynamics can be assessed. The gene sampling weights provide an interpretable ranking for the selection of *biomarkers* that are then used for cell state reconstruction. Our method returns: (1) a dynamics matrix (or equivalently, a set of dynamic modes) describing how expression of gene *i* at time *t* is impacted by gene *j* and time *t* − 1. and (2) gene sampling weights signifying a gene’s contribution to the observability of the cell state. The outcome (right), demonstrated in this work, is a library of synthetic analyte-responsive promoters (genetic reporters) that are used to detect an analyte of interest. Since each genetic reporter has a unique response to the same perturbation, the library can be pooled at the assay level to fuse the reporter responses, resulting in enhanced analyte detection.

## Results

### Induction of malathion elicits fast host response

To start, we will first introduce the time-series RNA-seq dataset that we will use throughout this work. The transcriptional activation and repression of the soil microbe *Pseudomonas fluorescens* SBW25 was induced by malathion at a molar concentration of 1.29 μM (425 ng/μL). This concentration was chosen for the following two reasons: (i) it is a moderate amount that can typically be found in streams and ground water after recent pesticide use based on studies done in the United States, Malaysia, China, Japan, and India^43,44^, and (ii) the characteristic concentration of a metabolite in bacteria is on the order of 0.1−10 μM^45^. Malathion is an organophosphorus synthetic insecticide used mainly in agricultural settings^46^ while SBW25 is a strain of bacteria that colonizes soil, water, and plant surface environments^47^. This makes the soil-dwelling strain a prime candidate for identification of transcriptional genetic reporters for the detection of malathion.

To enable rapid harvesting and instantaneous freezing of cell cultures, we made use of a custom-built vacuum manifold, enabling fast arrest of transcriptional dynamics (Supplementary Fig. 13 and “Methods” section). 

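The samples came from 2 biological replicates of SBW25, numbered 1 and 3 in the sample labels. The culture of each replicate was divided into a culture that received malathion, an organophosphate insecticide, and a negative control culture without malathion, which gives 4 cultures. The paper's Results give the malathion concentration as 1.29 μM (425 ng/μL) and its Methods as 1.83 mM. RNA from every culture was sequenced in paired-end libraries at 10 times from 0 to 90 min, which gives 40 libraries. The legend of Fig. 3 states that malathion was added after the 0 min sample was collected and that this sample was not used for modeling, so the values here come from the 9 time points of 10 to 90 min and their 36 libraries unless the 0 min libraries are named. The authors trimmed the reads, pseudoaligned them with Kallisto 0.46.2 to the targets of an SBW25 transcriptome and deposited estimated counts and TPM, an abundance normalized by target length and library total, for each library, with replicates kept apart. Over 10 to 90 min, between 6299914 and 24054403 read pairs were processed per control library (median 10809383) and between 3902897 and 17438533 per malathion library (median 10365210). Of the targets, 6009 are genes and the others carry identifiers that begin with EBG or EBT, which the files do not describe further. The genes took between 30.1% and 93.5% of the estimated counts of a control library (median 66.3%) and between 25.0% and 93.7% of those of a malathion library (median 83.1%). This left between 3309372 and 17555391 estimated counts on genes per control library and between 3174945 and 11873427 per malathion library. The deposited TPM are scaled to a fixed sum over all targets, so the TPM of the genes together depend on the share taken by the EBG and EBT targets. Across genes, the log2(TPM + 1) values of replicates of the same culture type and time point had correlations between 0.966 and 0.989, and their counts differed by more than sampling noise at every time point (chi-square per degree of freedom between 10.5 and 139). For the dynamical model, the fold change was computed per replicate and time point as (TPM with malathion + 1)/(TPM of the control + 1), and was mean-subtracted and divided by its standard deviation over the 9 time points of each replicate. For tests between conditions, the estimated counts were rounded and summed over the 9 libraries of each culture, since the libraries of a culture are repeated samples of that culture, and the 4 sums were compared with the culture as the replicate (n = 2 per condition).

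**Figure D1:**
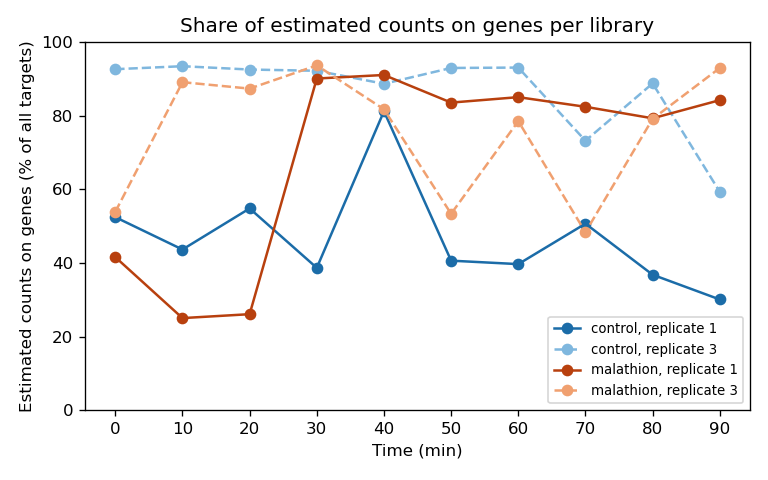
Percentage of the estimated counts of each library that lie on genes (y axis) against time in min (x axis) for the 4 cultures, 1 point per library. The malathion culture of replicate 1 starts at 41.6% at 0 min, lies at 25.0% at 10 min and stands at 84.3% at 90 min, while the control culture of replicate 1 lies at 30.1% at 90 min.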

Following malathion induction, cells were harvested at 10 min intervals for 80 min, obtaining a total of 9 time points across two biological replicates that were sequenced. As the focus of our study is on identifying trends and correlations across time, we heavily favored time points in the trade-off between time points and biological replicates. To identify candidate biomarker genes for malathion induction and subsequently build synthetic transcriptional reporters, we also collected samples from a cell culture that was not induced with malathion. See the “Methods” section for further details on cell culturing and harvesting.

RNA sequencing (RNA-seq) provides a snapshot of the entire transcriptome i.e. the presence and quantity of RNA in a sample at a given moment in time. In this work, we examine the fold change response given by first normalizing the raw counts to obtain transcripts per million (TPM)^48^ followed by calculating the fold change of the malathion condition with respect to the negative control, **z** = (**x**_M_ + 1)/(**x**_C_ + 1). The implication is that the fold change is the cell state, **z**_*k*_ for some time point *k*, we are concerned with for discovery of genetic reporters. Of the nearly 6000 known genes in the SBW25 genome, a large fraction of them were not expressed at significant levels. We filtered genes with TPM < 100 and specifically only 10% of or 624 genes are kept for modeling and analysis due to their relatively high abundance.

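A gene was kept here when its mean TPM over the 9 time points and both replicates was at least 100 in the malathion or in the control condition. This kept 899 of 6009 genes, or 15.0%. The kept genes held 83.5% of the TPM on all genes, and the median over genes of the mean TPM was 17.1. Of the other settings chosen before the data were examined, a TPM of at least 100 in every library moved the number most, to 481 genes, and the others gave between 822 and 910 genes. All values of the dynamical model that follow refer to the 899 genes unless another set is named.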

Given our goal of extracting salient analyte-responsive promoters from time-series gene expression data, we first model the dynamical process that is driven by the input of malathion on the SBW25 transcriptome. In the next section, we apply dynamic mode decomposition (DMD) to approximate the fold change response with a sparse collection of dynamic modes. We demonstrate how DMD can accurately describe gene expression dynamics by decomposing the time-series gene expression into temporally relevant patterns.

### Dynamic mode decomposition uncovers modes of host cell response

Dynamic mode decomposition (DMD) is a time-series dimensionality reduction algorithm that was developed in the fluid dynamics community to extract coherent structures and reconstruct dynamical systems from high-dimensional data^35^. Recently, several works have adapted and applied DMD to biological systems in various contexts^49–53^, choosing DMD for its ability to (i) reproduce dynamic data over traditionally static methods such as principal component^54^ or independent component analysis^55^ and (ii) represent the dynamics of high-dimensional processes, in our case gene interaction networks, using only a relatively small number of modes.

To uncover the diverse modes of the host cell response to malathion induction, we performed (exact) DMD^37^ on the transcriptomic dataset (see “Methods” section for the details). Specifically, we perform exact DMD on the standardized fold change, $$\bar{{{{{{{{\bf{z}}}}}}}}}$$, which decomposes a gene expression matrix (genes × time points) into dynamic modes, eigenvalues, and amplitudes in the form

1 $${\hat{{{{{{{{\bf{z}}}}}}}}}}_{t}=\mathop{\sum }\limits_{i=1}^{r}{{{{{{{{\bf{v}}}}}}}}}_{i}{\lambda }_{i}^{t}{b}_{i}={{{{{{{\bf{V}}}}}}}}{{{{{{{{\boldsymbol{\Lambda }}}}}}}}}^{t}{{{{{{{\bf{b}}}}}}}}={{{{{{{\bf{V}}}}}}}}{{{{{{{{\boldsymbol{\Lambda }}}}}}}}}^{t}{{{{{{{{\bf{V}}}}}}}}}^{-1}{{{{{{{{\bf{z}}}}}}}}}_{0}$$

where the rank *r* reconstruction of the cell state at time *t* is $${\hat{{{{{{{{\bf{z}}}}}}}}}}_{t}$$, **v**_*i*_ are the learned dynamic modes, *λ*_*i*_, are the learned eigenvalues, and *b*_*i*_ is the amplitude associated with each dynamic mode (often known as loading in the dimensionality reduction literature). From this we see that the transcriptome dynamics are modeled by a sum of damped, forced, and unforced sinusoidal behavior when the magnitude of the eigenvalues are less than one, greater than one, or exactly equal to one, respectively. This decomposition constructs a low-dimensional linear model from high-dimensional time-series data; quantitative features of a nonlinear model are not captured in our model, e.g. multiple equilibria and chaos. If these nonlinear features are relevant to the system being studied, one can extend DMD to capture arbitrary nonlinearities, at the cost of requiring a larger number of samples to infer the parameters of the nonlinear function^56^. In this section we will describe how modeling the fold change response with DMD enables the identification of biologically relevant temporal patterns that are driven by the malathion perturbation.

We found that 10 dynamic modes provide an optimal balance between predictive accuracy and model instability. 

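Exact DMD was run on the snapshot pairs of both replicates together, 16 pairs in all, and the model predicted all 9 time points of each replicate from the 10 min sample alone. The coefficient of determination compares the squared prediction errors with the squared deviations of each gene from its own mean over time. Over both replicates it was 0.284 with 6 modes, 0.321 with 8 modes, 0.519 with 10 modes, 0.413 with 12 modes and 0.457 with 14 modes. With 16 modes, as many as there are snapshot pairs, it was 1.0. The order of these values was not the same in the 2 replicates. In replicate 1 the value fell from 0.469 with 6 modes to 0.0427 with 14 modes, and in replicate 3 it went from 0.0981 to 0.871. A 3-point moving average of TPM over time before the fold change gave 0.566 with 6 modes, 0.707 with 8 modes and 0.724 with 12 modes.

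**Figure D2:**
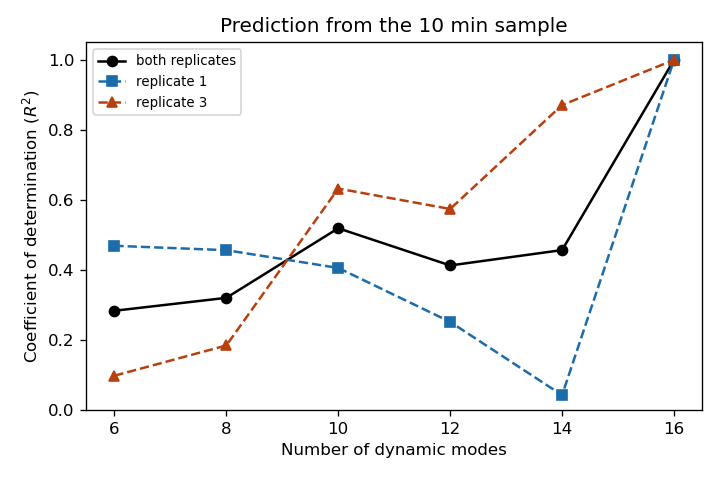
Coefficient of determination of the prediction from the 10 min sample (y axis) against the number of dynamic modes (x axis), for both replicates together and for each replicate. The value over both replicates is 0.519 at 10 modes and 0.413 at 12 modes.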

As the number of modes, *r*, is increased, we see monotonically increased predictive accuracy as measured by the coefficient of determination (*R*^2^) (Fig. 2a (left)). However, the number of eigenvalues with magnitude greater than one, i.e. unstable modes, also increases with the number of modes (Supplementary Fig. 3). 

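With the standardized fold change, the number of eigenvalues with magnitude above 1 was 0 for 6, 8, 10, 12 and 14 modes. The largest magnitude was 0.711 with 6 modes, 0.927 with 8 modes, 0.978 with 10 modes and 0.976 with both 12 and 14 modes. With 16 modes all 16 eigenvalues lay on the unit circle. After the 3-point moving average, 14 modes gave 2 eigenvalues with magnitude above 1, the larger of magnitude 1.01, and 10 modes gave 0.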

As we will discuss in further detail in the next section and in the Methods, instabilities introduce challenges in observability analysis, therefore we aimed to minimize the presence of unstable modes in the learned dynamics. Although, since predictive accuracy is important, we could not altogether remove unstable modes.

**Fig. 2:**
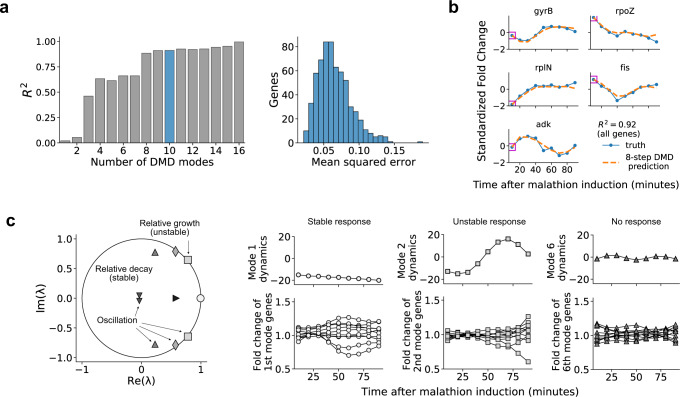
Dynamic mode decomposition provides a predictive and interpretable model of gene expression dynamics. **a** The coefficient of determination for the reconstruction is shown while varying number of DMD modes, *r* in (1) (left). 10 DMD modes are used to construct transcriptome dynamics in this work and the mean-squared error per gene is shown in the histogram on the right. **b** The eight-step prediction is visualized for five randomly selected genes in the transcriptomic dataset. The mean fold change across the two biological replicates (blue solid curve) and across predictions (orange dashed curve) are depicted. Magenta squares overlapping each gene’s initial condition indicates the data that is provided to make predictions. The coefficient of determination, *R*^2^, for the eight-step prediction across all genes is computed to be 0.92. **c** (Left) The DMD spectrum reveals the growth, decay, and oscillation of each of the 10 dynamic modes that comprise the transcriptomic dataset. Each marker is an eigenvalue, and its diameter is proportional to the magnitude of the corresponding dynamic mode. Eigenvalues inside the unit circle correspond to decaying dynamics, eigenvalues with nonzero imaginary part correspond to oscillatory dynamics, and eigenvalues outside the unit circle correspond to growing dynamics. (Right) The eigenvalue scaled amplitudes, $${\lambda }_{i}^{t}{b}_{i}$$, of modes 1, 2, and 6 are visualized (upper) along with the 10 genes whose dynamics are most impacted by each of the modes (lower). The marker used for each mode indicates which eigenvalue it corresponds with in **c**.

Using the 10 dynamic modes, we obtain an accuracy of 0.92 as measured across all genes. 

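Predicted from the 10 min sample with 10 modes, the 899 genes had a coefficient of determination of 0.519 over both replicates. It was 0.406 for replicate 1 and 0.633 for replicate 3, an SD of 0.160 (n = 2 replicates). Among the settings chosen before the data were examined that keep both replicates, the value lay between 0.317, with 0 min included as the first time point, and 0.717, with the 3-point moving average. With a single replicate the model has as many modes as the replicate has snapshot pairs and the value is 1.0 by construction. The log2 fold change gave 0.588, and scoring the 20 to 90 min samples alone gave 0.417.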

Figure 2b shows a set of 5 genes and their temporal predictions using the DMD model. The predictions are computed by feeding an initial condition (the gene expression at time *t* = 0) to the model and then predicting the expression at all all subsequent time points; the nine time points in the dataset. This amounts to two eight-step predictions across the biological replicates. We emphasize that this is distinct from measuring model accuracy by computing a one-step prediction for each time point, which gives very little information about the dynamic process that has been captured. The low-dimensional model learned via DMD has accurately captured the dynamics of the fold change response. 

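For each gene the squared error of the standardized fold change was averaged over the 9 time points and both replicates. A gene predicted at its own mean throughout has an error of 1. The median over the 899 genes was 0.463, with quartiles of 0.380 and 0.567, and 59.3% of the genes had an error under 0.5. Between replicates, the fold change profiles of a gene over the 9 time points had a median correlation of 0.443, and 43.8% of the genes had a correlation above 0.5. With TPM rescaled over the genes, a setting chosen after the data were seen, the median correlation was 0.033. These correlations are across time within a gene, and genes are not independent replicates. From the accuracy of predictions over all time points, the paper concludes that the low-dimensional model captured the fold change dynamics.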

To provide a foundation for understanding when linear models can accurately represent fold change dynamics, we have shown, in the Supplementary Information (Section 1.4), that the fold change response of two linear systems, under stated assumptions, can be represented as the solution of a linear system.

Our DMD analysis uncovers three distinct modal responses of the malathion-perturbed transcriptome dynamics, namely stable, oscillatory, and unstable responses. We classify each mode’s response type by the behavior of the associated eigenvalue. If the associated eigenvalue has magnitude <1 or >1, the mode is classified as stable and unstable, respectively. If the eigenvalue also has a nonzero imaginary part, the mode is classified as oscillatory as well. We have plotted the 10 DMD eigenvalues relative to the unit circle in Fig. 2c and labeled the eigenvalues according to their type.

Stable modes are characterized by eigenvalues which are inside the unit circle. The magnitude of eigenvalues inside the unit circle are strictly less than one and such a set of stable modes indicate relative decay, that is to say that many genes have a temporal response which only transiently deviate from a neutral fold change (fold change equal to one for non-standardized trajectories and fold change equal to zero for standardized trajectories). Stable modes that have eigenvalues nearer to the unit circle are capturing majorly uninhibited genes, while stable modes that are nearer to the origin are capturing genes which converge to neutral fold change exponentially, i.e. they exhibit strong relative decay in their fold change.

Dynamic modes which are oscillatory are characterized by by eigenvalues with nonzero imaginary part. Since gene expression data is always real-valued, oscillatory modes will always come in complex conjugate pairs. Each pair of complex-valued modes then describes a fixed frequency of oscillation, and each gene’s dynamics can be reconstructed from one or more of these frequencies. The work of Sirovich found that the oscillatory modes obtained from DMD represent the genes underlying the yeast cell cycle, and the frequencies of oscillation were shown to provide an estimate of the cell cycle period that agrees with the literature^51^.

Unstable modes are characterized by eigenvalues whose magnitude is larger than one. 

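At each time point the malathion and control libraries were compared with edgeR's quasi-likelihood test in a single fit over all 40 libraries (20 groups of 2), on 5950 genes. At a Benjamini-Hochberg adjusted p threshold of 0.05 the test called 0 genes at every time point, 0 min included, and between 42 and 127 genes had an unadjusted p under 0.05 at a time point of 10 to 90 min, with 49 at 0 min. With replicate number as a block the fit also called 0 genes, with between 67 and 308 at the unadjusted threshold. DESeq2 on the same 20 groups called 1 gene, CAY46377 at 70 min, which was picked out after its values were seen. Its log2 fold change was 0.58 (DESeq2, adjusted p = 0.0066), while edgeR gave the same log2 change with an adjusted p of 0.53. On the scale of TPM, the median fold change of the 899 modeled genes in replicate 1 was 0.787 at 10 min and 1.40 at 90 min, and 1.67% and 97.7% of the genes lay above 1 at these times. In replicate 3 the median fold change was 1.08 at 10 min and 1.28 at 90 min, and between 47.5% and 89.2% of the genes lay above 1 at a time point.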

Many genes show temporal response that were either upregulated or downregulated. If the upregulation and downregulation is persistent throughout the gene’s temporal profile or occurs at later times, there must be at least a single mode with eigenvalue outside the unit circle to be able to capture the underlying unstable response. This is because DMD is essentially learning a linear state-space representation of the fold change response and a linear system can only exhibit three types of limiting behaviors, (i) convergence to the origin (stable), (ii) periodic orbits, and (iii) divergence to infinity (unstable). Therefore, for the reconstruction accuracy to be maximized, DMD eigenvalues with magnitude larger than one may be necessary. Such eigenvalues are marked with relative growth in Fig. 2c. 

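In the model of 10 modes fitted here, 8 eigenvalues formed complex conjugate pairs and 2 were real. The leading pair had a magnitude of 0.978 and a period of 27.7 min, and the other 8 magnitudes lay between 0.461 and 0.780. None of the 10 exceeded 1. None of the 12 alternatives set before the data were examined gave a value above 1. All 12 keep the mean subtraction, so they do not bear on fits without it. With a replicate left out the fit is saturated, and its largest magnitude of 1.0 follows from construction. The fold change without standardization, chosen after the data were seen, gave 2 eigenvalues above 1 with a largest magnitude of 1.002.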

Though the two unstable eigenvalues are outside the unit circle, they are only marginally so, implying that unstable trajectories make up only a small portion of the transcriptomic response to malathion.

Despite the fact that most genes require a superposition of all of the dynamic modes for accurate reconstruction, we show that the modes can successfully group genes into interpretable clusters. Figure 2d (upper) shows the evolution of three dynamic modes ($${\lambda }_{i}^{t}{b}_{i}$$) representative of the transcriptomic dataset: modes 1, 2, and 6, corresponding to stable (modes 1 and 6) and unstable (mode 2) directions in gene space. The loading of mode *j* on gene *i*, **V**_*ij*_, can be used to identify genes which are most influenced by the corresponding mode. In this way, we can use the DMD modes to cluster temporal responses in gene space, providing an interpretation to each DMD mode. The temporal gene clusters are shown in Fig. 2d (lower).

The genes which are most influenced by mode 1 are those which diverge, in a stable manner, from a neutral fold change while the genes most influenced by mode 2 are those which diverge away from neutral fold change, capturing unstable trajectories. This is consistent with the eigenvalues of mode 1 and mode 2, which are stable and unstable, respectively. Finally, the genes most influenced by mode 6 are those with no clear trend present in their dynamics. In the next section, we will characterize those genes which contribute to cell state reconstruction and act as reporters for the malathion specific response. 

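Modes were numbered here by the magnitude of their eigenvalues, and the leading pair, modes 1 and 2, shares its genes. Of the 20 genes with the largest entries in mode 1, 1 was among the 20 genes with the largest sampling weights, where 0.445 genes would be shared if the lists were unrelated. Modes 3 to 10 shared 0 genes with these 20.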

Relatedly, of the 20 genes that are most impacted by mode 1, seven of these genes contribute highly to cell state reconstruction (they are within the top 20 genes that contribute to the observability of the system).

The results of this section demonstrate that the set of 10 recovered DMD modes, eigenvalues, and amplitudes are indeed biologically relevant to the dynamics of the malathion response in the window of time that we have sampled the transcriptome. A key takeaway is that gene expression dynamics sampled at the resolution of minutes can be well approximated by a linear dynamical system, i.e. by a set of exponentially shrinking and growing modes. In what follows, we develop a sensor placement framework, relying on the learned linear dynamical system, to generate a ranked list of biomarker genes, i.e. subsets of genes which show variation to malathion induction and that can recapitulate the cell state.

### Sensor placement for cell state inference and extraction of genetic sensors

Gene interaction networks are complex systems that induce systematic interdependencies between genes. That is to say that the expression of most genes, if not all, depends on the expression of at least one more genes in the network. These interdependencies make it possible to measure only a subset of genes to infer the behavior of all other genes^57^. The approach taken in this work for evaluating whether a gene is an encoder of cell state information is to quantify how much each gene contributes to observability. To do this, we optimize a scalar measure of the observability gramian, a matrix which determines the amount of information that a set of sensors can encode about a system. Specifically, if we let the DMD reconstruction of the cell state be rewritten as $${\hat{{{{{{{{\bf{z}}}}}}}}}}_{t}={{{{{{{\bf{V}}}}}}}}\Lambda {{{{{{{{\bf{V}}}}}}}}}^{-1}{{{{{{{{\bf{z}}}}}}}}}_{t-1}={{{{{{{\bf{K}}}}}}}}{{{{{{{{\bf{z}}}}}}}}}_{t-1}$$ and define an output equation

2 $${y}_{t}={{{{{{{{\bf{w}}}}}}}}}^{\top }{\hat{{{{{{{{\bf{z}}}}}}}}}}_{t}$$

where **w** is a vector of weights, called sampling weights, that define the contribution of each gene to the output of the system, then we define the observability gramian^58^ as

3 $${{{{{{{{\mathcal{X}}}}}}}}}_{o}=\mathop{\sum }\limits_{i=0}^{\infty }{{{{{{{{\bf{K}}}}}}}}}^{{i}^{\top }}{{{{{{{\bf{w}}}}}}}}{{{{{{{{\bf{w}}}}}}}}}^{\top }{{{{{{{{\bf{K}}}}}}}}}^{i}.$$

In the context of transcriptome dynamics, given the DMD representation of the dynamics, **K**, and a chosen gene sensor placement, **w**, the gramian quantitatively describes (i) to what degree cell states are observable and (ii) which cell states cannot be observed at all. Increasing (i) while decreasing (ii) is the aim of many sensor placement techniques; furthermore, many scalar measures of the gramian have been proposed to determine the sensor placement (the weights **w**) which maximize the observability of the underlying dynamical system^59–61^. Many of the proposed approaches require explicit computation of the observability gramian, which can be computationally expensive for high-dimensional networks and intractable for unstable systems.

Here we develop an optimization framework which does not require explicit computation of the gramian. We do this by maximizing the *signal energy*, $$\mathop{\sum }\nolimits_{i=0}^{T}{y}_{i}^{2}$$, of the underlying system. The resulting sensor placement problem is then defined to be an integer program in which the weights can only takes binary values 0 or 1. As high-dimensional integer programs are known to be computationally intractable, we employ several relaxations on the problem. The details of the full sensor placement problem and the relaxations are presented in the Supplementary Information (Section 1.2). Notably, we have approximated the full sensor placement problem to one in which an analytical solution always exists. This reduces the overall computational complexity, providing an approach which scales for a wide array of high-dimensional biological datasets collected from diverse host organisms.

The strategy we employ is to assign gene sampling weights, *w*_*g*_, to each gene *g* through optimizing sensor placement, i.e., maximizing the signal energy. The significance of the magnitude of each weight is to rank each gene by their contribution to observability. The Methods section provides quantitative details on the relationship between observability, the observability gramian, and signal energy for sensor placement. In the Supplementary Information (Section 1.3), we provide a brief exposition of the sensor placmenet problem on simulated systems. We show how the sampling weights are affected by network topology and the number of time points.

By examining the learned gene sampling weights, we found that nearly all 624 modeled genes contribute, many insignificantly, to the observability of the system. 

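The 899 weights, scaled to a sum of squares of 1, ranged in magnitude from 1.33e-05 to 0.0515, with a median of 0.0345, where equal weights would be 0.0334 each. A total of 71 genes had a weight more than 10 times smaller than the largest. The high, mid and low categories of 299, 300 and 300 genes held 58.3%, 35.2% and 6.51% of the sum of squares. Of the weights, 835 had the sign of the largest weight and 64 the other sign. With TPM rescaled over the genes, a setting chosen after the data were seen, 403 of the same 899 genes had the sign of the largest weight and 496 the other. With another random seed for the synthetic initial conditions, 19 of the 20 genes with the largest weights were shared.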

Displayed in Fig. 3a (upper) are the magnitude of gene sampling weights, **w**, normalized by the standard deviation of the corresponding gene, that maximize the observability of the cell state. Weights that are negative-valued (only magnitudes are shown here) correspond to downregulated genes and weights that are positive-valued correspond to genes that are upregulated. The higher the magnitude of the gene sampling weight, the more important the gene is likely to be for cell state reconstruction. The lower portion of Fig. 3a shows the histogram of the sampling weights in **w**, displaying that there are fewer higher magnitude genes overall. To test the notion that genes with higher weights contribute more to the observability, the sampling weights are artificially grouped into three categories, distinguishing genes which correspond to the top (green), middle (orange), and lower (blue) third for magnitude of sampling weights. Each category contains 208 genes, and next we show the gain in information that can be achieved when sampling from one category over another.

**Fig. 3:**
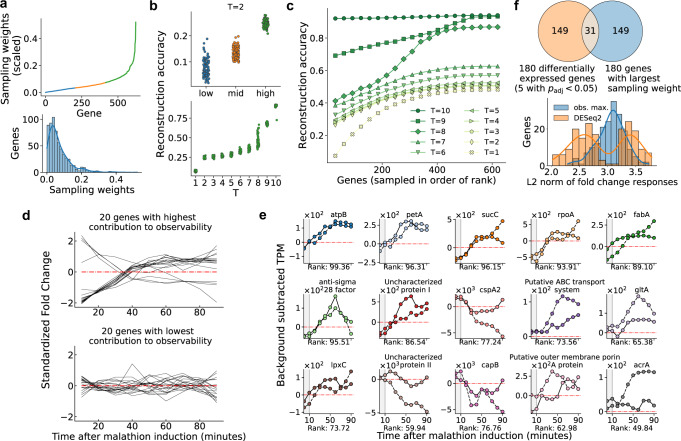
Gene sampling weights which maximize observability provide machine learned ranking for extraction of genetic sensing elements. **a** The gene sampling weights, **w**, normalized by standard deviation of the corresponding gene, sorted by magnitude and plotted in the upper panel. The weights are grouped into three categories: (i) the third of genes with highest magnitude of sampling weights (green), (ii) the third of genes with second highest magnitude of sampling weights (orange), and ii) and the lower third that remains (blue). The lower panel is a histogram of the sampling weights and a kernel density estimate is superimposed. **b** The reconstruction accuracy (*R*^2^) between the true initial condition and the estimated initial condition when sampling 50 genes at random from each of the aforementioned groups for *T* = 2 time points (top). (Bottom) The reconstruction accuracy for the high group as a function of *T*. **c** Reconstruction accuracy between the estimated initial condition $${\hat{{{{{{{{\bf{z}}}}}}}}}}_{0}$$ and the actual $${\bar{{{{{{{{\bf{z}}}}}}}}}}_{0}$$ is plotted for number of sampled time points *T* = 1 to *T* = 10. **d** The average fold change response of each of the 20 genes which contribute most (top) and least (bottom) to the observability of the initial cell state are plotted. **e** The background subtracted TPM (malathion (TPM) − negative control (TPM)) of the 15 biomarker genes selected from the proposed ranking–by contribution to observability. The label on each x-axis indicates the percentage rank (out of 624 genes) of the gene, with respect to the gene sampling weights, with 100% corresponding to highest rank. The two biological replicates are shown using solid and dashed lines, respectively. Malathion was introduced to the cultures after collecting the sample at 0 minutes, hence this sample is not used for modeling and cell state inference (shaded in gray). **f** A Venn diagram comparing 180 differentially expressed genes and genes with the largest sampling weights identified by our approach (top). DESeq2^16^ was used to identify differentially expressed genes. The bottom panel shows a histogram of the L2 norm (Euclidean distance from the origin) of the fold change responses for the genes in the unique sets in the Venn diagram.

To examine the contribution to observability provided by genes in each of the categories, we perform Monte Carlo simulations to estimate the expected predictability of the initial cell state. From output measurements, *y*_*t*_ (*t* = 1, 2, . . . *T*), that are generated by randomly sampling 50 genes from a specified category (low, mid, high), the initial cell state, $${\bar{{{{{{{{\bf{z}}}}}}}}}}_{0}$$, is estimated and the coefficient of determination (*R*^2^) between the actual and estimated cell state is computed as a measure of reconstruction accuracy. The simulation is repeated 100 times for each category and the resulting distributions over the random gene sets are plotted in Fig. 3b. In the top panel, we can see that when *T* = 2 (2 time points are used for reconstruction), predictability of the cell state is highest for the genes in the high category. Specifically, the reconstruction accuracy is three and two times larger in the high category than in the low and mid categories, respectively. 

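The medians over 100 draws of 50 genes were 0.111 for the high category, 0.0825 for the mid category and 0.0862 for the low category at T = 2. The accuracy compares squared errors of the initial cell state with the squared deviation of each gene from its own mean. The median was 1.29 times larger in the high than in the low category and 1.34 times larger than in the mid category. Draws of the high category lay above those of the low category in 99.7% of pairs of draws, and draws of genes are not replicates. For each replicate alone, the ratio to the low category was 1.27 in replicate 1 and 1.33 in replicate 3, and the ratio to the mid category was 1.01 in replicate 1 and 2.08 in replicate 3. In the high category the accuracy itself was 0.0806 for replicate 1 and 0.184 for replicate 3, and in the mid category 0.0800 and 0.0884. The ratio to the low category fell below 1 in 2 of the settings chosen before the data were examined, to 0.955 without the TPM filter and to 0.951 without synthetic initial conditions, and reached 2.85 when the fold change was standardized over both replicates together.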

In the lower panel we show how the reconstruction accuracy changes with changing the number of time points, *T*, for the high group of genes. 

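For the high category the median accuracy over 100 draws of 50 genes was 0.106 at T = 1, 0.115 at T = 4, 0.334 at T = 6, 0.471 at T = 8 and 0.985 at T = 10. At T = 5 the low category lay above the high category, with 0.222 for the high, 0.220 for the mid and 0.263 for the low category. At T = 6 the mid and low categories stood at 0.301 and 0.311, and at T = 8 at 0.429 and 0.378. At T = 10 all 3 categories stood at 0.985, which equals the share of the squared initial state that lies inside the 10 modes. At this T the model measurements after the first are as many as the modes, so the equality of the categories follows from construction. At T = 8 the high category gave 0.260 for replicate 1 and 0.985 for replicate 3, a wider gap than between any of the categories.

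**Figure D3:**
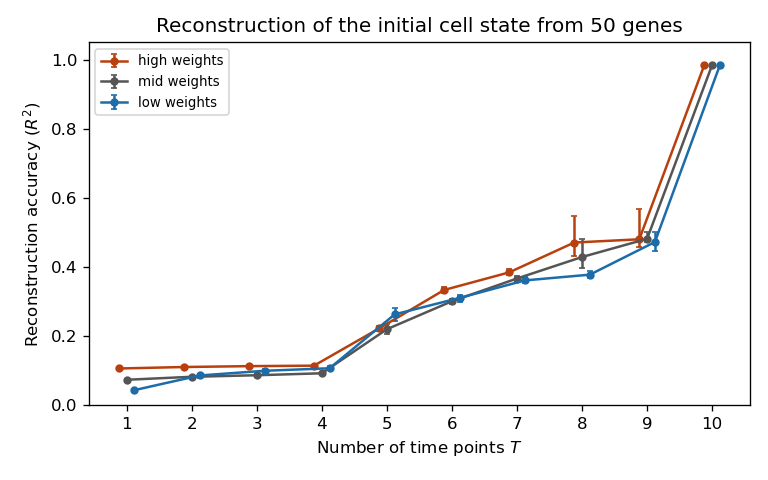
Reconstruction accuracy of the initial cell state (y axis) against the number of time points T (x axis) for 50 genes drawn from the high, mid and low categories. Points are medians and bars are quartiles over 100 draws, and the points of the 3 categories are set slightly apart along the x axis. The medians at T = 9 lie at 0.480 for the high, 0.482 for the mid and 0.472 for the low category.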

We find that that reconstruction accuracy monotonically increases with *T*, however we point out that due to not being able to accurately capture network topology from sparse data, the results gathered at large *T* (*T* ≥ 6) do not show significant differences between the groups. This is due to the fully-connected topology of the state-space model we have learned using DMD. The interdependencies between genes (though mostly miniscule) are amplified exponentially over time, resulting in highly observable genes transferring information to lowly observable genes. Hence, it may not be possible to distinguish reconstruction accuracy of the groups of genes when evaluated at large times.

Measuring fewer genes for many time points leads to higher cell state reconstruction accuracy than if many genes are measured for fewer time points. This result is demonstrated in Fig. 3c which shows how the cell state reconstruction accuracy is affected by two parameters, the number of sampled genes and the number of time points, *T*, that the genes are measured for. The reconstruction accuracy is again the coefficient of determination, *R*^2^, between the reconstructed initial condition, $${\hat{{{{{{{{\bf{z}}}}}}}}}}_{0}$$, and the actual initial condition $${\bar{{{{{{{{\bf{z}}}}}}}}}}_{0}$$. For each *T*, the first data point is generated by sampling only the five genes with the highest sampling weights for *T* time points. The complete cell state is then inferred from these measurements alone and the coefficient of determination between the estimated and actual cell state can be computed (see “Methods” section for a detailed description of the cell state inference algorithm). To compute subsequent data points, the next five genes with maximum sampling weights are simultaneously measured along with previously measured genes, and the cell state is reconstructed again. For the response of SBW25 to malathion, we find that even if only the top five genes are measured but for *T* = 10 time points, the cell state reconstruction is still more accurate than if all genes with nonzero sampling weights are measured with *T* ≤ 8 time points. Specifically, the reconstruction accuracy with 5 genes sampled for *T* = 10 time points is nearly 0.9 while the reconstruction accuracy with 600 genes sampled for *T* = 8 time points is slightly >0.8. This signifies that the ability to study the dynamics of a few genes with fine temporal resolution can greatly increase the knowledge of the entire system.

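Sampling the 5 genes with the largest weights gave an accuracy of 0.0810 at T = 2, 0.358 at T = 8 and 0.985 at T = 10. With the 600 genes of largest weight the accuracy was 0.581 at T = 2 and 0.937 at T = 8, and with all 899 genes it was 0.989 at T = 8. The value for 5 genes at T = 10 lay above that for 600 genes at T = 8 in both replicates (0.982 against 0.916 in replicate 1, and 0.991 against 0.989 in replicate 3). It lay below that for all 899 genes at T = 8 over both replicates together and in replicate 1 (0.990), and above it in replicate 3. A single gene, the one of largest weight, also gave 0.985 at T = 10. There the measurements after the first are as many as the 10 modes and are model outputs without noise. They fix the state inside the modes for 1 gene as for 5, so the value at T = 10 follows from construction. The first measurement uses the sampled weights themselves, which need not lie inside the modes. With all 899 genes the value can thus exceed the share of 0.985 inside the modes. With 12 modes, 5 genes at T = 10 gave 0.351.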

Failure to reconstruct the initial cell state is a result of two mechanisms. The first is that we only have access to the DMD representation of the dynamics, not the true dynamics. Therefore, any output measurements generated using the DMD model will certainly incur an error with respect to the actual dynamics. As error accumulates each time-step, it is possible for the reconstruction accuracy to decrease with increasing time points. The second hindrance for full cell state reconstruction is when many genes contain redundant information. If two genes have nearly identical gene expression profiles, adding the second gene to the set of measurements provides no useful information for the cell state inference. This may explain the asymptotic behavior of the curves in Fig. 3c. There are only relatively few distinct dynamic profiles present in the transcriptomic dataset, and once all distinct profiles have been sampled, no further improvement in reconstruction can occur. This explanation is consistent with the fact that many genes co-express^21^ and this fact has even been used to reconstruct dynamic gene regulatory networks^62^.

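Principal components of the standardized fold change were computed over genes. With both replicates joined, the leading component held 61.4% of the variance, and 6 components together held 90.6%. For the mean of the replicates the leading component held 77.9%, and 3 components held 90.0%. With TPM rescaled over the genes, a setting chosen after the data were seen, the share on the leading component of replicate 1 alone went from 84.8% to 40.4%, and that of replicate 3 alone from 51.4% to 43.1%.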

The gene sampling weights, **w**, provide a machine learned ranking for discovering genetic biomarkers. Recall that the fold change was taken to be the state of the system when performing DMD. In so doing, we show that the observability-based ranking can also predict genes that respond to malathion in a condition specific manner. Specifically, genes which contribute highly to the observability of the system are genes which show prolonged dysregulation in the presence of malathion. This is visualized in Fig. 3d where in the top panel the 20 genes which have the largest sampling weights are plotted. Each of the 20 genes show dysregulation from the neutral fold change (0) that is persistent over the course of the time-series. Conversely, the 20 genes with lowest sampling weights show no clear trend or signal of dysregulation. 

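The deviation of a gene from neutral was computed as the mean absolute log2 fold change over the 9 time points, on the mean of the replicates. Its median over the 20 genes with the largest weights was 0.284 (0.321 on replicate 1 alone and 0.298 on replicate 3 alone). Among 10000 random lists of 20 modeled genes matched on mean expression, whose median was 0.216, this lies at the 99.8th percentile. It lay at the 80.9th percentile without replicate 3 and at the 90.2nd without synthetic initial conditions. For all 20 genes the mean log2 fold change lay above 0, in both replicates. All 20 were on the same side of neutral at 7 or more of the 9 time points, and 0 of the 20 at all 9. Of all 899 modeled genes, 674 were so at 7 or more and 39 at all 9. Over time the median fold change of the modeled genes followed the malathion to control ratio of TPM shares on genes (r = 0.995 in replicate 1 and 0.964 in replicate 3). The sign and persistence of the 20 genes are not separated from that ratio here. With weights divided by the standard deviation of the gene, as the legend of Fig. 3 describes them, the median deviation was 0.183, at the 5.20th percentile. That setting was chosen after the data were seen. From such profiles the paper concludes that the ranking predicts genes that respond to malathion.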

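For the 20 genes with the lowest weights the median deviation from neutral was 0.169, at the 0.63rd percentile of the matched random lists, and single genes ranged from 0.0787 to 0.487. The percentile depended on the setting. It was 45.8 without replicate 1, 14.1 with 12 modes and 12.9 without the TPM filter, and, in settings chosen after the data were seen, 37.1 with TPM rescaled over the same genes, 59.9 with genes kept on rescaled TPM and 100.0 without standardization. The mean log2 fold change lay above 0 for 10 of them and below 0 for the other 10. At 7 or more of the 9 time points 12 of the 20 were on the same side of neutral, and 7 were so at all 9. Over all 899 modeled genes the median deviation was 0.217, 795 genes lay above neutral and 104 below.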

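Between the 20 genes with the largest weights, the fold change profiles averaged over replicates had a median absolute Pearson correlation of 0.970, and all pairs exceeded 0.5. The median was 0.437 for the 20 genes with the lowest weights and 0.836 for all 899 modeled genes, where 84.0% of pairs exceeded 0.5. These correlations are taken over 9 time points of averaged profiles, and genes are not independent replicates.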

Significant correlations are present among the genes which contribute highly to observability. This is due to the fact that we have solved a relaxed version of the sensor placement problem that allows each gene to have nonzero weight towards maximizing the observability. In the unrelaxed problem, only a pre-defined number of genes can have nonzero weight and therefore to capture all the distinct temporal profiles in the transcriptomic dataset, selected genes are likely to be uncorrelated.

To show that observability-ranked genes can act as genetic reporters for malathion, we selected a set of 15 genes with which to construct transcriptional reporters from. We considered several approaches for gene selection that depend on the learned weights in Fig. 3a and the criteria we considered were gene rank, correlations among the chosen gene set, and/or the ability of the gene set to recapitulate the cell state. Correlations among the gene set are considered because they can be used as a predictor for the variety of responses the library will generate after being subjected to malathion.

By choosing the top ranked genes we can sample top malathion responders, though as can be seen in Fig. 3d they are highly correlated with each other. The correlations between the top responders are shown in Supplementary Fig. 5b. The variety of reporter responses from this library of genes is predicted to be low, however the biological processes that the top responders are involved in is diverse (Supplementary Fig. 5c).

Since high variety of reporter response is of interest, we further consider a correlation-based strategy for gene selection which first selects the top ranked gene, then subsequently selects genes from the ranking only if its correlation with previously selected genes is less than a chosen threshold. In Supplementary Fig. 6, the RNA-seq temporal profiles of genes selected using a correlation threshold of 0.5 are visualized. To measure the gene set correlation and compare across gene sets, we introduce the following metric,

4 $$C=\vert \vert {{{{{{{{\bf{1}}}}}}}}}_{k\times k}-{{{{{{{{\bf{R}}}}}}}}}^{{{{{{{{\rm{abs}}}}}}}}} \vert { \vert }_{F}$$

where **1**_*k*×*k*_ is the matrix of *k* × *k* ones and **R**^abs^ is the element-wise absolute value Pearson correlation coefficient matrix of the *k* selected genes. When the metric approaches zero, the overall correlation between the selected gene set is large. Conversely, when the metric approaches infinity, the overall correlation between the selected gene set is small. 

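The metric was computed on the fold change profiles averaged over replicates. The 15 genes with the largest weights gave C = 0.620, below each of 10000 random sets of 15 modeled genes, whose values ranged from 1.13 to 9.54 with a median of 4.95. The correlation-based strategy with a threshold of 0.5 ran through all 899 genes and reached 10 genes, so 15 genes were not obtained, and gave C = 7.17, where 10 uncorrelated genes would give 9.49. On single replicates C was 0.948 and 2.41 for the top-ranked genes of replicates 1 and 3, and 5.30 and 6.01 for the correlation-selected genes. The selection rule admits genes of low correlation, so a high C of its set follows from the rule.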

For the gene set chosen using the correlation-based strategy, *C* = 7.8, while for the gene set chosen using only the ranking, *C* = 2.9.

Next, we want to consider the cell state reconstruction ability of gene sets. 

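At T = 8 the 15 top-ranked genes gave a reconstruction accuracy of 0.351 and the 10 correlation-selected genes gave 0.363. The 2 replicates differed far more than the gene sets. Replicate 1 gave 0.0943 and 0.111, and replicate 3 gave 0.975 and 0.976. The order of the gene sets is not stable. With another random seed the top-ranked genes gave 0.409 and the correlation-selected genes 0.363.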

If we evaluate the reconstruction ability for *T* = 8 time points using the top responders, we obtain an accuracy of 0.39, while for the correlation-based selected genes, we obtain an accuracy of 0.37. To obtain gene sets which have higher reconstruction accuracy, we employed a randomized, Monte Carlo approach for sampling gene sets. Isolating to the top half of the ranking, we selected 15 genes at random and tested their ability to reconstruct the cell state. In result, we obtained a gene set with reconstruction accuracy in the top 92% of tested gene sets (*R*^2^ = 0.51; Supplementary Fig. 7). This set also has the lowest correlation metric of all tested gene sets in the top 15% of ranked genes (94 genes) as well as reconstruction accuracy in the top 95 percentile (Supplementary Fig. 7a). Moreover, the correlation metric for this gene set is C = 7.0, slightly below that of the gene set chosen using the correlation-based strategy. This gene set was then selected for the malathion reporter library as it has both high cell state reconstruction and low overall correlation.

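Among 1000 random sets of 15 genes drawn from the 449 genes at the top of the ranking, 50% of the genes, the accuracy at T = 8 had a median of 0.398, ranged from 0.329 to 0.779, and reached 0.580 at the 92nd percentile. The 15 top-ranked genes lay above 4.6% of these sets. Their accuracy depends on the random seed of the weights, and sets were drawn for the ranking of a single seed. Across the sets, C and the accuracy had a correlation of 0.033.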

The 15 time-series profiles for the selected genes generated via RNA-seq are visualized in Fig. 3e in the form of TPM_malathion_ − TPM_control_. Of the 15 selected biomarker genes, 12 appear to be activated by induction of malathion while the remaining 3 appear to be repressed. Table 1 lists the molecular functions of each of the selected genes based on their Gene Ontology (GO) annotations^63^. Where gene names are not available, we have used protein annotations to denote those genes. It is shown that the set of molecular functions are diverse, indicating that malathion drives the activation and repression of disparate biological processes. When synthesized into genetic reporters, as we will show in the next section, these biomarker genes exhibit distinct dynamic range, sensitivity, and time-scales in response to malathion.

**Table 1:** Sensor promoter library metadata and transfer curve parameters for the fitted Hill equations in Fig. 4d

Malathion reporter	Locus tag	Molecular function	Act./Rep.	$${{{{{y}}}}}_{\min }$$	$${{{{{y}}}}}_{\max }$$	*K*_M_	*n*
atpB	PFLU_6124	Proton-transporting ATP synthase activity, rotational mechanism	Activated	1467	1783	0.6	4.5
petA	PFLU_0841	2 iron, 2 sulfur cluster binding,	Activated	853	1125	1.4	2.4
	–	Metal ion binding	–	–	–	–	–
	–	Ubiquinol-cytochrome-c reductase activity	–	–	–	–	–
sucC	PFLU_1823	ATP binding	Activated	257	337	0.2	1.9
	–	Magnesium ion binding	–	–	–	–	–
	–	Succinate-CoA ligase activity	–	–	–	–	–
rpoA	PFLU_5502	DNA binding	Activated	1256	1542	0.9	3.0
	–	Protein dimerization activity	–	–	–	–	–
	–	DNA-directed 5’-3’ RNA polymerase activity	–	–	–	–	–
fabA	PFLU_1836	Dehydratase activity	Activated	292	373	0.2	1.1
	–	Isomerase activity					
anti-sigma 28 factor	PFLU_4736	Negative regulator of flagellin synthesis	Activated	339	535	0.7	1.5
Uncharacterized protein I	PFLU_3761	–	Activated	2465	3110	0.5	2.7
cspA2	PFLU_4150	Major cold shock protein	Activated	706	1186	1.5	5.3
Putative ABC transport protein	PFLU_0376	Ligand-gated ion channel activity	Activated	584	1083	1.0	2.0
gltA	PFLU_1815	Citrate (Si)-synthase activity	Activated	238	458	0.9	1.9
lpxC	PFLU_0953	Metal ion binding	Activated	1017	2418	0.4	7.4
	–	Deacetylase activity	–	–	–	–	–
Uncharacterized protein II	PFLU_1358	–	Repressed	1073	3387	0.3	1.9
capB	PFLU_1302A	Cold shock protein	Repressed	9616	10543	0.9	2.9
Putative outer membrane porin A protein	PFLU_4612	Porin activity	Activated	642	1172	0.6	1.5
acrA	PFLU_1380	Transmembrane transporter activity	Activated	354	682	0.9	2.9

Comparing our approach to differential expression analysis, we find that our results are largely in complement to each other. 

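The 4 culture sums were compared with edgeR's quasi-likelihood test (TMM normalization) on 6002 genes, without a block. The test called 0 genes at a Benjamini-Hochberg adjusted p of 0.05, and 28 genes had an unadjusted p under 0.05. DESeq2 on the same sums called 0 genes (21 unadjusted). Because each replicate's culture was divided into the malathion and the control culture, the replicate number pairs the samples, and a fit with replicate as a block called 213 genes, 78 higher and 135 lower with malathion. All 213 changed in the same direction in both replicates, with fold changes from 0.502 to 1.39. This count is not stable. With each of the 36 libraries left out in turn it lay between 0, without control replicate 3 at 50 min, and 356, without control replicate 1 at 10 min, with a median of 88. Thinning the counts of all 4 sums by 1 share, with every library kept, gave between 0 and 325 genes over 10 draws (median 111). The range thus does not show that particular libraries carry the calls. The 5 genes with the lowest p of the fit without a block did not pass its threshold and were called with the block, and all 5 were lower with malathion in both replicates. CAY50013 had a log2 fold change of -0.74 (standard error 0.13, adjusted p = 0.9999 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and an adjusted p of 2.1e-05 with the block. CAY47412 had a log2 fold change of -0.69 (standard error 0.13, adjusted p = 0.9999) and an adjusted p of 1.6e-05 with the block. The files do not pair these identifiers with gene names. Of the alternatives, counting the 36 single libraries as replicates moved the count most, to 555 genes with time point and replicate block in edgeR, although libraries of a culture are not independent.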

To start, we used DESeq2^16^ and found five significantly differentially expressed genes after multiple-testing correction with the Benjamini–Hochberg procedure. The fold changes of the five genes lie in the range 0.52–1.54 and the control subtracted temporal responses are visualized in Supplementary Fig. 12. Of these five genes, our observability approach ranks two genes in the top 82% and four in the top 55% of observable genes.

To be able to make a larger comparison between the methods, we next used non-corrected p-values and a significance threshold of 0.05 to call a gene differentially expressed. 

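At an unadjusted p under 0.05, the edgeR test on culture sums left 28 of 6002 genes. With replicate as a block it was 907 genes. With the 36 single libraries, DESeq2 with treatment alone gave 701 genes, and with time point as a further factor 829 genes. Leaving out a single culture gave between 8 and 61 genes, and in such fits the lone culture is assumed to vary like the pair.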

Including the five genes that were significantly differentially expressed, this identified a total of 180 differentially expressed genes (however 175 of these genes cannot be called significant) after induction of malathion. Comparing these genes to the genes with 180 largest sampling weights, we find that there are 31 genes are in common (Fig. 3f, upper). 

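The 180 genes with the lowest p of the culture-sum test were set beside the 180 modeled genes with the largest weights, and 7 genes were shared. This list comes from the fit without a block, which leaves the pairing of the cultures unused. With the 180 lowest p of the fit with replicate as a block, a setting chosen after the data were seen, 62 were modeled and 16 shared, with 12.4 expected (odds ratio 1.43, Fisher's exact test, p = 0.25). Without the block, only 17 of the 180 lowest-p genes were among the 899 modeled genes, and 3.40 shared genes would be expected if the lists were unrelated within these 899 (odds ratio 2.87, 2-sided Fisher's exact test, p = 0.058). When the 701 genes at an unadjusted p under 0.05 in DESeq2 over 36 libraries were set beside the 701 modeled genes with the largest weights, 141 of the 701 were modeled and 108 were shared, with 109.9 expected (odds ratio 0.911, Fisher's exact test, p = 0.659). Since 701 of the 899 modeled genes are taken, these lists can hardly depart from the expectation. Without the TPM filter, 146 of the 701 largest weights were shared, with 82.4 expected (odds ratio 2.23, Fisher's exact test, p = 2.0e-13).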

To show the distinction between the genes identified between the two approaches, we visualize the histogram of the L2 norm of each gene’s fold change response (Fig. 3f, lower). 

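The L2 norm is the Euclidean length of a gene's fold change over the 9 time points, taken on the mean of the replicates, and a gene at a fold change of 1 throughout has a norm of 3.0. For the 180 genes with the largest weights the median norm was 3.52, with quartiles of 3.41 and 3.66. The median was 2.89 for the 180 genes with the lowest p, with quartiles of 2.71 and 3.76, and 3.31 for the 709 modeled genes in neither list. Of the genes with the largest weights, 177 had a higher mean with malathion and 3 a lower one, and of the genes with the lowest p 70 were higher and 110 lower. With TPM rescaled over the genes, a setting chosen after the data were seen, the medians were 3.23 for the largest weights, 2.69 for the lowest p and 3.03 for the genes in neither list.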

We see that our approach, labeled, obs. max., identified genes with fold change response centered around 3.0, while DESeq2 identifies two clusters of genes centered around 3.2 and 2.5.

Overall, differential expression analysis is not always suitable for a dataset with low number of biological replicates and can result in very few genes being called as differentially expressed. After multiple-testing correction, 5 out of 6009 genes were called significantly differentially expressed, and there is considerable overlap between the observability ranking and these genes. The results may indicate that the two methods may converge in the case of large number of biological replicates. However, in the case of low biological replicates, our approach, as we show in the next section, identifies numerous malathion responsive genes that differential expression analysis was not able to identify. This indicates that our observability framework is useful for analysis of time-course RNA-seq measurements.

### Design and characterization of fluorescent malathion sensors

To validate the transcriptome-wide analysis for identification of analyte-responsive promoters, the putative promoters of the candidate sensor genes were cloned into a reporter plasmid containing a reporter gene encoding *sfGFP* (superfolder green fluorescent protein) and transformed into the host SBW25 (Fig. 4a). The reporter strains are cloned in an unpooled format, allowing for malathion response curves to be generated at the reporter level as opposed to a pooled study which would incur additional sequencing costs for individual strain isolation.

**Fig. 4:**
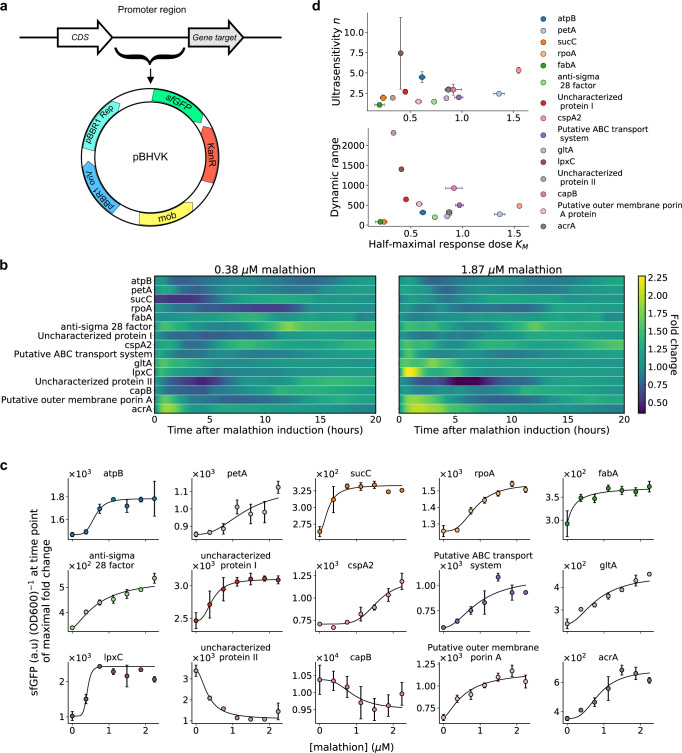
Our machine learning approach successfully extracted 15 sensors, each with distinct malathion response curves. **a** A map of the plasmid, pBHVK, used to construct the library. The plasmid contains a kanamycin resistance gene as well as a fast-folding *sfGFP* gene. **b** Average per cell *sfGFP* signal at 0.37 μM (left) and 1.83 μM (right) malathion normalized by signal at 0.0 μM malathion is shown for all 15 engineered strains. **c** Transfer curves (or dose-response curves) for each strain are depicted with markers and their fit to Hill equation kinetics are given by solid lines. The Hill equation parameters are given in Table 1. The promoter sequences corresponding to each reporter and time points for each transfer curve are given in Supplementary Tables 2 and 4, respectively. The transfer curves are plotted at the time point of maximal fold change of the 2.24 μM response with respect to the 0 μM response. The error bars represent the standard deviation from the mean across three biological replicates. **d** Transfer curve parameters for the dose-responses depicted in **c**. The error bars represent the standard deviation from the mean across three biological replicates. Source data are provided as a Source Data file.

Malathion reporters are characterized in the laboratory in an environmentally relevant way by sourcing malathion from the commonly used commercial insecticide called Spectracide (containing 50% malathion). First, it was verified that the response of the reporters to analytical standard malathion was consistent with the response when induced with Spectracide. That is to say that if the reporter was upregulated (downregulated) in response to malathion, it was also upregulated (downregulated) in response to Spectracide. Furthermore, the culture media containing nutrients and Spectracide that the reporter strains were cultured in was analyzed with mass spectrometry and compared to the mass spectrum of analytical standard malathion. Comparing the two mass spectra, we found that they are nearly identical (Supplementary Figs. 14–26). See the “Methods” section for more details about the use of Spectracide as a source for malathion and Supplementary Fig. 9 for the effect of Spectracide on the growth of the reporter strains.

To examine the transcriptional activity of *sfGFP*, controlled by the biomarker gene promoters, cells are grown in rich medium and fluorescence output was measured every three minutes over 24 hours of growth. This resulted in 400 time points per reporter strain, a nearly 45 fold increase over the number of time points obtained via RNA-seq see Supplementary Fig. 10. Prior to starting the experiment and collecting fluorescence measurements, reporter strains were induced with Spectracide to drive the reporter response. Due to the long half-life and fast maturation time of *sfGFP*^64^, the reporter protein can accumulate inside the cell and does not accurately represent the mRNA abundance – which is subject to fast degradation by ribonucleases. This results in the genetic reporters serving as a proxy for the rate of transcription initiation over time, rather than mRNA abundance. This is distinctly different from the transcript abundance that is measured via RNA-seq due to the instability of mRNA molecules.

Examining the transcription initiation driven by malathion at distinct concentrations reveals detailed gene expression dynamics, dependencies of expression on malathion concentration, as well as the correlations. Firstly, the fold change (with respect to 0.0 μM malathion and referred to as the background) reveals oscillatory signals in several strains; the reporters *atpB*, *petA*, *cspA2*, and *acrA* each contain oscillations that are near in phase at 0.38 μM malathion (Fig. 4c). As the concentration of malathion is increased, only *atpB* and *petA* appear to remain in phase while the signals of the other strains strongly increase. We also see that *anti-sigma 28 factor* and *rpoA* oscillate with lower frequency and that *anti-sigma 28 factor* hits a peak around 10 hours after induction while *rpoA* hits an anti-peak around 10 hours after induction. For the lower malathion concentration, *sucC* has a large lag time until transcriptional activation occurs, however there is a sharp decrease in the lag time at the higher concentration. The strains *acrA*, *gltA*, *putative outer membrane porin A*, *putative ABC transport system*, and *lpxC* consistently respond within minutes of malathion induction with *lpxC* being the reporter with highest signal over background and *acrA* the reporter with highest overall signal energy (area under the curve) in early times. Though *cspA2* was shown by the RNA-seq data to be repressed by malathion, we find that *cspA2* strain is consistently activated in the presence of malathion. Of the remaining repressed promoters, *uncharacterized protein II* is far more repressed in the presence of malathion across all concentrations tested.

The response curves of the reporter strains to malathion can be mathematically characterized by Hill functions^65^ (“Methods” section) which are described by two parameters. The first parameter is the Hill coefficient or cooperativity, *n*, which is a measure of how steep the response curve is. This is also denoted as a measure of ultrasensitivity which results in sigmoidal like response curves. The second parameter, *K*_*M*_, is the Michaelis constant and it is equal to the malathion concentration at which the response is half of its minimum value subtracted from its maximum value. Figure 4d shows the malathion response curves of each reporter strain at the time point with maximum fold change with respect to the 0 μM malathion condition. The solid line depicts the fit of a Hill function to the experimentally generated response curves and the parameters of each Hill function are given in Table 1. The response shown is the average fluorescence per cell obtained by normalizing the sfGFP signal by the optical density. See Supplementary Table 4 for the precise time points used here for each strain and see Methods for further details on parameter fitting.

We find that there is significant variation across the Hill coefficient, dynamic range, and Michaelis constant in the library of reporters (Fig. 4d). The Hill coefficient, *n*, ranges from 1.1 to 7.4, and recalling that this parameter is a measure of sensitivity, the extremes depicted by a small slope in strain *fabA* and large slope in strain *sucC*, respectively. The dynamic range, measured as the difference between the maximum signal and the minimum signal, ranges from 80 to 1401 and is obtained by *sucC* and the repressed *uncharacterized protein II*, respectively. The Michaelis constant ranges from 0.2 to 1.5, depicted by the shift in malathion concentration at which half of the maximum signal is achieved from *fabA* and *cspA2*.

Overall, we find that each synthetic reporter, selected via our data-driven sensor placement framework, is capable of detecting malathion with distinct dynamic ranges and sensitivity. We next sought to characterize the specificity of the reporters to malathion. We note that two of the selected reporters, *ABC transporter* and *acrA*, are membrane transporters which often respond to many environmental stimuli.

Through screening of our reporter library with four other compounds, we found in comparison that the response of the reporters to malathion is unique. To characterize the specificity of reporting to other pesticides, we tested with zeta-cypermethrin and permethrin, two frequently used pesticides. To test whether the reporters response changes due to overall changes in metabolism, we tested with the two sugars fructose and lactose. The concentration of the pesticides were 1.87 μM to be consistent with previous malathion screens and the concentration of fructose and lactose were 14.2 and 7.5 μM, respectively. The time-lapse response of all 15 reporters to the four compounds and malathion are shown in Supplementary Fig. 11.

In Fig. 5a we show the Pearson correlation coefficients between reporter responses to malathion and reporter responses to the four other compounds. The rows of the heatmap show how correlated the malathion response of a single reporter is across compounds while the columns show the overall correlation of a compound response to the malathion response for the 15 reporters. The correlation metric shows that induction with permethrin is most (linearly) related to malathion response while induction with zeta-cypermethrin is least related to malathion response.

**Fig. 5:**
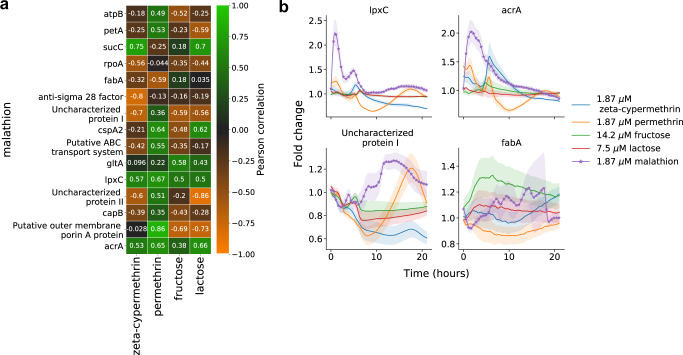
The 15-dimensional genetic reporter cell state provides a unique response to malathion. **a** For each genetic reporter, the heatmap depicts the Pearson correlation of the malathion fold change response (rows) with the fold change response to zeta-cypermethrine, permethrin, fructose, or lactose (columns). **b** The fold change response (reporter + compound with respect to reporter + no compound) of four reporters – two with highest overall correlation and two with lowest overall correlation across compounds. The error bars represent the propagated standard deviations of each of the individual responses across three biological replicates. Source data are provided as a Source Data file.

Though the correlation coefficient between malathion response and other compounds may be high for several (reporter, compound) combinations (e.g. *lpxC* and *acrA*), the time-lapse response of the reporters show significant deviations across comopund in their transient response. The top row of Fig. 5b show the fold change response of *lpxC* and *acrA* after perturbation with each of the compounds. We see that at early times, the response due to malathion is significantly larger compared to the response due to other compounds. At later times, each of the responses converges to a neutral fold change, resulting in an overall high correlation. The bottom row Fig. 5b shows the fold change response of two reporters with overall negative correlation across compounds. Here we see that both the transient and long-term responses of other compounds deviate from the malathion response. Of the 15 reporters, 10 of them show no significant response to fructose or lactose (see Supplementary Fig. 11), indicating that overall the selected genes are not responding to broad changes in metabolism.

Overall, through observability analysis for extraction of sensor promoters and through the analysis presented in Fig. 5a, we find that the set of 15 reporters acts as a 15-dimensional cell state that can be used for malathion sensing and detection. Though we cannot conclude from our experiments and analysis that malathion directly interacts with any single promoter we have extracted, the 15-dimensional fingerprint provided by our reporters has been shown to be reproducible and unique among the tested compounds. Our approach to detection has limitations; since we cannot compare the response to malathion with the response to an exhaustive list of compounds, it may be the case that molecules which are highly similar in structure to malathion may induce similar responses.

### Pooling reporters at the assay level results in an enhanced malathion reporter

One criteria we optimized for in the malathion reporter library was diversity of response. As opposed to a set of reporters with similar responses, when aggregating diverse responses a unique output can be expected. Thus, we next established an experimental assay for pooling of individual reporters; this is in lieu of constructing a combinatorial promoter which can be challenging due to the curse of dimensionality when combining *n* promoters out of a set of *N* total promoters.

The motivation for such an experiment is due to the difficulty of strain isolation in an environmental setting. In order for our library of reporters to prove useful in the field, they should be able to operate in tandem without negative effects on the malathion response. To measure the response of all reporters in a pooled fashion, we first cultured all 15 reporter strains individually. Then before taking measurements, we pooled all the strains in equal numbers by carefully measuring the density of each culture. The pooled culture was then put into a plate reader and the *sfGFP* and optical density were measured over time.

Pooling all 15 genetic reporters results in a salient malathion response. The time-lapse curves of the *sfGFP* normalized by cell density are shown in Fig. 6a and the fold change 24 hours after malathion induction is shown in Fig. 6b for varying concentrations. At a malathion induction concentration of 1.12 μM, the pooled reporter exhibits a sustained response after an initial transience with a fold change of 2.1 after 24 h of growth. In contrast, the maximum fold change achieved by any individual reporter at the same concentration is 2.3 and is a transient response (*lpxC*, see Fig. 5b). The maximum fold change corresponding with a sustained response is 1.5 obtained by *cspA2*. For sustained response to malathion, the pooled reporter provides more salient response than any individual reporter alone.

**Fig. 6:**
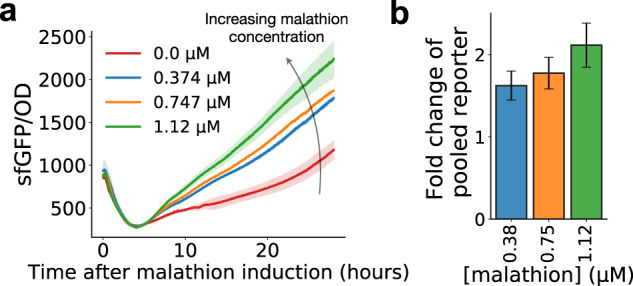
Pooling all 15 malathion reporters results in enhanced reporting for environmental monitoring. **a** Time-lapse response after pooling all 15 malathion reporters into a single well and inducing with malathion. Error bars represent the sample standard deviation across three biological replicates. **b** The fold change at 24 h of the pooled reporter with malathion induction with respect to the pooled reporter without malathion induction. The error bars represent the propogated standard deviations of each of the individual responses across three biological replicates and the bar height represents the fold change calculated using the mean sfGFP/OD signal from malathion and from control conditions. Source data are provided as a Source Data file.

Our experiments confirm the usefulness of the malathion reporters outside of the laboratory and in field environments. A potential strategy for environmental malathion monitoring would be to collect a soil sample, culture the pooled reporters from a media made from the sample, then measure the *sfGFP* response. Though this strategy is enticing, there may be growth competition effects between strains that we have not addressed. Next, we aim to understand if it is possible to detect malathion in environmental samples from our individual reporters.

### Detecting malathion in environmental samples

The malathion reporter library, selected through observability analysis, has only been examined in an ideal laboratory scenario with either pure or processed malathion whose mass spectrum has been analyzed; it is not yet known if the reporters will be able to sense malathion when induced with actual environmental water samples that have been treated with the insecticide. In the previous section we showed that pooled reporters act as salient malathion sensors. However, confounding factors may be present in the environmental sample such as other small compounds that may make it difficult to deconvolve malathion response from the response due to the confounder. Therefore, in this section we describe an experiment to assess whether or not the malathion concentration can be deduced from our individual reporters treated with environmental insecticide samples.

In order to test if the genetic reporters can sense malathion from environmental samples, irrigation water was collected from three crops after being sprayed with a mixture of Spectracide (50% malathion) and water (Fig. 7a). The concentration of the mixture sprayed was either 0, 1, or 8 times the maximum recommended working concentration of Spectracide – 1 fluid ounce per gallon of water. To rid the solution of unwanted microbes and particles, the irrigation water was strained and filtered prior to to the induction of the genetic reporters (see “Methods” section). The growth and induction protocols all remain the same as for the samples treated with Spectracide in Fig. 4c, d.

**Fig. 7:**
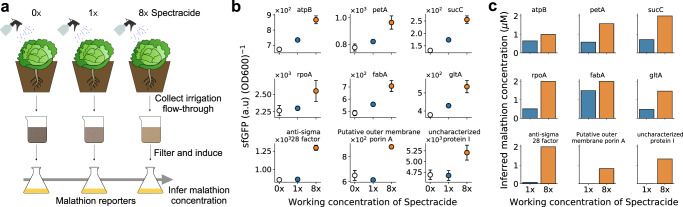
Irrigation water containing malathion from an agricultural setting activates transcriptional reporters and allows for inference of environmental malathion concentration. **a** Three cabbage plants are sprayed with a solution of 0, 1, and 8 times the working concentration of Spectracide, respectively. The flow-through is first captured and filtered and then used to induce transcriptional activity in the malathion reporter strains. Using previously characterized response curves for each reporter, an inference for the malathion concentration can be made. **b** The average per cell fluorescence (arbitrary units) of 9 out of the 15 malathon reporters, after 24 h of induction, showed activation due to the soil runoff solution containing malathion. The working concentration of Spectracide is instructed as 1oz of Spectracide to 1 gallon of water. The error bars represent the sample standard deviation from the mean across three biological replicates. Source data are provided as a Source Data file. **c** The concentration of malathion present in the irrigation water is inferred using the signal from **b** and the fitted response curves from Fig. 4d.

We found that a total 9 out of the 15 of the reporters were activated by induction of the irrigation water containing malathion. Figure 7a shows the average per cell fluorescence 24 h after induction of the nine strains subjected to 0, 1, or 8 times the working concentration of Spectracide. The reporters *atpB*, *petA*, *sucC*, *rpoA*, *fabA*, and *gltA* all show a response to malathion at 1x working concentration, while the remaining three did not show significant differences from the negative control in this range. Among the strains in Fig. 7b, the strain *sucC* was activated the most, showing an 80% increase from the 0x to 8x condition after the 24 h time period. This shows that many of the selected genetic reporters, 60%, are able to detect malathion in environmentally relevant scenarios, and, furthermore, we can use this data to infer the concentration of malathion present in the samples collected from the environment.

The response curves characterized previously in Fig. 4d for each of the genetic reporters can be used to make an inference about the amount of malathion present in each environmental sample. Note that we are making the assumption that the response curves characterized for each of the nine reporters can be applied to this new setting of treatment with irrigation water. With this assumption we can then use the fitted Hill equations from Fig. 4d and numerically estimate the malathion concentration that reproduces the signal at 1 or 8 times the working concentration of Spectracide. The results obtained are shown in Fig. 7b for each of the nine strains. Through this approach, the reporters provide a range of inferred malathion concentrations; at the working concentration of Spectracide, we can infer that the concentration of malathion is in the range 0.48 − 0.97 μM and at 8 times the working concentration of Spectracide, we can infer the concentration of malathion to be in the range 0.82−2 μM. It is important to note that for most, if not all, of the characterized reporter strains, 2 μM was the maximum discernable concentration before the signal saturates. Therefore, it is possible the concentration of malathion is higher than 2 μM, however that range cannot be detected by our reporter library.

## Discussion

It is often the case that biologists seek to identify key genes which show variation for the biological process of interest. Many tools have been developed or adapted to meet this need e.g. differential expression, principal component analysis, and gene regulatory network reconstruction to name only a few. However, when using the current tools, there is potential to measure features that are redundant which can lead to wasted time and resources. Furthermore, traditional tools do not provide the capability of optimal gene selection for downstream targeted gene profiling. Therefore, we developed an efficient method that ranks the features for optimal gene selection. The method combines dynamic mode decomposition (DMD) and observability of dynamical systems to provide a systematic approach for the discovery of genes which act as biomarkers for the perturbation-inducible cell state. To extract optimal perturbation sensitive promoters from our model, we showed that genes which contribute highly to observability inform the design of transcriptional reporters that exhibit condition specific sensing.

We introduced DMD as a novel tool for analysis of transcriptome dynamics. In this case, we studied bulk transcriptome dynamics at the minutes resolution and showed that the low-dimensional DMD representation accurately predicts the dynamics and clusters genes based on temporal behavior. Our results suggest that DMD is a capable tool for analysis of transcriptomic data and warrants further exploration in single-cell RNA-seq and other ’omics technologies that aim to infer cell trajectories, pseudotime, and single-cell regulatory networks.

The identification of transcriptional genetic sensors was posed as a design challenge, where a subset of genes are selected to maximize the observability of the cell state. It was shown that a large fraction of genes contribute insignificantly to the cell state observability when only few time points are measured, further validating the common knowledge that genetic networks possess redundancies and are noisy. We also showed that it is significantly more beneficial to measure a sparse set of genes for more time points than to measure more genes for fewer time points. Our results suggest future joint experimental and computational approaches which limit the amount of resources required to get a full description of the system dynamics. A natural extension of our work is to determine how well measurements from a small library of reporters recapitulate the bulk cell state under unseen conditions. Such studies will inform how RNA-seq data should be collected in the future in order to maximize the reconstruction accuracy and minimize labor and experimental costs.

The machine learning driven selection of genetic reporters was shown to produce 15 functional genetic reporters with a variety of malathion dose-response curves. We demonstrated how to aggregate information from each reporter to create a pooled reporter. Moreover, we showed that the genetic reporters can be used to detect malathion in environmental settings, closing the design-build-test loop. More generally, our results and methodology offer an innovative approach that can be used to to identify perturbation-inducible gene expression systems. We emphasize that our approach takes advantage of the largely untapped resources present in native host genomes and we anticipate that techniques like the one developed here will accelerate the optimization of parts for synthetic biologists to build useful devices from.

Our approach makes no assumptions on the nature of the underlying system. In that sense, the framework we have developed is general and can be applied to data generated from other ’omics techniques and from any organism. In the case that a linear response model is insufficient for capturing the transcriptome dynamics, it can be extended to a variety of nonlinear models to capture nonlinear modes of response^56,66^.

Due to only analyzing the transcriptome of SBW25 under specific environmental conditions, our approach cannot guarantee that the identified sensor promoters respond directly to the target analyte of interest. Our approach to biosensing is to view a proxy of the entire cell state, which is a function of the entire underlying network. While this approach is novel, it also implies that the identified sensor promoters may not work in a different host or environmental context. Further refinement of the list of biomarker genes could be obtained by fusing ChIP-seq (chromatin immunoprecipation followed by sequencing) with RNA-seq measurements to discover transcription factors, however such an experimental assay can be prohibitively expensive. The DNA binding sites measured by ChIP-seq alone are not sufficient to infer regulation of transcription. However, together with RNA-seq, the set of biomarkers which causally drive the condition specific response can be uncovered. We envision that our method will accelerate the discovery and design of biosensors in novel host organisms for synthetic biology applications.

## Methods

### Rapid culture sampling

For each biological replicate, *Pseudomonas fluorescens SBW25* glycerol stock was scraped and inoculated in 5 mL of fresh LB broth (Teknova Catalog no. L8022) and was incubated and shaken at 30 °C and 200 r.p.m. for 15 h. The OD_600_ of the 5 mL culture was measured and the entire culture was transferred to 50 mL of fresh LB broth, which was then proceeded by incubation and shaking. Once the OD_600_ of the 50 mL culture reached 0.5, the culture was again passaged into 300 mL of fresh LB broth. The 300 mL culture was grown until OD_600_ of 0.5. Then the culture was split into two 150 mL cultures (one for malathion induction and one for the negative control). The two cultures were sampled at evenly spaced intervals in time (see Supplementary Table 1 for sampling volumes and times) and after the 0 minute sample, malathion (Millipore Sigma Catalog no. 36143) was introduced to the positive condition at 1.83 mM. To separate the media from the cells, a vacuum manifold with 3D printed filter holders was constructed and utilized (Supplementary Fig. 13). In all, 0.45 μm PVDF membrane filters (Durapore Catalog no. HVLP04700) were placed on the filter holders, a vacuum pump was turned on, and the culture sample was dispensed onto the center of the filter, quickly separating the media from the cells. The filter with the cells was then placed into a 50 mL conical centrifuge tube (Fisher Scientific 1495949A) using sterile tweezers. The tube with the filter was then submerged into a liquid nitrogen bath for 10 s to flash freeze the sample. The sample were then stored −80 °C.

### RNA extraction

To extract the RNA, first the filter-harvested cells were resuspended in 2 mL RNAprotect Bacterial Reagent (Qiagen Catalog no. 76506), then pelleted in a centrifuge. To lyse the cells, the pellet was then resuspended in 200 *μ* L of TE Buffer containing 1 mg/mL lysozyme. The RNA was then extracted from the lysed cells using Qiagen RNeasy Mini Kit (Catalog no. 74104), and the samples were DNase treated and concentrated using Zymo RNA Clean and Concentrator (Catalog no. R1019).

### RNA library preparation and sequencing

Bacterial rRNA was depleted using NEBNext Bacterial rRNA Depletion Kit (Catalog no. E7850X). The indexed cDNA library was generated using NEBNext Ultra II Directional RNA Library Prep (Catalog no. E7765L) and NEBNext Multiplex Oligos for Illumina (Catalog no. E6609S). In total, 40 samples (two biological replicates, 10 time points, two conditions) were prepped and sequenced. The library was sequenced at the Genetics Core in the Biological Nanostructures Laboratory at the University of California, Santa Barbara on an Illumina NextSeq with High Output, 150 Cycle, paired end settings.

### Pre-processing of sequencing data

The raw reads were trimmed for adapters and quality using Trimmomatic^67^. The reads were then pseudoaligned with Kallisto^68^ to the *Pseudomonas fluorescens SBW25* transcriptome generated using GFFRead^69^ and GenBank genome AM181176.4. The normalized gene expression of transcripts per million (TPM), which takes into account sequencing depth and gene length, are used for modeling and analysis. Genes with an average TPM less than 100 in all experimental conditions were discarded from our analysis.

### Malathion reporter library cloning

For the reporter plasmid cassette design, first, the closest intergenic region to the gene target larger than 100 base pairs (bp) was identified based on the open reading frame of the sequenced genome of *Pseudomonas fluorescens* SBW25 (GenBank genome AM181176.4). Primers were designed to include the entire intergenic region in order to capture any transcription-regulator binding sites surrounding the promoter (Fig. 4a). The identified intergenic regions were amplified using the primers and this is what we refer to as ‘promoter regions’ following the terminology of ref. ^70^. The promoter regions were cloned into a cassette on the plasmid backbone pBHVK (Supplementary Fig. 8) containing a bicistronic ribosome binding site and super folder GFP (*sfGFP*) as the reporter gene. Lastly, a cloning site was placed in the cassette so that the cloned promoter controls transcriptional activity of *sfGFP*.

The promoters were assembled onto the plasmid backbone pBHVK (see Supplementary Fig. 8) via Golden Gate Assembly^71^ using NEB Golden Gate Assembly Kit (Catalog no. E1601S). Because of the potential of arcing during electrotransformation of *Pseudomonas fluorescens SBW25* with Golden Gate reaction buffers, the plasmids are first subcloned into *E. coli Mach1* (Thermo Fisher Scientific Catalog no. C862003) following the manufacturer’s protocol for chemical transformation. Between three and six colonies are selected for each strain and the reporter cassette was sent for sequencing at Eurofins Genomics. Then the plasmid DNA was prepared from cultures of transformed Mach1 cells using Qiagen Spin Miniprep Kit (Catalog no. 27106) followed by chemical transformation into *SBW25*. *SBW25* was made chemically competent by washing a culture at OD_600_ of 0.3 with a solution of 10% glycerol two times, then resuspending in 500 μL of 10% glycerol. The plasmid DNA is added to 80 μL of the cell suspension and kept at 4 °C for 30 min, then the cells were electroporated with 1600 V, 200 Ω, and 25 μF. The cells were immediately resuspended in 300 μL of SOC Broth (Fischer Scientific Catalog No. MT46003CR), recovered for 2 h at 30 °C in a shaking incubator, and plated onto 1.5% LB Agar plates with 50 $$\frac{\mu {{{{{{{\rm{g}}}}}}}}}{{{{{{{{\rm{mL}}}}}}}}}$$ Kanamycin. Again, three to six colonies of each strain have their reporter cassette sequenced at Eurofins Genomics and simultaneously glycerol stocks of each colony is prepared for long-term storage.

All promoter sequences and plasmid cassette sequences are provided in the Supplementary Data File.

### Photobleaching of spectracide

Spectracide malathion insect spray concentrate (Spectracide Catalog no. 071121309006) was utilized as the environmentally relevant source of malathion for the reporter library testing and contains 50% malathion. Spectracide is an opaque liquid. We found that we can remove the opaque substances by photobleaching a 5% Spectracide solution (in LB) in a Synergy H1 plate reader (Biotek), at 30 °C and 800 r.p.m. OD_600_ and fluorescence (excitation 485 nm, emission 528 nm) were measured every 3 min for 8 h. To ensure malathion remained in solution after photobleaching, the mass spectrum was analyzed at the University of California, Santa Barbara Mass Spectroscopy Facility. From this we determined that malathion is stable for the course of the photobleaching (Supplementary Figs. 14–26).

### Plate reader assays to measure response curves and doubling times

Scrapes of culture from glycerol stocks of each strain were used to inoculate 3 mL of LB (Kanamycin 50 $$\frac{\mu {{{{{{{\rm{g}}}}}}}}}{{{{{{{{\rm{mL}}}}}}}}}$$) in 10 mL 24 deep-well plate sealed with a breathable film (Spectrum Chemical Catalog no. 630-11763) and grown at 30 °C overnight in a shaker incubator. The overnight cultures were diluted to an OD_600_ of 0.1 in 2 mL of LB and the cultures were grown for an additional 2 h. In all, 250 μL of this culture was then transferred to a 96-well optically-transparent microtiter plate. Photobleached spectracide (50% malathion) is then introduced (if relevant) to the cultures in the wells to give the desired concentration of malathion, and grown in a Synergy H1 plate reader (Biotek), at 30 °C and 800 r.p.m. OD_600_ and *sfGFP* (excitation 485nm, emission 528nm) was measured every 3 min for 48 h. Each data point in a response curve was generated by normalizing the *sfGFP* signal (arbitrary fluorescence units) by the OD_600_ to give the average per cell fluorescence, and only the data points before cell death (due to nutrient depletion or media evaporation) are used. The strain growth rates were calculated as $$\ln ({{{\mbox{initial OD}}}}_{600}/{{{\mbox{final OD}}}}_{600})/({t}_{{{{{{{{\rm{final}}}}}}}}}-{t}_{{{{{{{{\rm{initial}}}}}}}}})$$, where the initial OD_600_ is the first measurement within the exponential phase and final OD_600_ is the last measurement within the exponential phase. Then the strain doubling times were calculated as $$\ln (2)$$ divided by the growth rate.

### Collection and cleanup of irrigation water treated with Spectracide

Three cabbage plants were each potted in 5 gallon buckets with fresh soil and a water catchment tray was placed under the plants to catch flow through. The first plant was sprayed with water containing no malathion and the flow through was collected in a 1 L pyrex bottle. The second plant was sprayed with a Spectracide (50% malathion) solution at a concentration of 1 fluid ounce per of gallon water – the maximum working concentration of Spectracide as recommended by the manufacturer. Lastly, the third plant was sprayed with the solution at 8 fluid ounces per gallon of water. Each plant was sprayed for one minute and the collected flow through from each plant were first strained using a 40 μm cell strainer (VWR 76327-098) to remove large microorganisms and large particles. The strained samples were then centrifuged to separate dense, soil particles from the Spectracide solution. Finally, the supernatant was vacuum filtered through a 0.22 μm membrane before induction of the reporters. The protocol for induction of the reporters with the irrigation water is the same as above.

### Computing the dynamic mode decomposition

We now discuss the details of applying dynamic mode decomposition (DMD) to time-series data obtained from sequencing. As mentioned previously, many algorithms have been developed to compute the DMD modes, eigenvalues, and amplitudes, and a key requirement of almost all of the techniques is that the time points are spaced uniformly in time. In our work we begin by collecting the data for a single experimental condition into a time-ordered matrix, **X**, which contains a total of *m* × *r* data snapshots for a data set with *m* time points and *r* replicates. For response to malathion, each $${{{{{{{{\bf{x}}}}}}}}}_{i}^{(j)}$$ corresponds to the gene expression vector at time *i* in replicate *j* and is in the ((*i* + *m*) × *j*)th column of the data matrix **X** where *i* ∈ {0, 1, …, *m* − 1} and *j* ∈ {1, 2, …, *r*}. For gene expression data obtained from RNA-seq, each data snapshot typically contains thousands of rows denoted by *n*. The *n* × *rm* data matrix for the response to malathion is then given by

5 $${{{{{\bf{X}}}}}}_{{{{{\rm{malathion}}}}}}=\left[ \begin{array}{cccccccc} \vert & \vert & {\,} & \vert & \vert & {\,} & \vert & {\,} \\ {{{{{\mathbf{x}}}}}}_{0}^{(1)} & {{{{{\mathbf{x}}}}}}_{1}^{(1)} & \ldots & {{{{{\mathbf{x}}}}}}_{m-1}^{(1)} & {{{{{\mathbf{x}}}}}}_{0}^{(2)} & \ldots & {{{{{\mathbf{x}}}}}}_{m - 1}^{(2)} & \ldots \\ \vert & \vert & {\,} & \vert & \vert & {\,} & \vert & {\,} \end{array} \right]$$

where each $${{{{{{{{\bf{x}}}}}}}}}_{i}\in {{\mathbb{R}}}^{n}$$ represents the gene expression given in transcripts per million (TPM) from the malathion condition. Similarly, the data matrix for the control condition is constructed. The fold change data matrix, **Z**, is subsequently computed as **Z** = **X**_malathion_ ⊘ **X**_control_, where ⊘ denotes the Hadamard (element-wise) division of two matrices. Next we compute the mean-subtracted and standard deviation-normalized data matrix $$\bar{{{{{{{{\bf{Z}}}}}}}}}$$

6 $$\bar{{{{{{{{\bf{Z}}}}}}}}}=\left[\begin{array}{cccc}\frac{{{{{{{{{\bf{z}}}}}}}}}_{0}-{{{{{{{{\boldsymbol{\mu }}}}}}}}}_{0:m-1}}{{{{{{{{{\boldsymbol{\sigma }}}}}}}}}_{0:m-1}^{2}}&\frac{{{{{{{{{\bf{z}}}}}}}}}_{1}-{{{{{{{{\boldsymbol{\mu }}}}}}}}}_{0:m-1}}{{{{{{{{{\boldsymbol{\sigma }}}}}}}}}_{0:m-1}^{2}}&\ldots &\frac{{{{{{{{{\bf{z}}}}}}}}}_{m-1}-{{{{{{{{\boldsymbol{\mu }}}}}}}}}_{0:m-1}}{{{{{{{{{\boldsymbol{\sigma }}}}}}}}}_{0:m-1}^{2}}\end{array}\right]$$

where ***μ***_0:*m*−1_ is the vector of time-averages of each gene and $${{{{{{{{\boldsymbol{\sigma }}}}}}}}}_{0:m-1}^{2}$$ is the vector of time-standard deviations of each gene. The divisions in Eq. (6) are performed element-wise. We see that $$\hat{{{{{{{{\bf{Z}}}}}}}}}$$ is obtained by removing the time-averages from each gene and standardizing the time-variances of each gene. The mean subtraction operation is motivated by the fact that the mean of the data corresponds to the eigenvalue *λ* = 1, which is always an eigenvalue of the Koopman operator, the operator that DMD ultimately aims to approximate^72^, and not one we are particularly interested in. The normalization by the standard deviation is performed so that the magnitude of the fold change has no implication on the connectivity of the learned dynamical system.

The algorithm we make use of to compute the dynamic mode decomposition (and the approximation of the Koopman operator) is exact DMD^37^, which aims to identify the best-fit linear relationship between the following time-shifted data matrices

$${\bar{{{{{{{{\bf{Z}}}}}}}}}}_{p}=\left[\begin{array}{cccc}{\bar{{{{{{{{\bf{z}}}}}}}}}}_{0}&{\bar{{{{{{{{\bf{z}}}}}}}}}}_{1}&\ldots &{\bar{{{{{{{{\bf{z}}}}}}}}}}_{m-2}\end{array}\right],\qquad {\bar{{{{{{{{\bf{Z}}}}}}}}}}_{f}=\left[\begin{array}{cccc}{\bar{{{{{{{{\bf{z}}}}}}}}}}_{1}&{\bar{{{{{{{{\bf{z}}}}}}}}}}_{2}&\ldots &{\bar{{{{{{{{\bf{z}}}}}}}}}}_{m-1}\end{array}\right]$$

such that

7 $${\bar{{{{{{{{\bf{Z}}}}}}}}}}_{f}={{{{{{{\bf{K}}}}}}}}{\bar{{{{{{{{\bf{Z}}}}}}}}}}_{p}+{{{{{{{\bf{r}}}}}}}}$$

where **r** is the residual due to **K** only providing an approximation of the actual dynamics. Note that there are *n*^2^ unknown parameters in **K** and *n* × *m* equations in Eq. (7). The residual is then minimized by Exact DMD (in the least squares sense) by first considering the reduced singular value decomposition (SVD) of $${{{{\hat{{{{{\bf{Z}}}}}}}}}}_{p}={{{{{{{\bf{U}}}}}}}}{{{{{{{\mathbf{\Sigma }}}}}}}}{{{{{{{{\bf{T}}}}}}}}}^{\top }$$ where $${{{{{{{\mathbf{\Sigma }}}}}}}}\in {{\mathbb{R}}}^{k\times k}$$. As the number of time points, *m*, obtained from sequencing is typically much less than the number of genes, *n*, we keep *k* ≤ *m* singular values. Recognizing that minimizing the residual requires it to be orthogonal to the left singular vectors, we can pre-multiply (7) with **U**^⊤^ to obtain

8 $${{{{{{{{\bf{U}}}}}}}}}^{\top }{\bar{{{{{{{{\bf{Z}}}}}}}}}}_{f}={{{{{{{\bf{K}}}}}}}}{{{{{{{\bf{U}}}}}}}}{{{{{{{\mathbf{\Sigma }}}}}}}}{{{{{{{{\bf{T}}}}}}}}}^{\top }.$$

Rearranging the above equation, it is shown that **K** is related to $$\hat{{{{{{{{\bf{K}}}}}}}}}$$ through a similarity transformation as shown in Eq. (9)

9 $$\hat{{{{{{{{\bf{K}}}}}}}}}={{{{{{{{\bf{U}}}}}}}}}^{\top }{\bar{{{{{{{{\bf{Z}}}}}}}}}}_{f}{{{{{{{\bf{T}}}}}}}}{{{{{{{{\mathbf{\Sigma }}}}}}}}}^{-1}={{{{{{{{\bf{U}}}}}}}}}^{\top }{{{{{{{\bf{K}}}}}}}}{{{{{{{\bf{U}}}}}}}}$$

meaning that the eigenvalues of $$\hat{{{{{{{{\bf{K}}}}}}}}}$$, *λ*, are equivalent to the *k* leading eigenvalues of **K** while the eigenvectors of $$\hat{{{{{{{{\bf{K}}}}}}}}}$$, **s**, are related to the *k* leading eigenvectors of **K,** **v**, by **v** = **Us**. This eigendecomposition then allows the fold change response to be written as the following spectral decomposition

10 $${\hat{{{{{{{{\bf{z}}}}}}}}}}_{i}=\mathop{\sum }\limits_{j=1}^{k}{{{{{{{{\bf{v}}}}}}}}}_{j}{\lambda }_{j}^{i}{{{{{{{{\bf{b}}}}}}}}}_{j}={{{{{{{\bf{V}}}}}}}}{{{{{{{{\boldsymbol{\Lambda }}}}}}}}}^{i}{{{{{{{\bf{b}}}}}}}}$$

where **V** is a matrix whose columns are the eigenvectors (DMD modes) **v**_*j*_, and **b** is a vector of amplitudes corresponding to the gene expression at the initial time point as $${{{{{{{\bf{b}}}}}}}}={{{{{{{{\bf{V}}}}}}}}}^{{{{\dagger}}} }{\hat{{{{{{{{\bf{z}}}}}}}}}}_{0}$$. Here † represents the Moore-Penrose pseudoinverse of a matrix.

Using the above spectral decomposition, the modes can then be evolved in time for *m* − 1 time steps to reconstruct the data from knowledge of the initial condition. Evolving past the *m*th time point allows for forecasting of the fold change response. To measure the accuracy of reconstruction we use the coefficient of determination

11 $${R}^{2}=1-\frac{\mathop{\sum }\nolimits_{i=0}^{m}({\hat{{{{{{{{\bf{z}}}}}}}}}}_{i}-{\tilde{{{{{{{{\bf{z}}}}}}}}}}_{i})}{\mathop{\sum }\nolimits_{i=0}^{m}({\hat{{{{{{{{\bf{z}}}}}}}}}}_{i}-\bar{{{{{{{{\bf{z}}}}}}}}})}$$

where $$\bar{{{{{{{{\bf{z}}}}}}}}}$$ is the vector of each gene’s mean expression, formally $${\bar{z}}^{(j)}=\mathop{\sum }\nolimits_{k=0}^{m}{\hat{z}}_{k}^{(j)}$$, and $${\tilde{{{{{{{{\bf{z}}}}}}}}}}_{k}={{{{{{{{\bf{K}}}}}}}}}^{k}{\hat{{{{{{{{\bf{z}}}}}}}}}}_{0}$$ is the prediction of $${\hat{{{{{{{{\bf{z}}}}}}}}}}_{k}$$ given by the model starting from the initial condition.

### Computing the gene sampling weights

Here we describe our methodology for ranking genes based on their contribution to the observability of the dynamical system learned via dynamic mode decomposition. We start by introducing the energy of a signal in discrete-time as

12 $${E}_{y}=\mathop{\sum }\limits_{i=0}^{\infty }{{{{{{{{\bf{y}}}}}}}}}_{i}^{\top }{{{{{{{{\bf{y}}}}}}}}}_{i}$$

which is closely related to the idea of energy in the physical sense and where $${{{{{{{\bf{y}}}}}}}}={{{{{{{\bf{W}}}}}}}}\bar{{{{{{{{\bf{z}}}}}}}}}$$ are measurements of the system state and $${{{{{{{\bf{W}}}}}}}}\in {{\mathbb{R}}}^{p\times n}$$. Rewriting the signal energy (12) using the recursion for **y** given as $${{{{{{{{\bf{y}}}}}}}}}_{t}={{{{{{{\bf{W}}}}}}}}{{{{{{{{\bf{K}}}}}}}}}^{t}{\bar{{{{{{{{\bf{z}}}}}}}}}}_{0}$$, we can reveal the connection between energy and observability

13 $${E}_{y}	=\mathop{\sum }\limits_{i=0}^{\infty }{\bar{{{{{{{{\bf{z}}}}}}}}}}_{0}^{\top }{{{{{{{{\bf{K}}}}}}}}}^{{i}^{\top }}{{{{{{{{\bf{W}}}}}}}}}^{\top }{{{{{{{\bf{W}}}}}}}}{{{{{{{{\bf{K}}}}}}}}}^{i}{\bar{{{{{{{{\bf{z}}}}}}}}}}_{0}\\ 	={\bar{{{{{{{{\bf{z}}}}}}}}}}_{0}^{\top }\left(\mathop{\sum }\limits_{i=0}^{\infty }{{{{{{{{\bf{K}}}}}}}}}^{{i}^{\top }}{{{{{{{{\bf{W}}}}}}}}}^{\top }{{{{{{{\bf{W}}}}}}}}{{{{{{{{\bf{K}}}}}}}}}^{i}\right){\bar{{{{{{{{\bf{z}}}}}}}}}}_{0}\\ 	={\bar{{{{{{{{\bf{z}}}}}}}}}}_{0}^{\top }{{{{{{{{\mathcal{X}}}}}}}}}_{o}{\bar{{{{{{{{\bf{z}}}}}}}}}}_{0}$$

where $${{{{{{{{\mathcal{X}}}}}}}}}_{o}$$ is the infinite-horizon observability gramian, a symmetric matrix that is unique if the eigenvalues of **K** all have magnitude <1. The observability gramian describes how much gain will be attained by a system’s output, **y**, given an initial condition $${\bar{{{{{{{{\bf{z}}}}}}}}}}_{0}$$. It simultaneously gives a measure of how well the initial condition $${\bar{{{{{{{{\bf{z}}}}}}}}}}_{0}$$ can be estimated given only measurements of the system state *y*^61^.

We use the observability gramian along with the measure of energy it provides to optimize for the gene sampling weights in the rows of **W** that maximize the signal energy *E*_*y*_. Formally, the objective function is given as

14 $$\begin{array}{l}\mathop{\max }\limits_{{{{{{{{\bf{W}}}}}}}}\in {{\mathbb{R}}}^{p\times n}}{\bar{{{{{{{{\bf{z}}}}}}}}}}_{0}^{\top }{{{{{{{{\mathcal{X}}}}}}}}}_{o}{\bar{{{{{{{{\bf{z}}}}}}}}}}_{0}\\ \,{{\mbox{subject to}}}\,{{{{{{{\bf{W}}}}}}}}{{{{{{{{\bf{W}}}}}}}}}^{\top }={I}_{p\times p}.\end{array}$$

where we seek the matrix **W** that maximizes the observability of the cell state $${\bar{{{{{{{{\bf{z}}}}}}}}}}_{0}$$. The constraint above enforces the following three points, (i) the length of each row vector in **W** is not important, we are only concerned with the direction and the constraint sets the length of each row vector to be equal to 1, (ii) the maximization problem is well-posed, i.e. the objective cannot blow up to infinity with the length constraint, and (iii) the rows of **W** form *p* vectors of an orthonormal basis for $${{\mathbb{R}}}^{p}$$, i.e. **WW**^⊤^ = *I*_*p*×*p*_. Each row vector in **W** can then be viewed as a set of weights, each orthogonal to one another, that rank genes based on their contribution to the observability of the system. The optimization problem (14) represents a quadratic program with linear constraints, and the rows of **W** which maximize the objective are the *p* eigenvectors corresponding to the *p* eigenvalues with highest magnitude of the Gram matrix

15 $${{{{{{{\bf{G}}}}}}}}=\mathop{\sum }\limits_{i=0}^{\infty }{{{{{{{{\bf{K}}}}}}}}}^{i}{\bar{{{{{{{{\bf{z}}}}}}}}}}_{0}{\bar{{{{{{{{\bf{z}}}}}}}}}}_{0}^{\top }{{{{{{{{\bf{K}}}}}}}}}^{{i}^{\top }}.$$

Since $${{{{{{{\bf{G}}}}}}}}\in {{\mathbb{R}}}^{n\times n}$$ is a sum of quadratic forms, the result is that **G** has non-negative, real-valued eigenvalues. If the eigendecomposition is **G** = **QDQ**^−1^, then the solution to the optimization problem Eq. (14) is

16 $${{{{{{{\bf{W}}}}}}}}=\left[\begin{array}{c}{{{{{{{{\bf{q}}}}}}}}}_{1}^{\top }\\ \vdots \\ {{{{{{{{\bf{q}}}}}}}}}_{p}^{\top }\end{array}\right]$$

where **q**_1_ through **q**_*p*_ are the top eigenvectors of the Gram matrix **G**. The proof of the solution to the optimization problem is provided in the Supplementary Information (Section 1.1). The single set of gene sampling weights that maximize the observability are precisely **q**_1_ and from here on out we call these weights **w**.

Since transcriptomic data sets typically have few initial conditions, i.e. biological and technical replicates, before solving for **w** we enrich our data set with *N* synthetic initial conditions that are randomly sampled as $$Uniform(\min ({\bar{{{{{{{{\bf{z}}}}}}}}}}_{0}^{(j)}),\max ({\bar{{{{{{{{\bf{z}}}}}}}}}}_{0}^{(j)}))$$ where *j* in {1, 2, . . . , *r*} and *r* is the number of replicates. The motivation for the artificial data generation is given in ref. ^73^, where it is shown that artificially generated data points improved the estimate of the DMD model when the data set is affected by noise. *N* is chosen to be equal to the number of genes to ensure the matrix of initial conditions has full rank. Another issue that we have addressed are the instabilities present in the DMD eigenvalues. Consequently, the observability gramian is not unique and the sum in Eq. (15) diverges to infinity. To mend this issue, we compute the finite-horizon Gram matrix, where the sum in Eq. (13) and Eq. (15) is from 0 to *m*. This allows for the computation of the finite-horizon signal energy from Eq. (13) where the bounds on the sum are now from *i* = 0 to *i* = *m*.

Once **w** is obtained by solving Eq. (14), then measurements *y*_*t*_, for *t* in {0, 1, . . . , *T*}, are generated from $${y}_{t}={{{{{{{{\bf{w}}}}}}}}}^{\top }{{{{{{{{\bf{K}}}}}}}}}^{t}{\bar{{{{{{{{\bf{z}}}}}}}}}}_{0}$$ while keeping only the *q* elements of **w** with largest magnitude as nonzero. All other elements of **w** are set to zero to simulate the sampling of only selected genes. To reconstruct $${\bar{{{{{{{{\bf{z}}}}}}}}}}_{0}$$ using only the measurements, we form the following observability matrix from the known sampling weights, **w** and the dynamics matrix **K**

17 $$\left[\begin{array}{c}{y}_{0}\\ {y}_{1}\\ {y}_{2}\\ \vdots \\ {y}_{T}\end{array}\right]=\left[\begin{array}{c}{{{{{{{{\bf{w}}}}}}}}}^{\top }\\ {{{{{{{{\bf{w}}}}}}}}}^{\top }{{{{{{{\bf{K}}}}}}}}\\ {{{{{{{{\bf{w}}}}}}}}}^{\top }{{{{{{{{\bf{K}}}}}}}}}^{2}\\ \vdots \\ {{{{{{{{\bf{w}}}}}}}}}^{\top }{{{{{{{{\bf{K}}}}}}}}}^{T}\end{array}\right]{\bar{{{{{{{{\bf{z}}}}}}}}}}_{{{{{{{{\bf{0}}}}}}}}}={{{{{{{{\mathcal{O}}}}}}}}}_{T}{\bar{{{{{{{{\bf{z}}}}}}}}}}_{{{{{{{{\bf{0}}}}}}}}}$$

and using the Moore-Penrose pseudoinverse we can obtain an estimate of the initial condition as follows

18 $${{{{{{{{\mathcal{O}}}}}}}}}_{T}^{{{{\dagger}}} }\left[\begin{array}{c}{y}_{0}\\ {y}_{1}\\ {y}_{2}\\ \vdots \\ {y}_{T}\end{array}\right]={\hat{{{{{{{{\bf{z}}}}}}}}}}_{0}\,\approx \,{\bar{{{{{{{{\bf{z}}}}}}}}}}_{0}.$$

Increasing *q* while keeping *T* constant results in increasing reconstruction accuracy until a critical value of *q* such that the reconstruction accuracy plateaus; a similar scenario holds for keeping *q* constant and increasing *T*. When both *T* and *q* surpass the critical values, perfect reconstruction may be achieved.

When the computation of the Gram matrix, **G**, is not computationally feasible, as can be the case when the dimensionality of the data are relatively high compared to that of bacterial transcription networks that we are dealing with here, the reduced order dynamics given by DMD can be used to compute an approximation to the leading eigenvalues and eigenvectors. The reduced order **G** is then given by

19 $$\tilde{{{{{{{{\bf{G}}}}}}}}}=\mathop{\sum }\limits_{i=0}^{\infty }{\hat{{{{{{{{\bf{K}}}}}}}}}}^{i}{{{{{{{{\bf{U}}}}}}}}}^{\top }{\bar{{{{{{{{\bf{z}}}}}}}}}}_{0}{\bar{{{{{{{{\bf{z}}}}}}}}}}_{0}^{\top }{{{{{{{\bf{U}}}}}}}}{\hat{{{{{{{{\bf{K}}}}}}}}}}^{{i}^{\top }}$$

where $$\hat{{{{{{{{\bf{K}}}}}}}}}$$ and **U** are given in Eq. (9). Supplementary Fig. 4 shows the approximation of the leading eigenvalues and eigenvectors of **G** by $$\tilde{{{{{{{{\bf{G}}}}}}}}}$$.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Reporting Summary

Peer Review File

### Source data

Source Data

## Data Availability

The RNA sequencing data generated in this study have been deposited in the GEO database under accession code GSE200822. The processed RNA sequencing data, DNA sequencing, and plate reader data are available at the Github repository https://github.com/AqibHasnain/transcriptome-dynamics-dmd-observability in the data directory. The plate reader data used in this study are also provided in the Source Data file. Sequences of oligonucleotides are provided in the Supplementary Data file. Source Data are provided as a Source Data file. Source data are provided with this paper.

# Supplementary material for: Learning perturbation-inducible cell states from observability analysis of transcriptome dynamics
**Source:** Nat Commun. 2023 May 31;14:3148. doi: 10.1038/s41467-023-37897-9
**Supplement:** Supplementary file 1 — Supplementary Information

# Learning perturbation-inducible cell states of novel compounds from observability analysis of transcriptome dynamics

Aqib Hasnain et al.

## 1 Supplementary Text

### 1.1 Observability maximization for transcriptome dynamics

Here we derive the solution to the observability maximization problem briefly outlined in the Methods section. Recall that we have a state-space representation of the transcriptome dynamics as

$$\begin{aligned}\mathbf{x}_{t+1} &= \mathbf{K}\mathbf{x}_t \\ \mathbf{y} &= \mathbf{W}\mathbf{x}_t\end{aligned}\tag{1}$$

where  $\mathbf{x} \in \mathbb{R}^n$  is the (hidden) cell state,  $\mathbf{K}$  is the state transition matrix,  $\mathbf{W}$  are the unknown gene sampling weights, and  $\mathbf{y} \in \mathbb{R}^p$  are the  $p$  measurements. The objective,  $\mathcal{J}$ , is formulated by the signal energy (or output energy) of the system

$$\mathcal{J} = \sum_{i=1}^m \mathbf{y}_i^\top \mathbf{y}_i = \sum_{i=0}^m \mathbf{x}_0^\top \mathbf{K}^{i\top} \mathbf{W}^\top \mathbf{W} \mathbf{K}^i \mathbf{x}_0,\tag{2}$$

and we seek the gene sampling weights  $\mathbf{W}$  which maximize the objective

$$\begin{aligned}\max_{\mathbf{W} \in \mathbb{R}^{p \times n}} \quad & \mathcal{J} \\ \text{subject to} \quad & \mathbf{W}\mathbf{W}^\top = I_{p \times p}.\end{aligned}\tag{3}$$

The constraint enforces that the rows of  $\mathbf{W}$  are orthogonal to each other and that the length of each row be equal to 1. This further avoids the issue of the objective blowing up to infinity. The solution to the above optimization problem is obtained by forming the Lagrangian dual problem and finding the maxima of the the dual objective in terms of the dual variable (a  $p \times p$  matrix),  $\mathbf{D}$ , i.e.

$$\begin{aligned}\max_{\mathbf{W} \in \mathbb{R}^{p \times n}} \quad & \mathcal{J} + \mathcal{L} \\ \text{where } \mathcal{L} = & -\text{tr}\left((\mathbf{W}\mathbf{W}^\top - I_{p \times p})\mathbf{D}\right)\end{aligned}\tag{4}$$

and  $\text{tr}()$  denotes the trace operator. Differentiating the dual objective with respect to  $\mathbf{W}^\top$  and equating to 0, we have

$$\begin{aligned}\frac{\partial(\mathcal{J} + \mathcal{L})}{\partial \mathbf{W}^\top} &= \frac{\partial}{\partial \mathbf{W}^\top} \left( \sum_{i=0}^m \mathbf{x}_0^\top \mathbf{K}^{i\top} \mathbf{W}^\top \mathbf{W} \mathbf{K}^i \mathbf{x}_0 - \text{tr}\left((\mathbf{W}\mathbf{W}^\top - I_{p \times p})\mathbf{D}\right) \right) \\ &= \frac{\partial}{\partial \mathbf{W}^\top} \left( \sum_{i=0}^m \text{tr}(\mathbf{x}_0^\top \mathbf{K}^{i\top} \mathbf{W}^\top \mathbf{W} \mathbf{K}^i \mathbf{x}_0) - \text{tr}\left((\mathbf{W}\mathbf{W}^\top - I_{p \times p})\mathbf{D}\right) \right) \\ &= \frac{\partial}{\partial \mathbf{W}^\top} \left( \sum_{i=0}^m \text{tr}(\mathbf{W} \mathbf{K}^i \mathbf{x}_0 \mathbf{x}_0^\top \mathbf{K}^{i\top} \mathbf{W}^\top) - \text{tr}\left((\mathbf{W}\mathbf{W}^\top - I_{p \times p})\mathbf{D}\right) \right) \\ &= \frac{\partial}{\partial \mathbf{W}^\top} \left( \sum_{i=0}^m \text{tr}(\mathbf{W} \mathbf{G}^{(i)} \mathbf{W}^\top) - \text{tr}\left((\mathbf{W}\mathbf{W}^\top - I_{p \times p})\mathbf{D}\right) \right) \\ &= \frac{\partial}{\partial \mathbf{W}^\top} \left( \text{tr}(\mathbf{W} \sum_{i=0}^m \mathbf{G}^{(i)} \mathbf{W}^\top) - \text{tr}\left((\mathbf{W}\mathbf{W}^\top - I_{p \times p})\mathbf{D}\right) \right) \\ &= \frac{\partial}{\partial \mathbf{W}^\top} \left( \text{tr}(\mathbf{W} \mathbf{G} \mathbf{W}^\top) - \text{tr}\left((\mathbf{W}\mathbf{W}^\top - I_{p \times p})\mathbf{D}\right) \right) \\ &= 2\mathbf{G}\mathbf{W}^\top - 2\mathbf{W}^\top \mathbf{D} = 0\end{aligned}\tag{5}$$

where the second equality comes from the fact that  $\mathcal{J}$  is a sum of  $m$  scalars and so applying the trace operator has no effect on the sum, the third equality uses the cyclic property of the trace of products, and the fifth equality uses the fact that  $\text{tr}(\mathbf{A}) + \text{tr}(\mathbf{B}) = \text{tr}(\mathbf{A} + \mathbf{B})$ . Finally, the Gram matrix,  $\mathbf{G}$ , is defined to be  $\mathbf{G} = \sum_i \mathbf{G}^{(i)} = \sum_i \mathbf{K}^i \mathbf{x}_0 \mathbf{x}_0^\top \mathbf{K}^{i^\top}$ , a sum of quadratic forms, which is itself a quadratic form and therefore a symmetric matrix with non-negative, real-valued eigenvalues. From the final equality in Eq. (5) we have

$$\mathbf{G}\mathbf{W}^\top = \mathbf{W}^\top \mathbf{D} \quad (6)$$

which says columns of the eigenvectors of  $\mathbf{G}$  are the rows of gene sampling weights  $\mathbf{W}$ . Moreover, the eigenvector of  $\mathbf{G}$  corresponding to the eigenvalue with largest magnitude in  $\mathbf{D}$  is the maximizer when  $p = 1$ .

## 1.2 Maximizing observability - the integer program

Given the same state-space representation as before, in this section we will develop the mixed-integer program version of the sensor placement framework and highlight the specific relaxations that were made to be able to formulate an analytically tractable optimization problem. We again start by seeking to maximize the signal energy  $\mathcal{J}$ , however we now add several additional constraints

$$\begin{aligned} & \max_{\mathbf{W} \in \{0,1\}^{p \times n}} \mathcal{J} \\ & \text{subject to } \sum_{i=1}^n \mathbf{W}_{ki} = 1, \quad k = 1, \dots, p. \end{aligned} \quad (7)$$

The additional constraints we have added on the optimization problem are i)  $\mathbf{W}$  is now a binary matrix, representing whether a gene should be sampled or not, ii) each measurement  $y_i$ ,  $i = 1, \dots, p$  can only be a measurement of a single gene. This problem is clearly an integer programming and in general is difficult to solve for the optimal matrix  $\mathbf{W}$ . In the section above, we have relaxed both of these constraints, allowing  $\mathbf{W}$  to take values in the real numbers and make no restriction on the amount of genes that each measurement can sample from. These relaxations turn the problem from computationally intractable to analytically tractable and the computation time depends largely on an eigendecomposition of  $r \times r$  matrices (if using DMD approximations of the network and Gram matrices) or of  $n \times n$  matrices with  $n$  on the order of 1000 for genetic networks.

## 1.3 A brief exposition of observability maximization on simulated linear systems

To more clearly emphasize the effect of network topology on the observability maximization problem, in this section we explore the structure of the learned sampling weights as the connectivity of the state-transition matrix,  $\mathbf{K}$ , is varied for simulated linear systems. We generate fully-connected and sparse block-diagonal matrices to act as the state-transition matrices and for each, we further explore how the number of time points used in the optimization problem (2) affects the learned weights,  $\mathbf{w}$ .

We simulated 5 distinct network topologies (state-transition matrices) for a simulated 50-dimensional linear system, i) fully-connected, ii) 5 blocks (each fully-connected), iii) 10 blocks, iv) 25 blocks, v) 50 blocks (fully decoupled). For each topology, we obtained the sampling weights that maximize observability for number of time points,  $T = 2$  and  $T = 5$ . Supplementary Figure 1a shows the sampling weights corresponding to each state variable for each topology and time point. For fully-connected topologies, we find that sampling any state variable (gene) for any number of time points leads to similar observability of the entire system, i.e. no one variable contains more information for state reconstruction. As the system transitions from fully-connected to decoupled, key genes are highlighted by higher magnitude weights. The second row in Supplementary Figure 1a corresponds to the learned weights and the state-transition matrices while the third row corresponds to the sorted magnitude of the weights. We can see that as  $T$  is increased, the block-diagonal systems' weights transition to more exponential-like curves, resulting in a clear threshold between variables which contribute to observability and variables which do not.

Next, we simulated the same 5 systems as above, however we now set the final (20,20) submatrix to zero. This results in a completely decoupled set of state variables for the last four systems, while for the first system it results in a lack of self edges from the submatrix state variables to themselves. For each topology, we obtained the sampling weights that maximize observability for number of time points,  $T = 2$  and  $T = 5$ . Supplementary Figure 1b shows the sampling weights corresponding to each state variable for each topology and time point. For the first system, we see that lack of self-edges for the lower submatrix results in lower magnitude weights for the corresponding state variables. This discrepancy diminishes as we move from  $T = 2$  to  $T = 5$  due to information transfer among the genes. For the remaining four systems, we see the same behavior as before, however now the weights corresponding to the state variables with zero submatrices are exactly or nearly zero. As  $T$  is increased, we see that the zero submatrix weights converge to zero – information does not transfer

to these genes. Initially, for small  $T$ , the weights are not exactly zero due to nonzero initial conditions. As the initial condition is propagated further in time, its contribution is diminished and the weights converge to zero.

59  
60

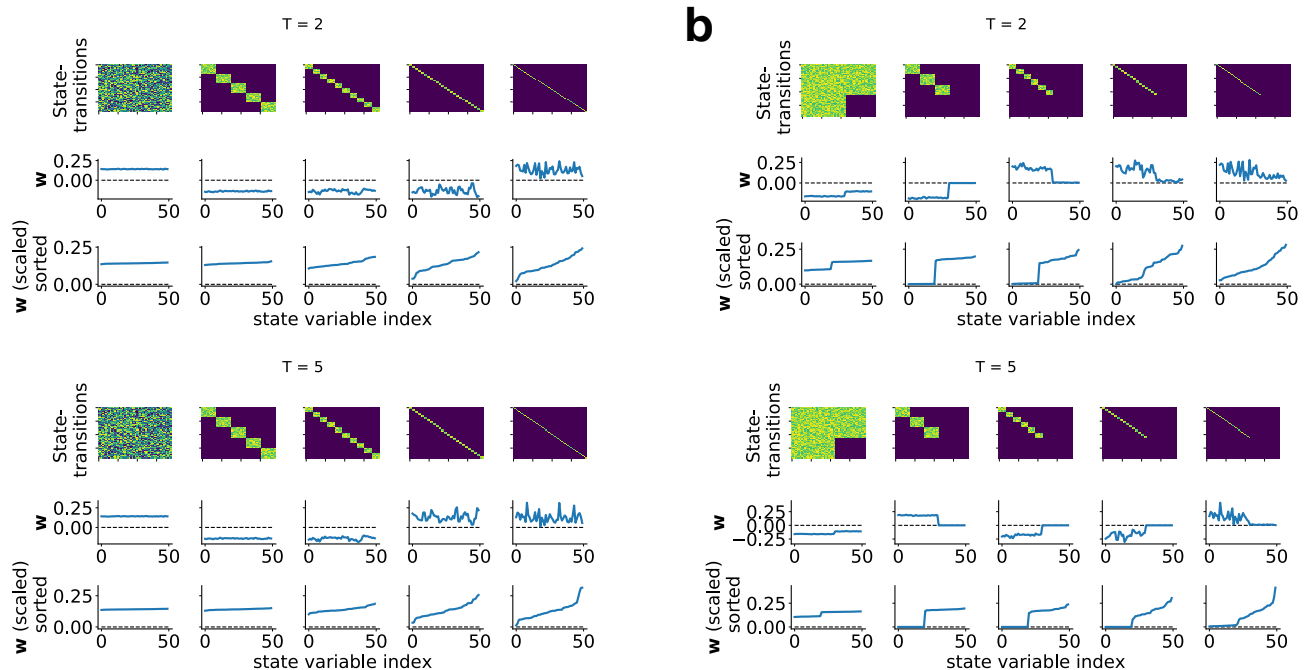

Figure 1: **(a)** From right to left, five systems are simulated and gene sampling weights are obtained and plotted. The system state-transition matrices are shown in the first row, the sampling weights are shown in the second row, and the sorted magnitude of the sampling weights are shown in the third row. **(b)** Same as (a), however now the final (20,20) submatrix of each system is set to zero.

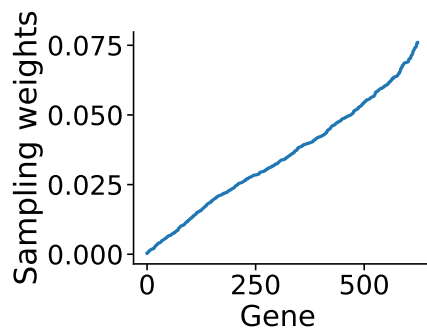

Figure 2: The gene sampling weights that maximize observability for the transcriptomic response of SBW25 to malathion.

For the transcriptomic response of SBW25 to malathion (Supplementary Figure 2), the gene sampling weights are in the regime of nonzero initial conditions for a majority of the genes, nearly fully connected, and relatively large  $T$  ( $T = 8$ ). 

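Sorted by magnitude, the weights of the 899 modeled genes were spread over many genes. A total of 249 genes held 50% of the sum of squared weights. The leading eigenvalue of the matrix whose leading eigenvector gives the weights held 68.7% of the sum of its eigenvalues.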

The contribution of each of the above points result in a continuum of sampling weights in which no group of genes is ranked highly compared to the rest of the genes. Notably, even though the learned state-transition matrix is fully connected, we are able to recover a range of sampling weights for the 624 genes. Conversely, for simulated fully-connected networks, we are unable to identify important differences from the sampling weights (the weights are uniformly spread). Consequently, we can conclude that our novel observability analysis is able to capture observable genes from transcriptomic datasets.

61  
62  
63  
64  
65  
66  
67

## 1.4 Fold change dynamics of two linear systems

68

The gene expression dynamics of each experimental condition (negative control and malathion) are well approximated by a linear state-space representation. Specifically, using 10 DMD, we obtained an  $n$ -step accuracy of  $R^2 = 0.99$  for both conditions. 

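For each condition alone, 10 modes were fitted to the TPM of the 899 modeled genes, standardized over the 9 time points of each replicate, and all time points were predicted from the 10 min sample. The coefficient of determination against each gene's own mean was 0.492 for the control (0.483 and 0.500 in replicates 1 and 3) and 0.560 for malathion (0.550 and 0.571). Without standardization it was 0.594 and 0.771. With the mean over all genes in place of each gene's own mean as the baseline, a setting chosen after the data were seen, it was 0.990 for the control and 0.993 for malathion.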

Given this is the case, in this section we want to show when the fold change dynamics of two linear systems

69  
70  
71

can be represented by a linear system. We then define the dynamics as

$$\begin{aligned}\frac{dx_{\text{on}}}{dt} &= ax_{\text{on}} + bu \\ \frac{dx_{\text{off}}}{dt} &= ax_{\text{off}}\end{aligned}\tag{8}$$

where here  $x_{\text{on}}$  and  $x_{\text{off}}$  are scalar variables for ease of analysis. The variables represent the dynamics in the case where the input is present (*on*) and when the input is absent (*off*), respectively. The input  $u$  represents the scalar input of a small molecule, e.g. malathion, that drives the expression of genes in the *on* condition through a step input, i.e.  $u(t) = 1$  for all  $t > 0$ . The solution of the linear ordinary differential equations above are given by

$$\begin{aligned}x_{\text{on}}(t) &= e^{at}x_0 + \int_0^t e^{a(t-\tau)}bu(\tau)d\tau \\ x_{\text{off}}(t) &= e^{at}x_0\end{aligned}\tag{9}$$

where  $x(0) = x_0$  for both  $x_{\text{on}}$  and  $x_{\text{off}}$ . We want to show that the fold change response is given by the solution of a linear dynamical system. Taking the fold change of  $x_{\text{on}}$  to  $x_{\text{off}}$  we have

$$\begin{aligned}x_{\text{fc}}(t) &= \frac{x_{\text{on}}}{x_{\text{off}}}(t) = 1 + \int_0^t e^{-a\tau} \frac{b}{x_0} d\tau \\ &= 1 + \frac{b}{ax_0} - \frac{b}{ax_0} e^{at} \\ &= 1 + \alpha - \alpha e^{at}.\end{aligned}\tag{10}$$

To show that there exists a linear ordinary differential equation (ODE) that gives rise to the above solution  $x_{\text{fc}}(t)$ , we apply the steps to solve linear ODEs using integrating factors but in reverse order. We know in advance that the integrating factor should take the form  $e^{at}$  and we start by dividing both sides of (10) by this integrating factor

$$e^{-at}x_{\text{fc}} = e^{-at}(1 + \alpha) - \alpha.\tag{11}$$

We next differentiate both sides and integrate both sides with respect to  $t$

$$\int_0^t \frac{d}{dt} (e^{-at}x_{\text{fc}}) dt = \int_0^t ae^{-at} dt - \int_0^t \alpha ae^{-at} dt,\tag{12}$$

then once again differentiating both sides gives

$$\frac{d}{dt} (e^{-at}x_{\text{fc}}) = ae^{-at} - \alpha ae^{-at}.\tag{13}$$

Applying the product rule to the left hand side, we have

$$\begin{aligned}e^{-at} \frac{dx_{\text{fc}}}{dt} - ae^{-at}x_{\text{fc}} &= ae^{-at} - \alpha ae^{-at} \\ &= e^{-at}(a - \alpha a).\end{aligned}\tag{14}$$

Finally, multiplying through by the integrating factor,  $e^{at}$ , and solving for  $\frac{dx_{\text{fc}}}{dt}$ , we obtain

$$\frac{dx_{\text{fc}}}{dt} = ax_{\text{fc}} + a - \alpha a\tag{15}$$

which is a linear first order ODE, i.e. a linear dynamical system with a step input and  $\alpha = \frac{b}{ax_0}$ . The importance of this result is to be able to say that if the dynamics of the transcriptome in each experimental condition are well represented by a linear system, then the fold change dynamics, under the stated assumptions, can also be well represented by a linear system.

We briefly remark on the extension to the multivariate case. Under the assumption that the system dynamics,  $A$ , is diagonalizable, the above analysis holds. One such transformation which diagonalizes the the dynamics is given by the set of eigenvectors of  $A$ . Formally, if we now have system dynamics with state,  $\mathbf{x} \in \mathbb{R}^n$ , such that

$$\begin{aligned}\frac{d\mathbf{x}_{\text{on}}}{dt} &= A\mathbf{x}_{\text{on}} + B\mathbf{u} \\ \frac{d\mathbf{x}_{\text{off}}}{dt} &= A\mathbf{x}_{\text{off}},\end{aligned}\tag{16}$$

applying the transformation  $\tilde{\mathbf{x}} = T^{-1}\mathbf{x}$ , where  $T \in \mathbb{R}^{n \times n}$  is the matrix of eigenvectors of  $A$ , results in the transformed systems

$$\begin{aligned} \frac{d\tilde{\mathbf{x}}_{\text{on}}}{dt} &= D\tilde{\mathbf{x}}_{\text{on}} + \tilde{B}u \\ \frac{d\tilde{\mathbf{x}}_{\text{off}}}{dt} &= D\tilde{\mathbf{x}}_{\text{off}}, \end{aligned} \quad (17)$$

where  $\tilde{B} = T^{-1}B$ . To solve for the fold change dynamics in the multivariate case, we cast the state coordinates into a diagonal matrix, i.e.  $\text{diag}(\tilde{\mathbf{x}})$ , and compute  $\text{diag}(\tilde{\mathbf{x}}_{\text{on}})(\text{diag}(\tilde{\mathbf{x}}_{\text{off}}))^{-1}$ . Since the solution in each coordinate is uncoupled from other coordinates, we then have  $n$  solutions, each as in Eq. (10).

The case where the above derivation does not hold when the eigenvalues of  $A$  have zero real part, i.e. they are exactly zero or have purely sinusoidal response (corresponding to periodic orbits). In this case, the fold change in the coordinate corresponding to zero eigenvalues will approach infinity or it will not be possible to represent the fold change dynamics as a sum of weighted exponentials, e.g.  $\tan(x)$ . However, such a case would be improbable in a data-driven application for gene regulatory networks. Moreover, any eigenvalue with magnitude zero corresponds to fast dynamics that decay quickly, not significantly contributing to the overall dynamics. There is a time-scale separation between low magnitude and high magnitude eigenvalues, and low magnitude eigenvalues may be removed with little to no effect on the dynamics.

## 2 Supplementary Figures

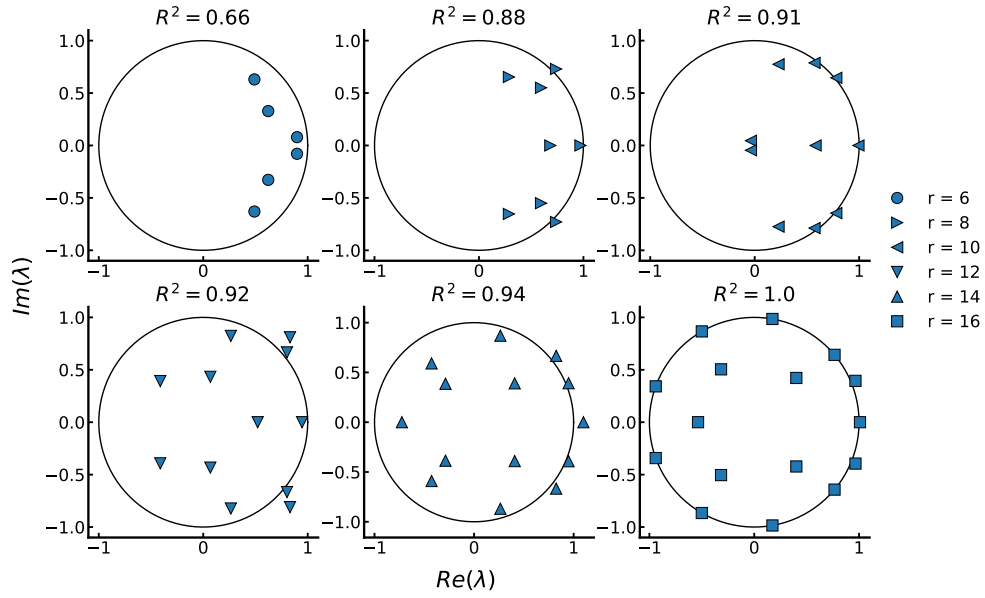

Figure 3: The eigenvalues of the DMD operator plotted in the complex plane for varying number of modes.

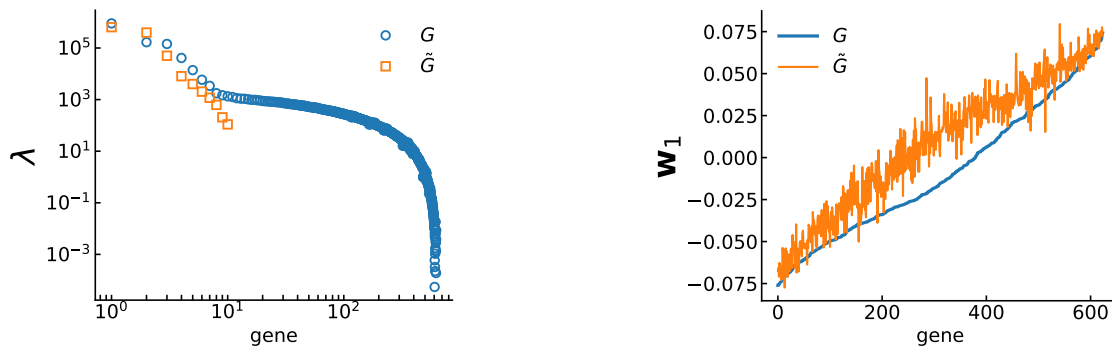

Figure 4: (Left) Approximation of the eigenvalues of the Gram matrix by the reduced order model given by DMD. The full Gram matrix eigenvalues are given in blue circles and the reduced Gram matrix eigenvalues are given in orange squares. (Right) Approximation of the leading eigenvector of the Gram matrix by the reduced order model given by DMD. This eigenvector corresponds to the gene sampling weights in the main text.

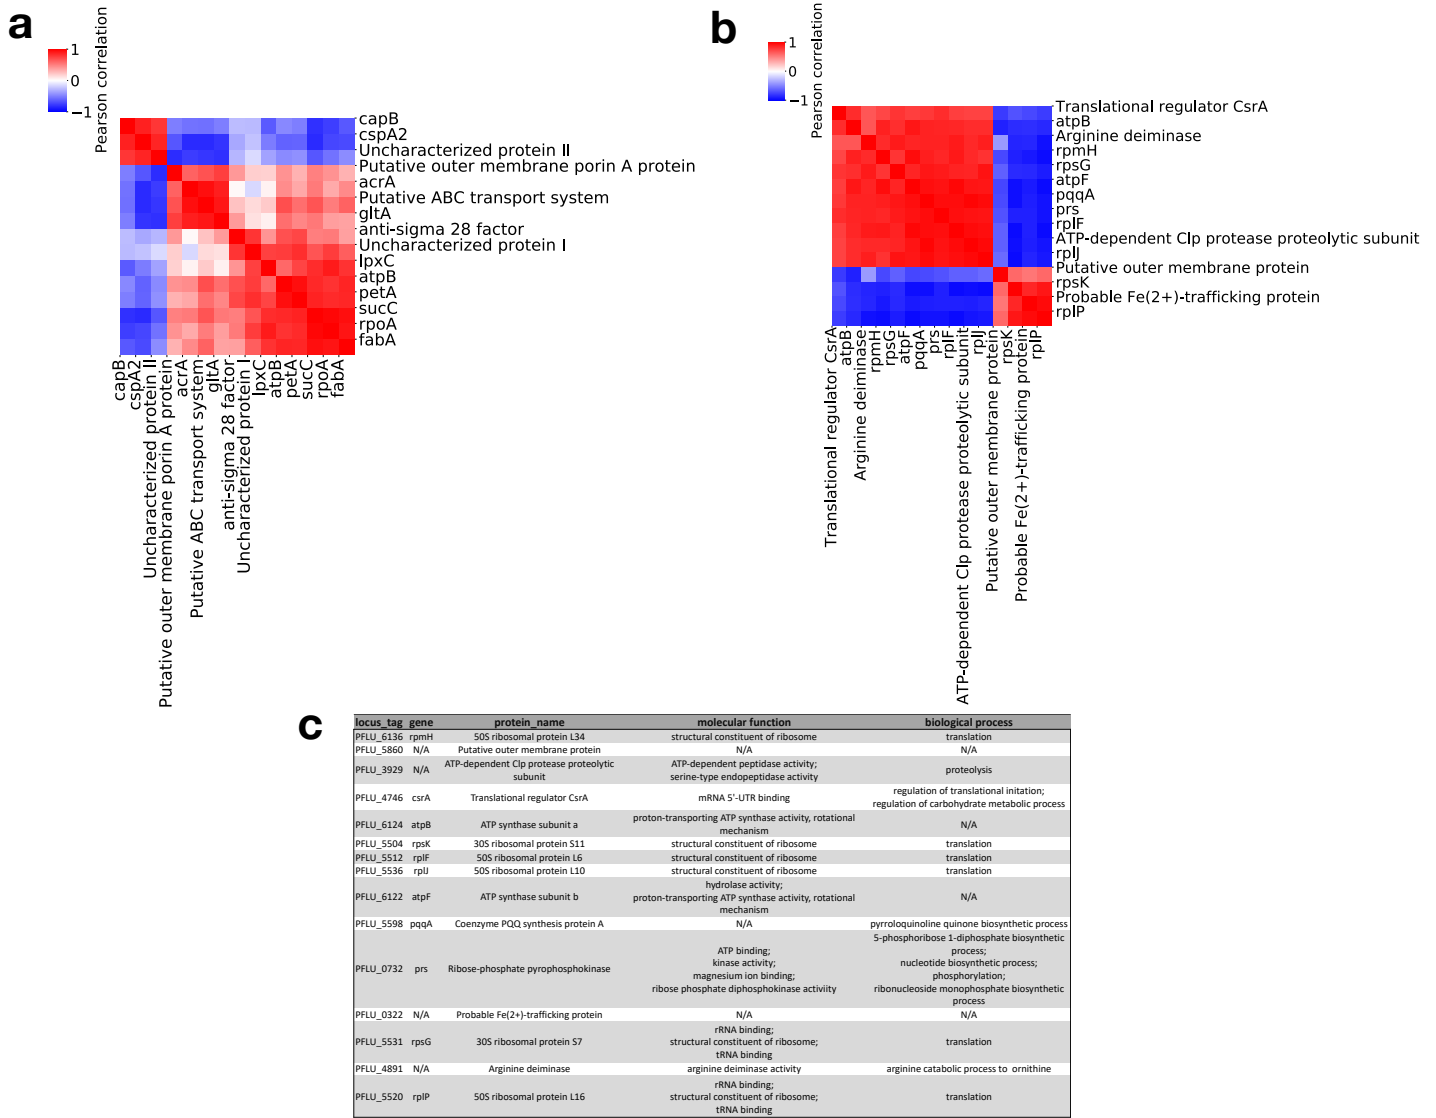

Figure 5: (a) Pearson correlations between the RNA-seq temporal profiles of the 15 genes in the malathion reporter library. (b) Pearson correlations between the RNA-seq temporal profiles of the 15 genes which have the highest observability ranking (sampling weights). (c) Metadata associated with the genes in (b).

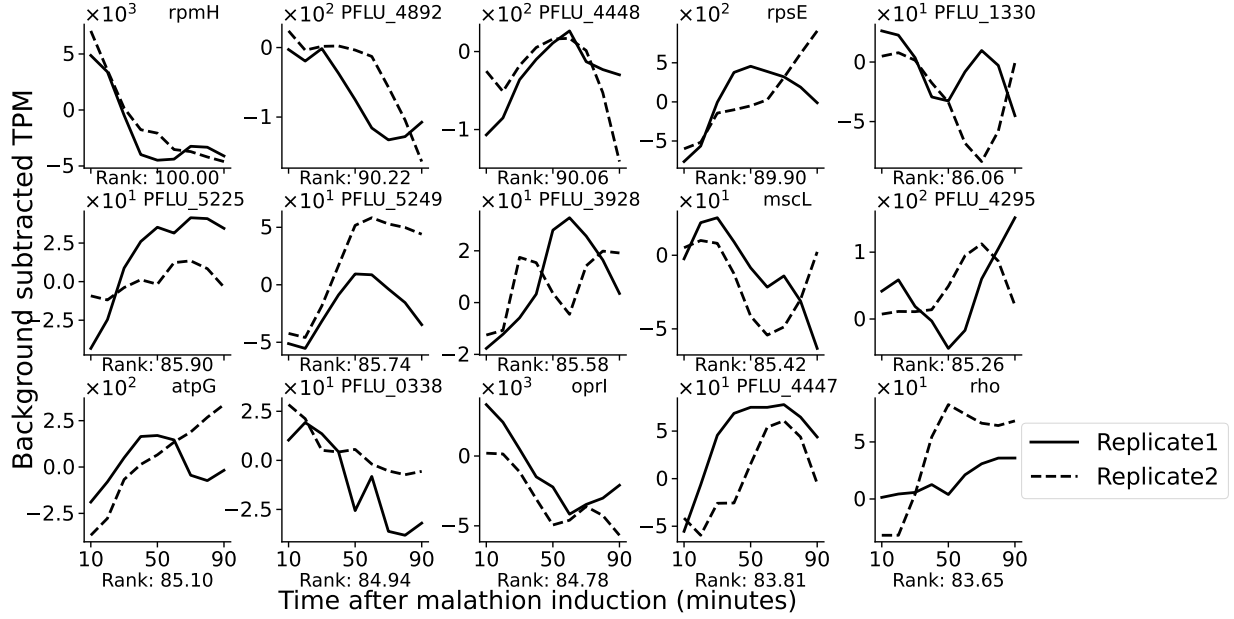

Figure 6: Background (control) subtracted TPM for the 15 genes selected via the correlation selection strategy where the top ranked gene is first selected and any subsequent gene is selected if is lowly correlated with previously selected genes. The correlation threshold used here is 0.5. The x-label of each axis represents the percentage rank out of 624 genes that each gene is assigned by observability maximization.

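In the files analysed here, the 10 genes reached by the correlation-based strategy had a median rank of 778 among the 899 modeled genes, where 1 is the largest weight, and the last of them stood at rank 882. Background-subtracted TPM is the TPM with malathion minus the TPM of the control at the same time point and replicate.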

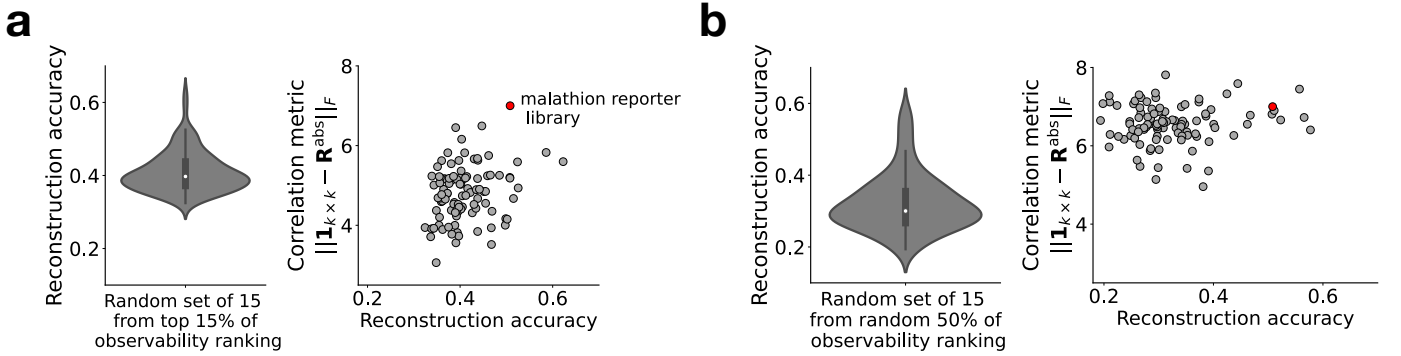

Figure 7: **(a)** (Left) The reconstruction accuracy distribution over random sets of 15 genes selected from the top 15% of observability-ranked genes is visualized with a boxplot. (Right) For each random set of 15 genes, the correlation metric is plotted against the reconstruction accuracy. **(b)** (Left) The reconstruction accuracy distribution over random sets of 15 genes selected from random sets of 312 genes (no matter their rank) is visualized with a boxplot. (Right) For each random set of 15 genes, the correlation metric is plotted against the reconstruction accuracy. The red marker in (a) and (b) marks the reconstruction accuracy and correlation metric for the gene set used to construct the malathion reporter library.

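With sets drawn from the 135 genes in the top 15% of the ranking, 1000 sets of 15 genes had a median accuracy of 0.424 at T = 8, with 0.629 at the 92nd percentile. With sets drawn from all 899 genes the median was 0.388 and the 92nd percentile 0.561. The correlation between C and accuracy across sets was 0.022 for the top 15% and -0.047 for all genes. The median C of the sets was 0.772 for the top 15% and 4.99 for all genes.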

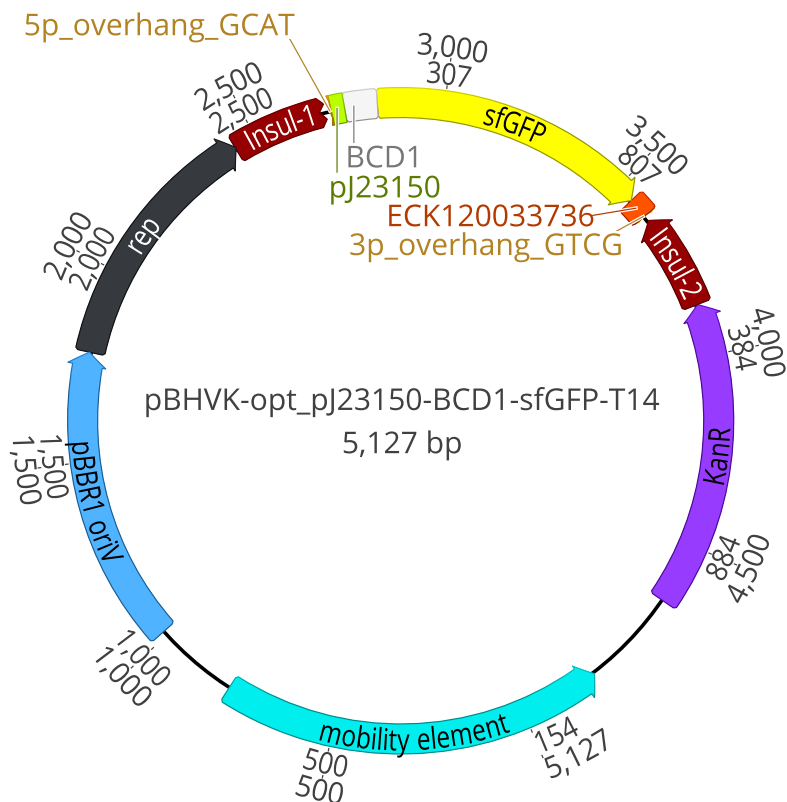

Figure 8: The full plasmid map of pBHVK with the reporter cassette. The two BsaI cut sites on either side of the promoter (5p and 3p overhangs), pJ23150, are used in Golden Gate Assembly to replace the promoter sequence with a promoter used for malathion sensing. A bicistronic design is used for the ribosome binding site, BCD1. A terminator from the set of Voigt lab terminators is used, ECK120033736. For fluorescent reporting, super folder GFP (sfGFP) is used. See Table 3 for sequences of the overhangs, terminator, ribosome binding site, and sfGFP. See Table 2 for sequences of the promoters used in the reporter library.

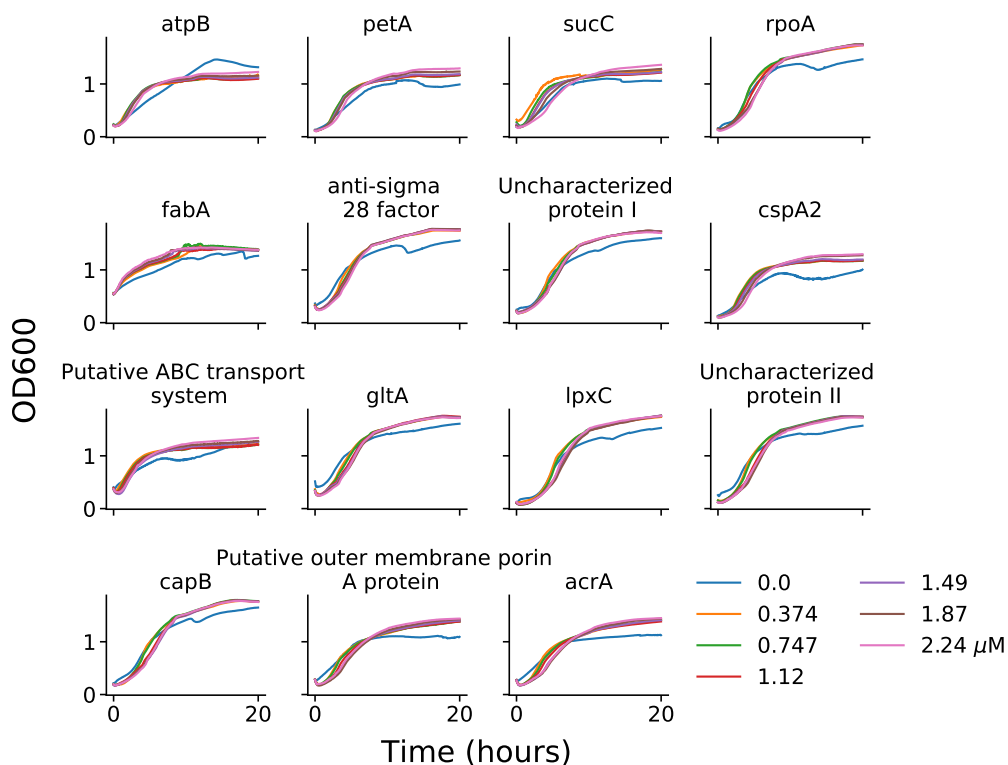

Figure 9: Growth curves of each malathion reporter subject to malathion induction by means of Spectracide.

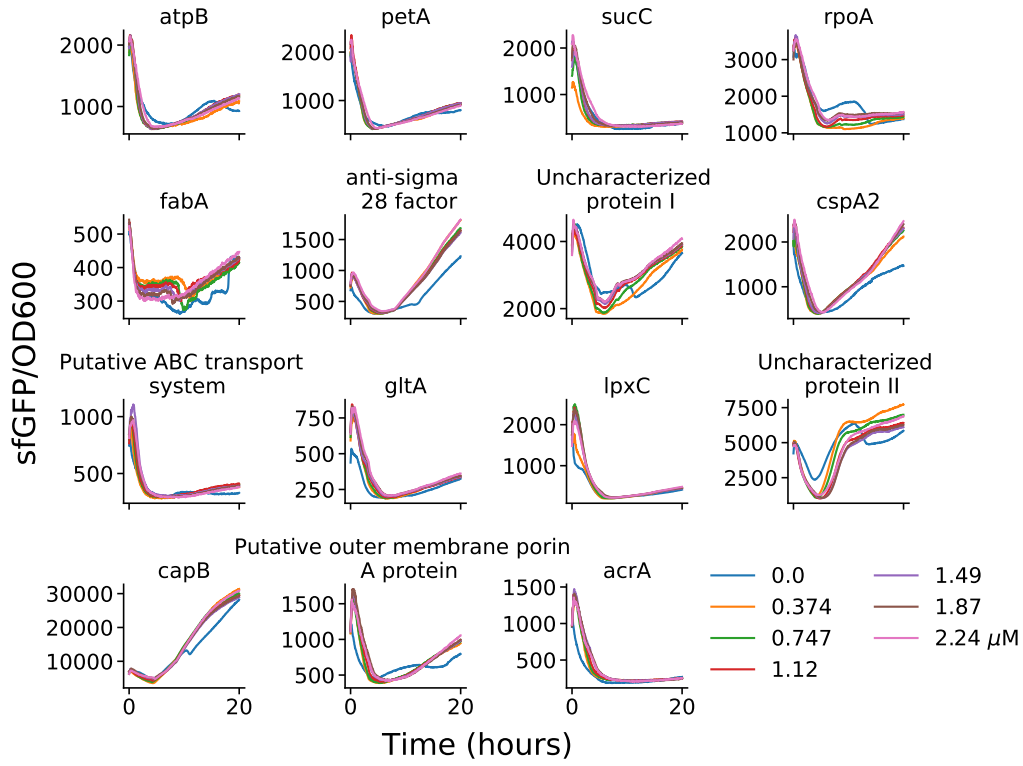

Figure 10: OD normalized sfGFP fluorescence (arbitrary units) of each malathion reporter subject to malathion induction by means of Spectracide.

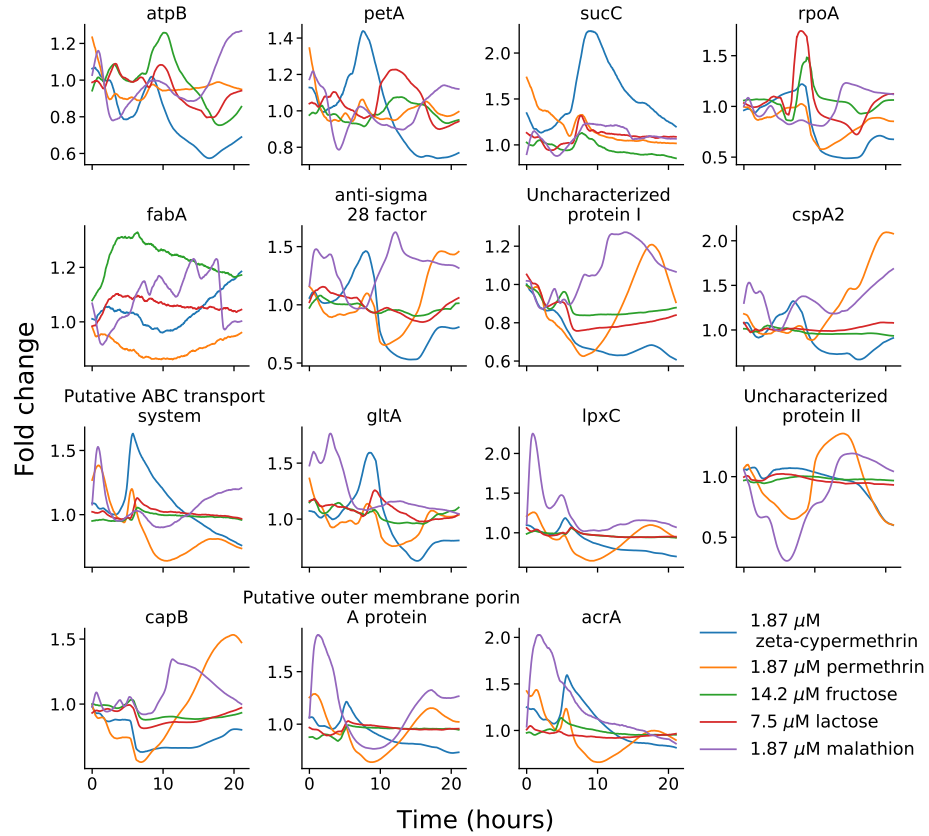

Figure 11: The fold change response of the reporters subjected to five distinct compounds. The fold change is taken as  $(\text{sfGFP}/\text{OD})_{\text{compound}}/(\text{sfGFP}/\text{OD})_{\text{control}}$ .

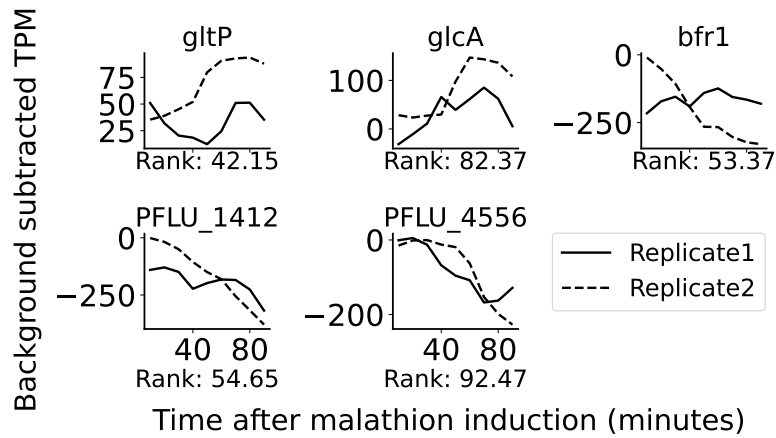

Figure 12: The five differentially expressed genes called by DESeq2 after multiple-testing correction with the Benjamini-Hochberg procedure. The x-label of each axis represents the percentage rank out of 624 genes that each gene is assigned by observability maximization.

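The paper gives these 5 genes by symbol or locus tag, the files hold no gene symbols, and the locus tags were not found in the files, so their profiles were not analysed here. When the 36 single libraries of 10 to 90 min were taken as replicates, DESeq2 with treatment alone called 121 genes after Benjamini-Hochberg correction, and their fold changes ranged from 0.534 to 1.30. Of these, 61 were higher and 60 lower with malathion, and 56 were also among the 213 genes called by edgeR on culture sums with replicate as a block, all in the same direction.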

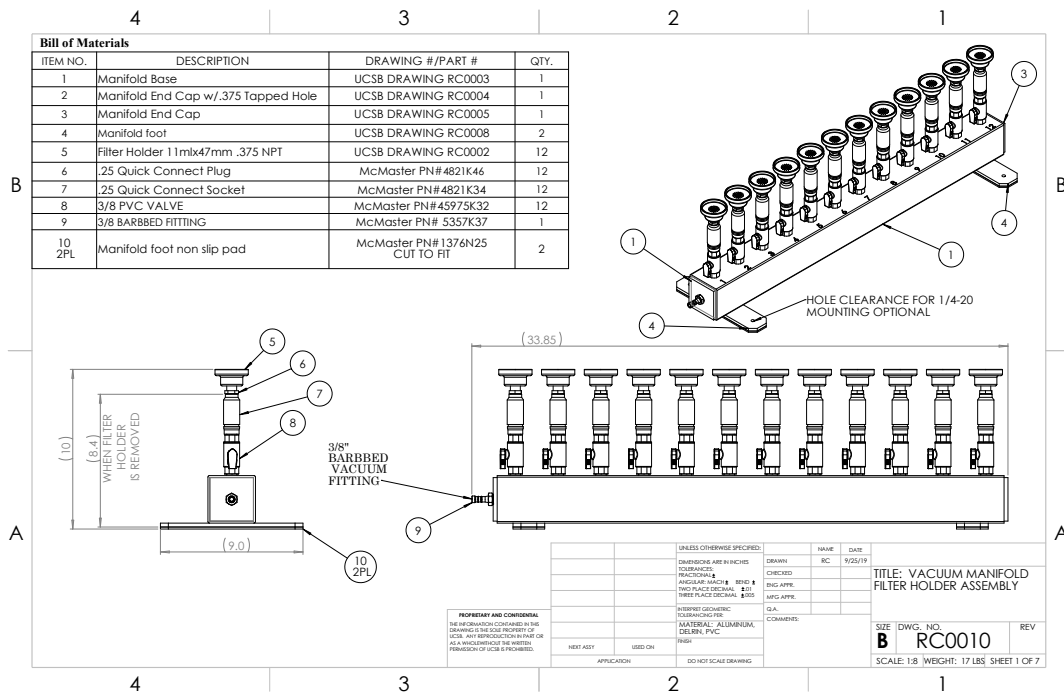

Figure 13: Vacuum manifold design for rapid sampling of mRNA dynamics.

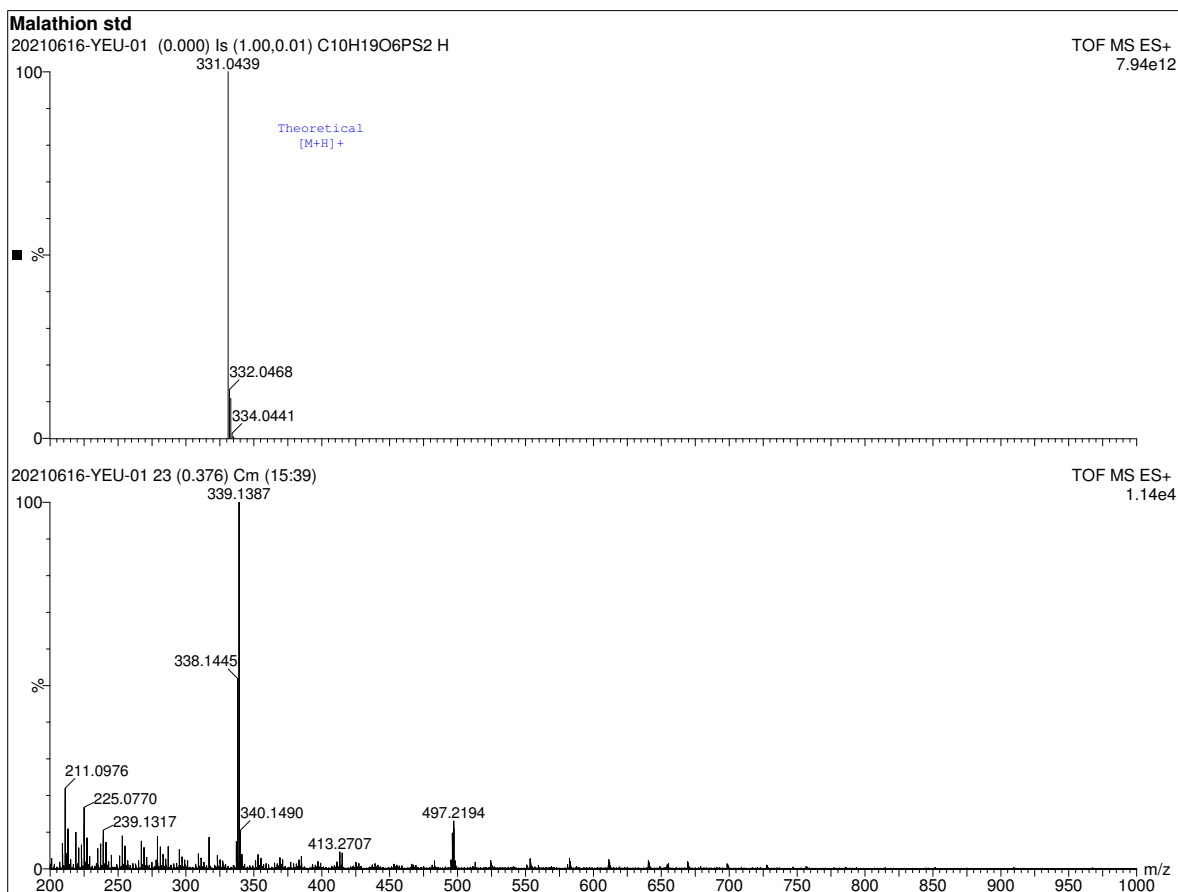

Figure 14: Mass spectrum of malathion (Millipore Sigma Catalog no. 36143) given by time-of-flight mass spectrometry. The theoretical mass spectrum is shown in the upper spectrum and the measured mass spectrum is shown in the lower spectrum.

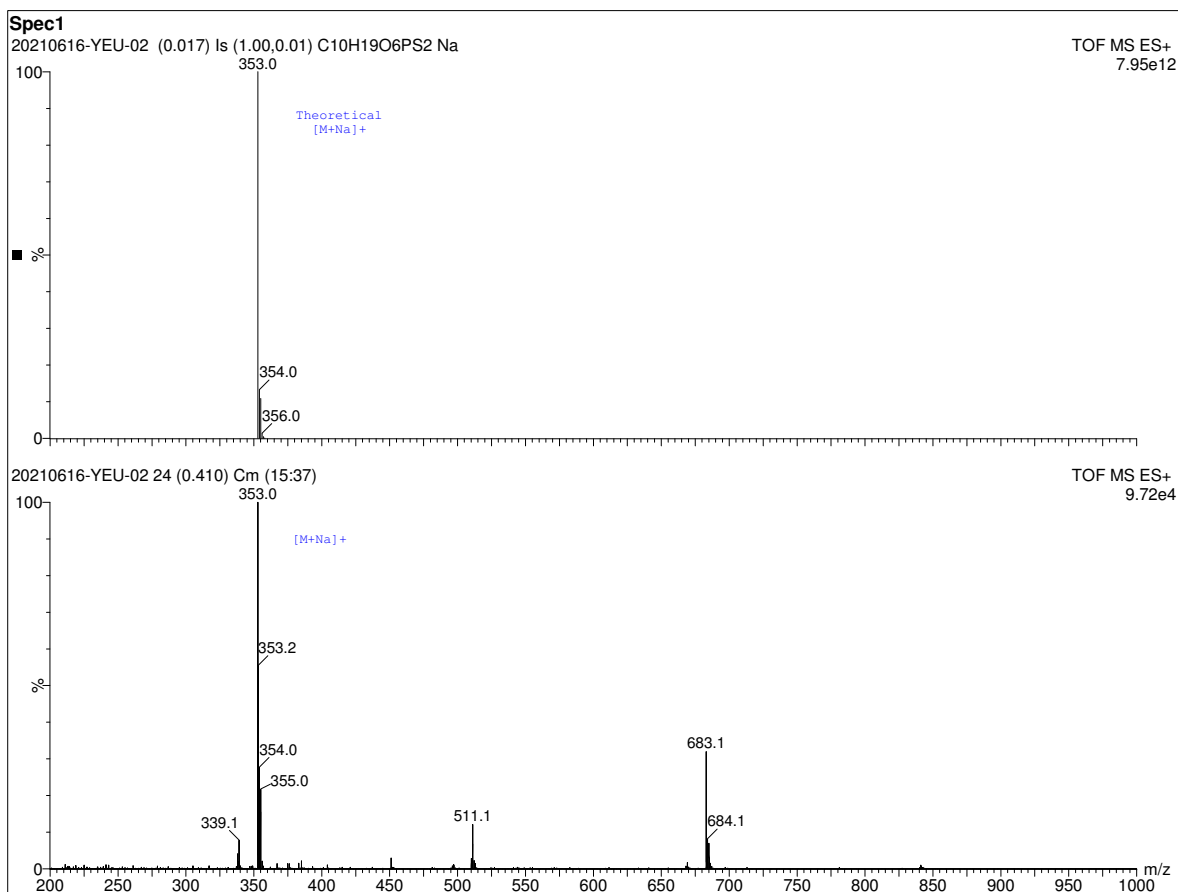

Figure 15: Mass spectrum of Spectracide (replicate 1) (Spectracide Catalog no. 071121309006) given by time-of-flight mass spectrometry. The theoretical mass spectrum of malathion is shown in the upper spectrum and the measured mass spectrum of Spectracide is shown in the lower spectrum.

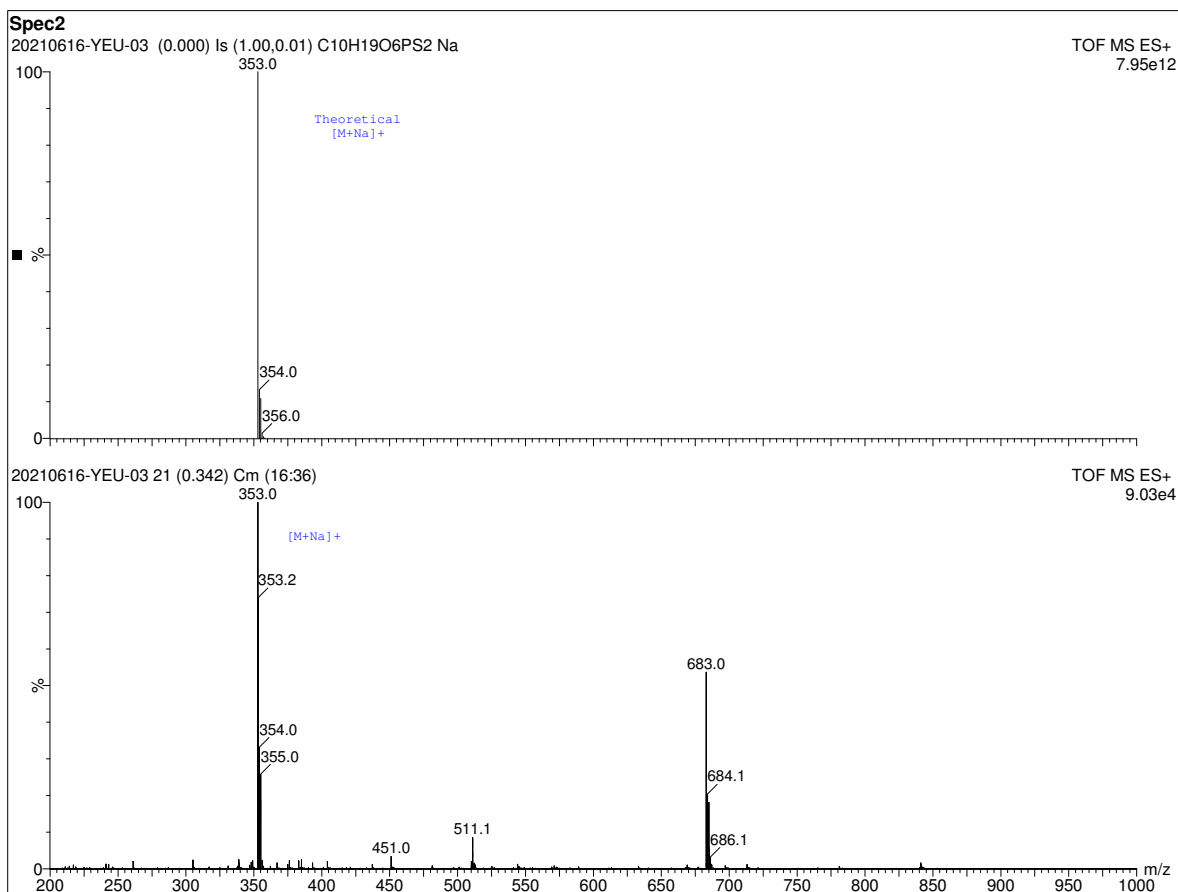

Figure 16: Mass spectrum of Spectracide (replicate 2) (Spectracide Catalog no. 071121309006) given by time-of-flight mass spectrometry. The theoretical mass spectrum of malathion is shown in the upper spectrum and the measured mass spectrum of Spectracide is shown in the lower spectrum.

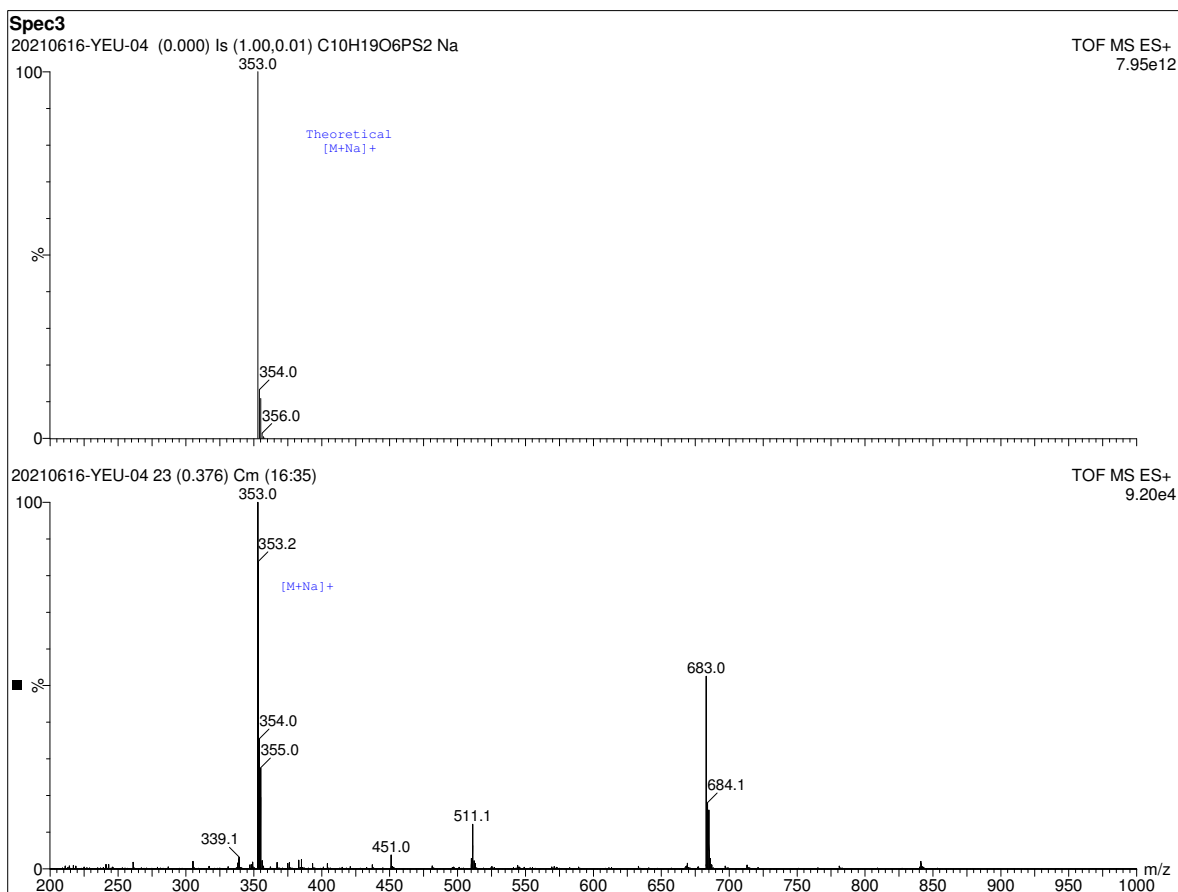

Figure 17: Mass spectrum of Spectracide (replicate 3) (Spectracide Catalog no. 071121309006) given by time-of-flight mass spectrometry. The theoretical mass spectrum of malathion is shown in the upper spectrum and the measured mass spectrum of Spectracide is shown in the lower spectrum.

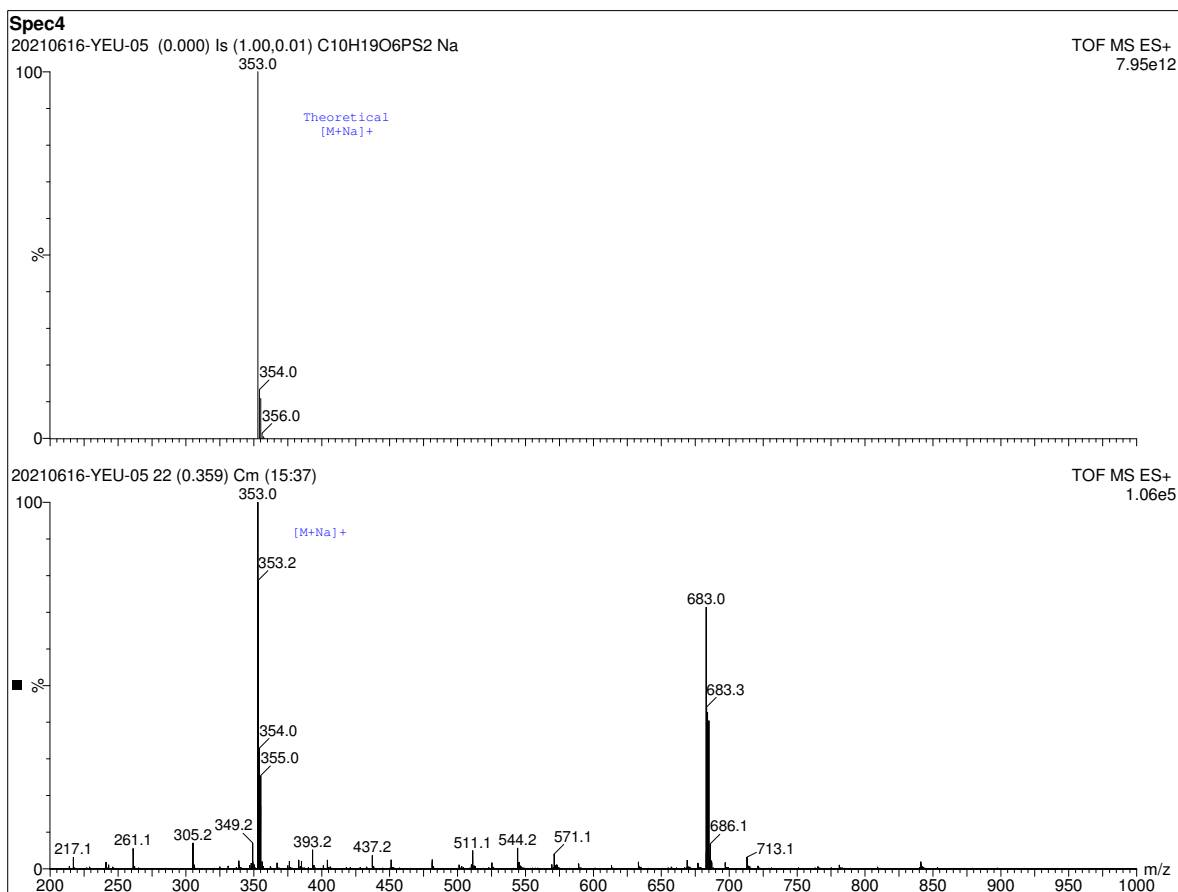

Figure 18: Mass spectrum of Spectracide (replicate 4) (Spectracide Catalog no. 071121309006) given by time-of-flight mass spectrometry. The theoretical mass spectrum of malathion is shown in the upper spectrum and the measured mass spectrum of Spectracide is shown in the lower spectrum.

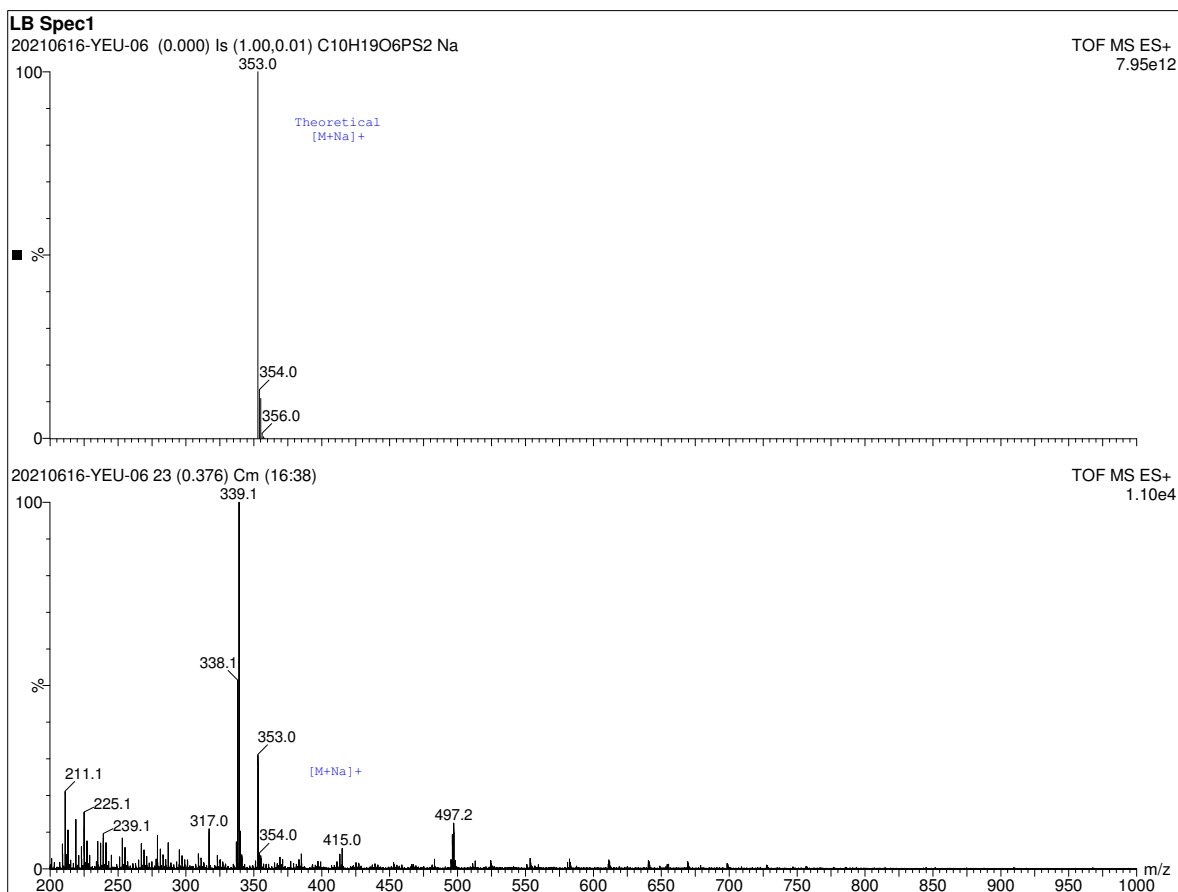

Figure 19: Mass spectrum of a 5% Spectracide in LB broth (replicate 1) given by time-of-flight mass spectrometry. The theoretical mass spectrum of malathion is shown in the upper spectrum and the measured mass spectrum of the solution is shown in the lower spectrum.

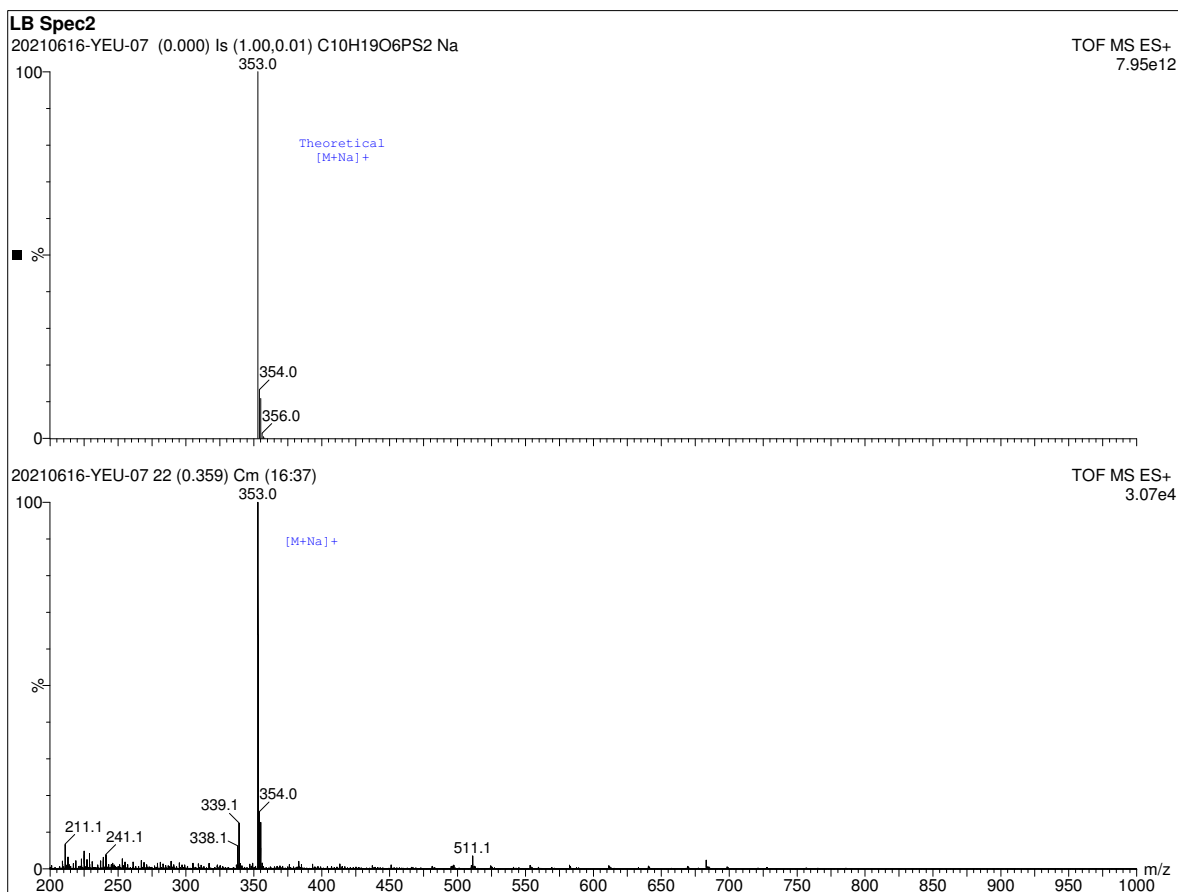

Figure 20: Mass spectrum of a 5% Spectracide in LB broth (replicate 2) given by time-of-flight mass spectrometry. The theoretical mass spectrum of malathion is shown in the upper spectrum and the measured mass spectrum of the solution is shown in the lower spectrum.

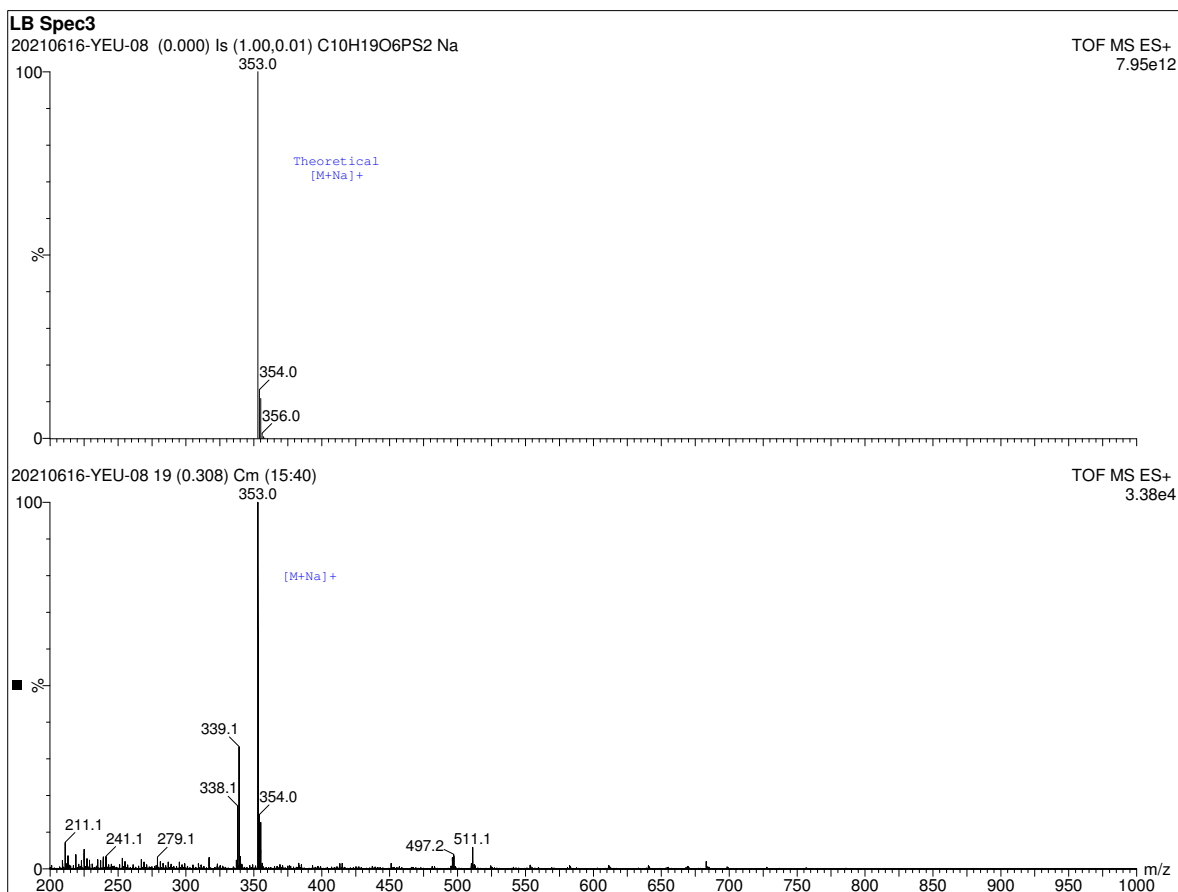

Figure 21: Mass spectrum of a 5% Spectracide in LB broth (replicate 3) given by time-of-flight mass spectrometry. The theoretical mass spectrum of malathion is shown in the upper spectrum and the measured mass spectrum of the solution is shown in the lower spectrum.

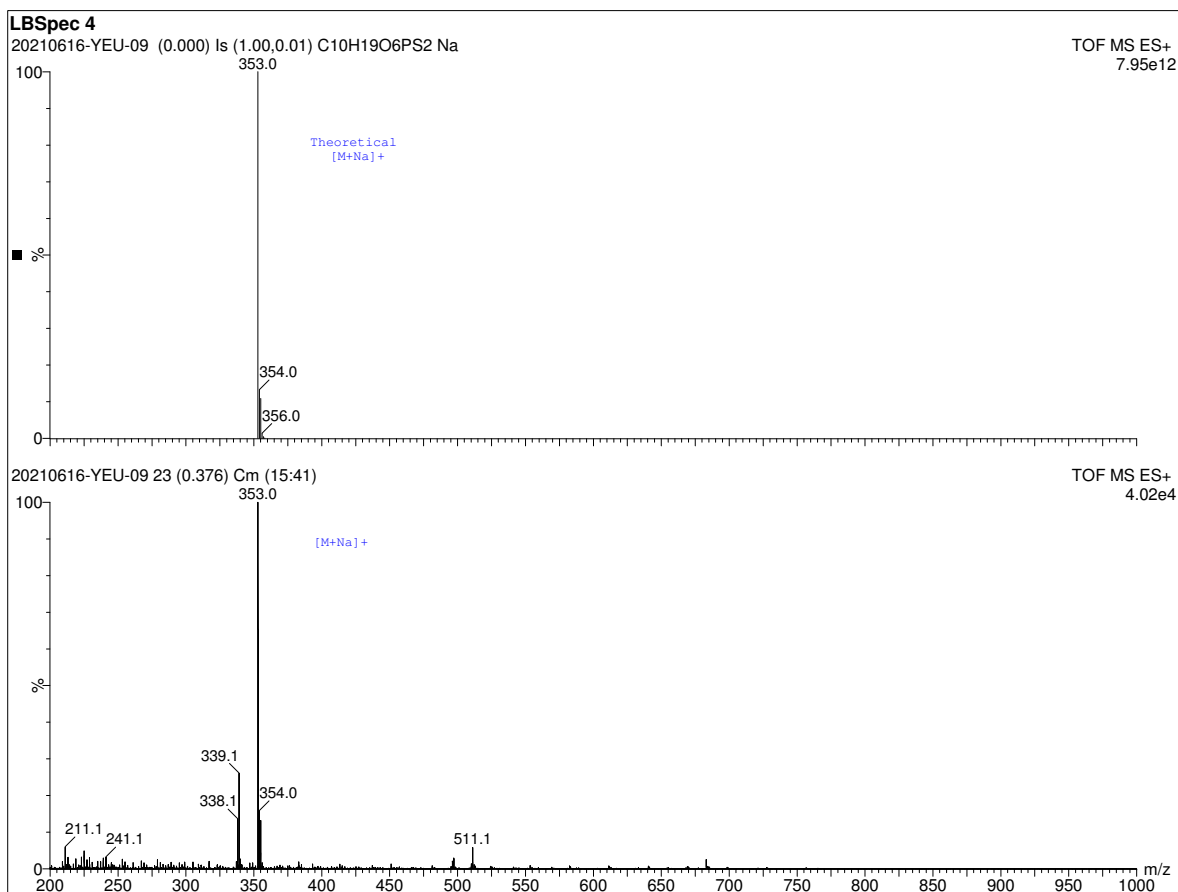

Figure 22: Mass spectrum of a 5% Spectracide in LB broth (replicate 4) given by time-of-flight mass spectrometry. The theoretical mass spectrum of malathion is shown in the upper spectrum and the measured mass spectrum of the solution is shown in the lower spectrum.

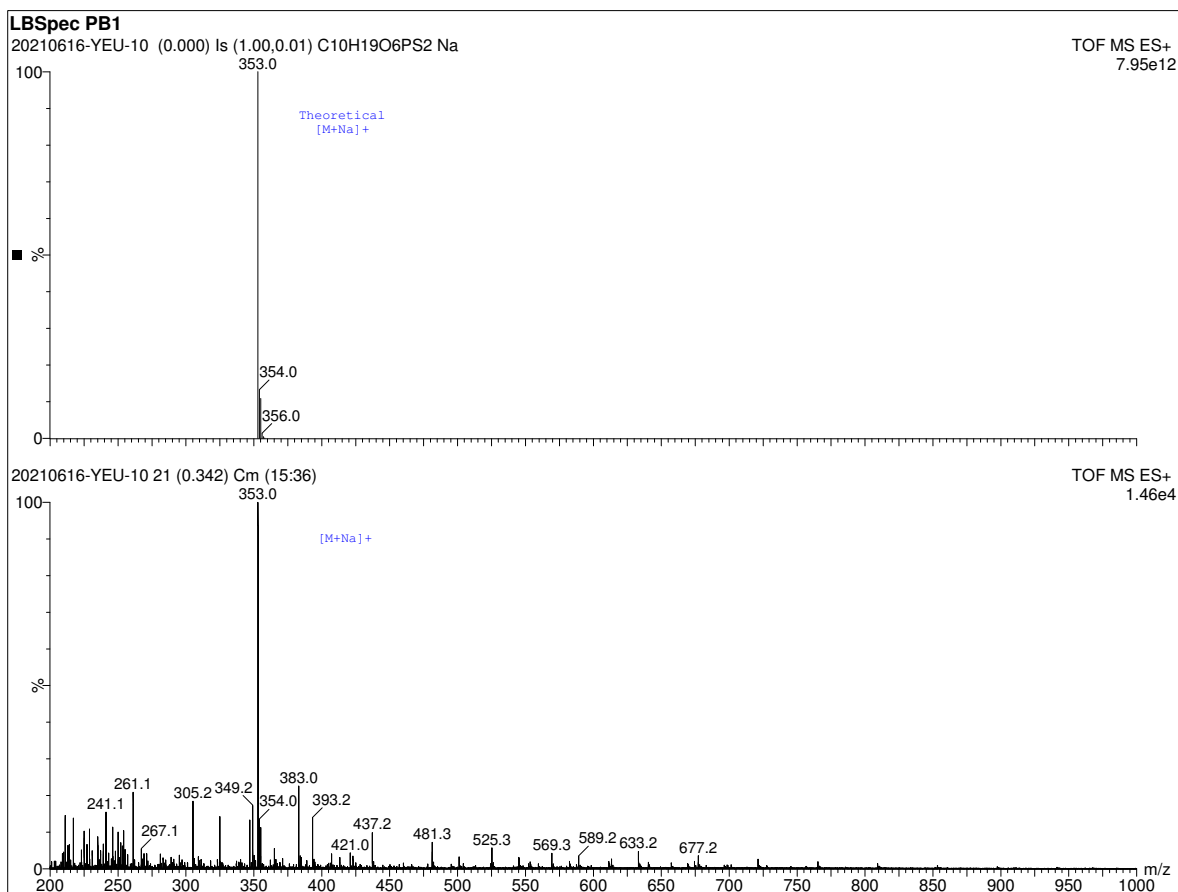

Figure 23: Mass spectrum of a 5% Spectracide in LB broth after photobleaching (replicate 1) given by time-of-flight mass spectrometry. The theoretical mass spectrum of malathion is shown in the upper spectrum and the measured mass spectrum of the photobleached solution is shown in the lower spectrum.

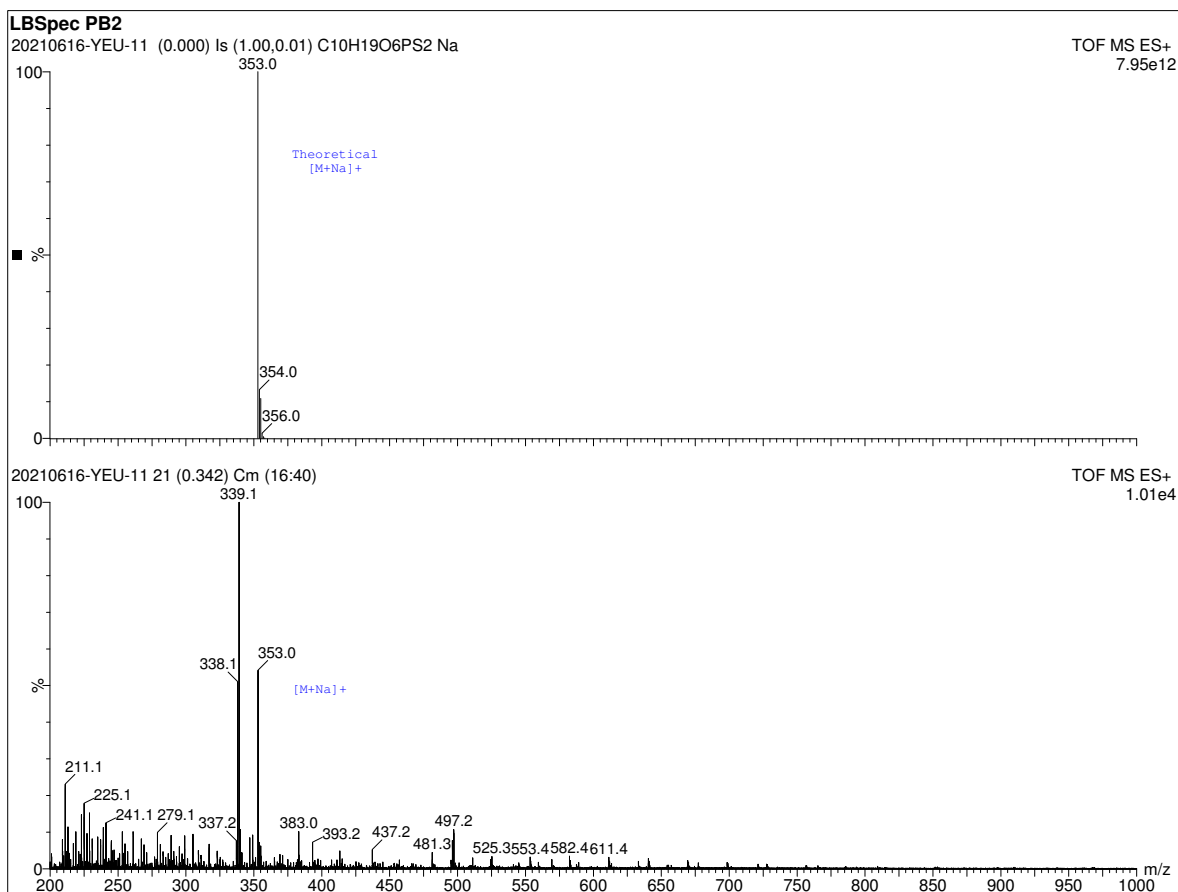

Figure 24: Mass spectrum of a 5% Spectracide in LB broth after photobleaching (replicate 2) given by time-of-flight mass spectrometry. The theoretical mass spectrum of malathion is shown in the upper spectrum and the measured mass spectrum of the photobleached solution is shown in the lower spectrum.

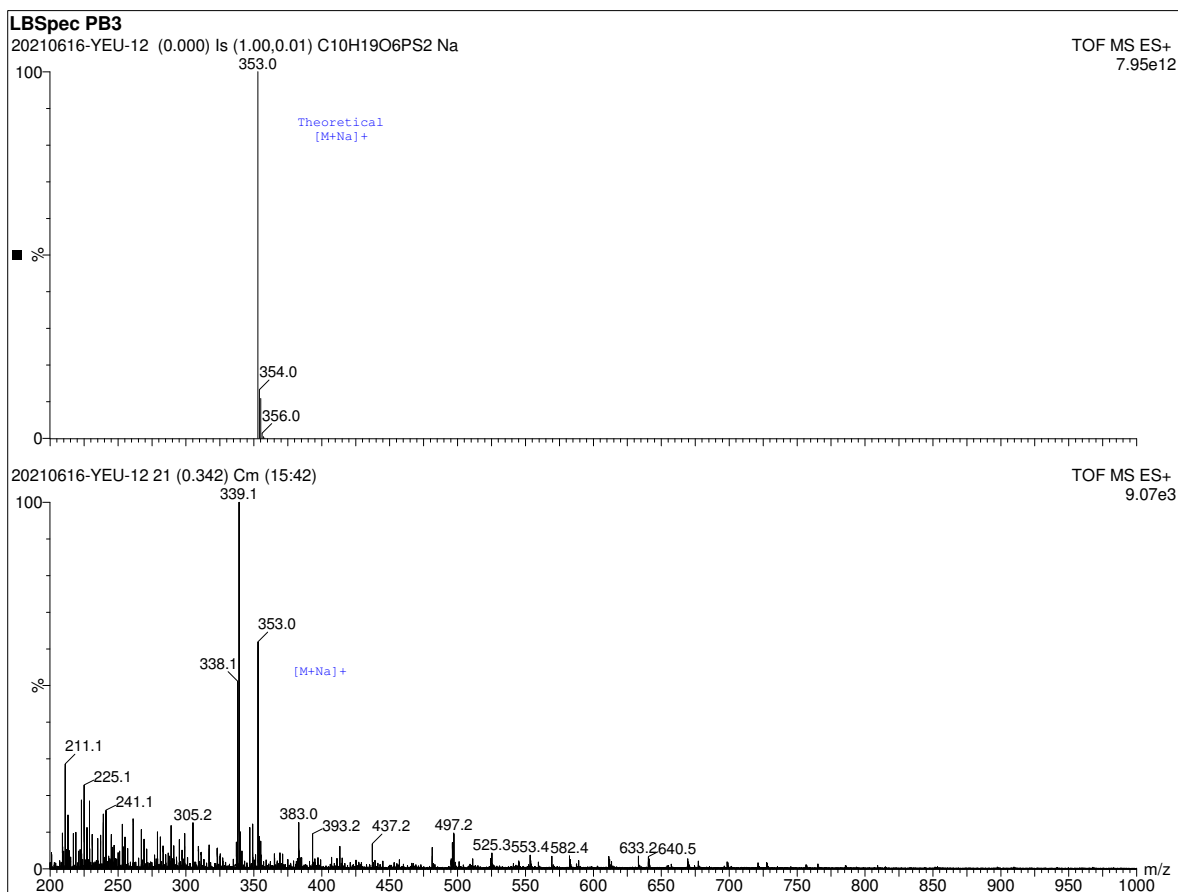

Figure 25: Mass spectrum of a 5% Spectracide in LB broth after photobleaching (replicate 3) given by time-of-flight mass spectrometry. The theoretical mass spectrum of malathion is shown in the upper spectrum and the measured mass spectrum of the photobleached solution is shown in the lower spectrum.

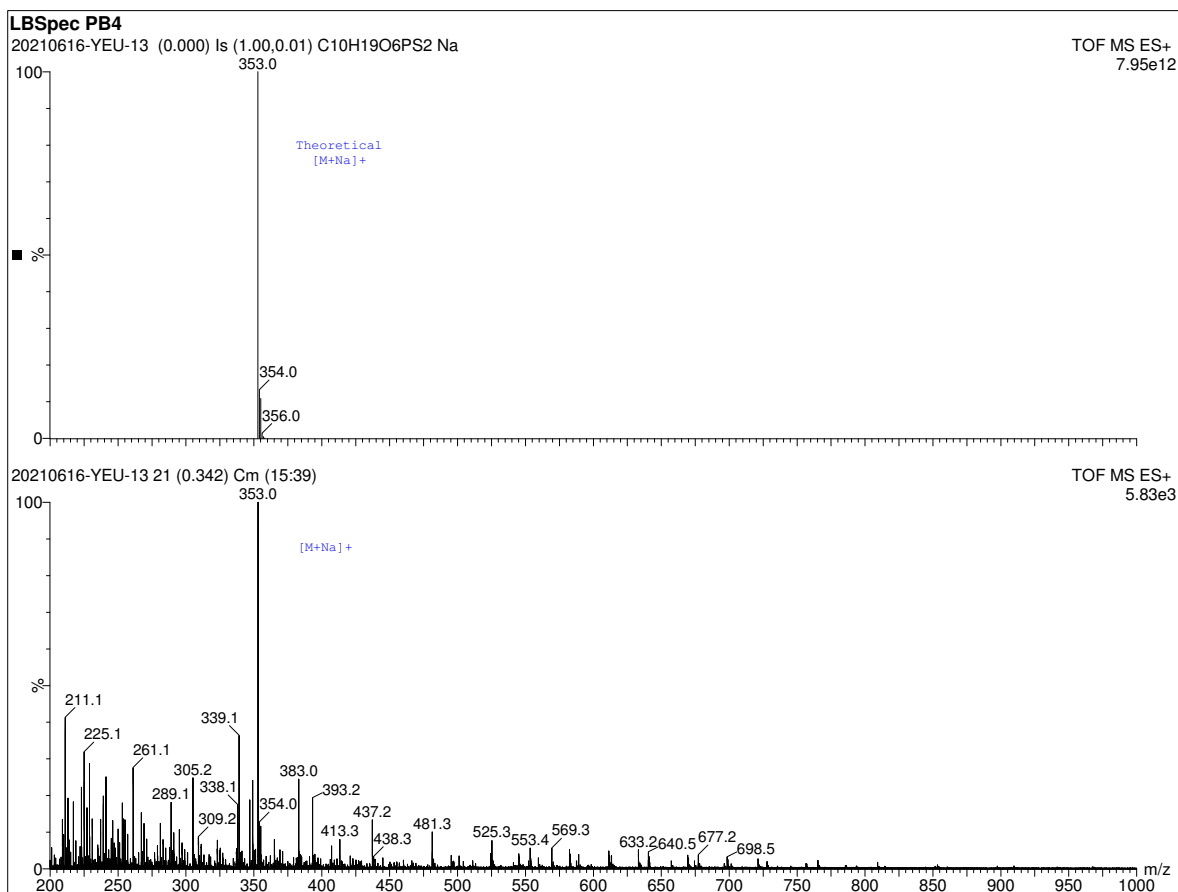

Figure 26: Mass spectrum of a 5% Spectracide in LB broth after photobleaching (replicate 4) given by time-of-flight mass spectrometry. The theoretical mass spectrum of malathion is shown in the upper spectrum and the measured mass spectrum of the photobleached solution is shown in the lower spectrum.

### 3 Supplementary Tables

| Time point (minutes) | OD <sub>600</sub> | Volume harvested (mL) | Malathion induction |
|----------------------|-------------------|-----------------------|---------------------|
| 0                    | 0.5               | 10                    |                     |
| 10                   | –                 | 10                    | <b>X</b>            |
| 20                   | –                 | 10                    |                     |
| 30                   | –                 | 10                    |                     |
| 40                   | –                 | 10                    |                     |
| 50                   | –                 | 10                    |                     |
| 60                   | 1.0               | 10                    |                     |
| 70                   | –                 | 10                    |                     |
| 80                   | –                 | 10                    |                     |
| 90                   | –                 | 10                    |                     |

Table 1: Metadata for the time-series RNAseq experiment.

| Sensor    | Strand    | Loci              | Promoter sequence                                                                                                                                                                                                                                                                                                                                                                                                                                        |
|-----------|-----------|-------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| PFLU_6124 | Antisense | 6709164 - 6709017 | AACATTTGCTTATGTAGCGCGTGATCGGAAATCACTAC<br>CCGGCAGTTGAATAGGGGCAGAACC GCCCTATACTCT<br>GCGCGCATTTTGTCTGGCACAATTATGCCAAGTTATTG<br>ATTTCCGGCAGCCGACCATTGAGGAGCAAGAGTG                                                                                                                                                                                                                                                                                         |
| PFLU_0841 | Sense     | 950865 - 951131   | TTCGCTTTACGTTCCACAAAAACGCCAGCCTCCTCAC<br>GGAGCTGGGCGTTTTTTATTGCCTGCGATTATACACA<br>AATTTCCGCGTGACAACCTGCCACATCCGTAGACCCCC<br>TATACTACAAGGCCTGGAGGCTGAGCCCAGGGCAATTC<br>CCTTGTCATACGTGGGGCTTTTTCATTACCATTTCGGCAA<br>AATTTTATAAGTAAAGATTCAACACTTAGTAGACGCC<br>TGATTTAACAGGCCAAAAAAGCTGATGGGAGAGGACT<br>GA                                                                                                                                                   |
| PFLU_4736 | Sense     | 5213048 - 5213188 | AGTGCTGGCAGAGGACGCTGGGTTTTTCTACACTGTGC<br>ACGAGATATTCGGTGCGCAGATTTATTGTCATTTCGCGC<br>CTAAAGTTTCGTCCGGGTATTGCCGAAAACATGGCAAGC<br>GTCCAAATACCCAGAGGTTTTTTTGATC                                                                                                                                                                                                                                                                                             |
| PFLU_1823 | Sense     | 1989934 - 1990137 | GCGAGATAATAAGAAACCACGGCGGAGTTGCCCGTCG<br>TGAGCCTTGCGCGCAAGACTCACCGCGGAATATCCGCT<br>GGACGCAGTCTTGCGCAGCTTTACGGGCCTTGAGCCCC<br>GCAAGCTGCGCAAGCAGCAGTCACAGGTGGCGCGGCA<br>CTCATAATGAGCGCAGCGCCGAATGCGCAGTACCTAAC<br>GAAGACGGTAAAAAGC                                                                                                                                                                                                                         |
| PFLU_3761 | Antisense | 4158693 - 4158135 | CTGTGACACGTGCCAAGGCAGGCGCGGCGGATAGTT<br>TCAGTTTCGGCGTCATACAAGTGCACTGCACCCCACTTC<br>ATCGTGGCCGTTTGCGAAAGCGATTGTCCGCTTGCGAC<br>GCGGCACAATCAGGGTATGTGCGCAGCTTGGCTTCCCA<br>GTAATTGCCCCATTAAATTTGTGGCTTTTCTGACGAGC<br>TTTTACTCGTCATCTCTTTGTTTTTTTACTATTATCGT<br>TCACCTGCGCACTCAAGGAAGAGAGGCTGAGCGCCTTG<br>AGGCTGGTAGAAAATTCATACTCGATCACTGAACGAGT<br>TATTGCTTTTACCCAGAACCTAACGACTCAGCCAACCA<br>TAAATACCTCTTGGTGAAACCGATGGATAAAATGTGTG<br>GCATCGTTGTAGTGGTAGGAC |
| PFLU_5502 | Antisense | 6038217-6038089   | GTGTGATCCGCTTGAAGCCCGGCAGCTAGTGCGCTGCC<br>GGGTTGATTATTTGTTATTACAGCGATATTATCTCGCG<br>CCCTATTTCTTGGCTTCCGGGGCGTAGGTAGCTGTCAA<br>TTGGAGTCCCACTGA                                                                                                                                                                                                                                                                                                            |

|            |           |                   |                                                                                                                                                                                                                                                                                                                                                                                                                                              |
|------------|-----------|-------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| PFLU_1836  | Antisense | 2003829 - 2003581 | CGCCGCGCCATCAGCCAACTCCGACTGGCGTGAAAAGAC<br>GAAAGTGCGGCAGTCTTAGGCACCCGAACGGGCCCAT<br>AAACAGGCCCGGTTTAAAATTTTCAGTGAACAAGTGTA<br>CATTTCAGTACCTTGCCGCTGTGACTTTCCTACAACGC<br>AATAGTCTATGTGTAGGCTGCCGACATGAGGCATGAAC<br>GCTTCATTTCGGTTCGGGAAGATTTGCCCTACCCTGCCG<br>CATGGGATTATTGAGGAGCTCGC                                                                                                                                                         |
| PFLU_0376  | Sense     | 417961 - 418174   | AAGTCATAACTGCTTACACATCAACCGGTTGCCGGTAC<br>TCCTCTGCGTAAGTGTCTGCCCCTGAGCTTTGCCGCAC<br>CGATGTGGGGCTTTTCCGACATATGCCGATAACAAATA<br>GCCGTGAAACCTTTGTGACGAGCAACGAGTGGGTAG<br>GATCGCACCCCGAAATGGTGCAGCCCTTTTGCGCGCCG<br>ACCTTACAAAAATCGTTCAGGGGAC                                                                                                                                                                                                    |
| PFLU_1815  | Antisense | 1980804 - 1980440 | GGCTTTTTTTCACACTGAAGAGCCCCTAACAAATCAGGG<br>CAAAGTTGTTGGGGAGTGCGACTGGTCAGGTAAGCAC<br>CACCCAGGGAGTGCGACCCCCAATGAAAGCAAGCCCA<br>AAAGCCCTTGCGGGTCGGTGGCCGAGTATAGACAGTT<br>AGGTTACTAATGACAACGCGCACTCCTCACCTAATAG<br>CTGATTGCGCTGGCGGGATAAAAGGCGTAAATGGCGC<br>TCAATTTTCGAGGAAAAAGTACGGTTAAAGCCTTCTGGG<br>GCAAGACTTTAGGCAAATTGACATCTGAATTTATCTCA<br>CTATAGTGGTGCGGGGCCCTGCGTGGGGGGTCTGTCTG<br>ATGATTTGAAGCATAAATAGGAGGCCAC                          |
| PFLU_0953  | Sense     | 1058342 - 1058453 | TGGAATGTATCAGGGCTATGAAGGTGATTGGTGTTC<br>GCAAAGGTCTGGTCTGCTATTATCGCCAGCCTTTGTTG<br>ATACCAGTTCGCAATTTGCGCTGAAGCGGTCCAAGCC                                                                                                                                                                                                                                                                                                                      |
| PFLU_1380  | Antisense | 1527252 - 1526967 | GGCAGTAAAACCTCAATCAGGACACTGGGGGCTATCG<br>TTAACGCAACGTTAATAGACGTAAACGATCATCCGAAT<br>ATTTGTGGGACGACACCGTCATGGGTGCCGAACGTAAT<br>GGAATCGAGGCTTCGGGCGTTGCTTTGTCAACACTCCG<br>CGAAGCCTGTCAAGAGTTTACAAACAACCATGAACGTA<br>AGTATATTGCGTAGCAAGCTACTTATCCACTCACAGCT<br>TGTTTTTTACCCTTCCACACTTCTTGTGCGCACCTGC<br>GCGCCTGACCCGAGGATCTTC                                                                                                                    |
| PFLU_4612  | Antisense | 5088655 - 5088549 | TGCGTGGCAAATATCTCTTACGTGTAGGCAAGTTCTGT<br>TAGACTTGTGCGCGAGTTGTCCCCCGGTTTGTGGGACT<br>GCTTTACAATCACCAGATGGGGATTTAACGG                                                                                                                                                                                                                                                                                                                          |
| PFLU_1302A | Antisense | 1440968 - 1440759 | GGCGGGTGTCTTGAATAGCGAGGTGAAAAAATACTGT<br>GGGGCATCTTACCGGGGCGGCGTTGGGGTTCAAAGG<br>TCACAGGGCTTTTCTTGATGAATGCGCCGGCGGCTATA<br>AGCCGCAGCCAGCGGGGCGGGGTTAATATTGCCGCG<br>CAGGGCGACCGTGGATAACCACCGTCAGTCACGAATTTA<br>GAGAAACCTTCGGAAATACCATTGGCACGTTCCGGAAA<br>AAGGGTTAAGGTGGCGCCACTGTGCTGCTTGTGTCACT<br>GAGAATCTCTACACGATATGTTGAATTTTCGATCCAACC<br>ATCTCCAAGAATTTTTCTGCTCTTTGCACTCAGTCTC<br>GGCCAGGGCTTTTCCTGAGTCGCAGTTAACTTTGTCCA<br>AGGAGATACACC |

|           |       |                   |                                                                                                                                                             |
|-----------|-------|-------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------|
| PFLU_1358 | Sense | 1498195 - 1498311 | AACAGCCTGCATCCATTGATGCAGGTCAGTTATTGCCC<br>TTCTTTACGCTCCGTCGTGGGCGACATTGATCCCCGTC<br>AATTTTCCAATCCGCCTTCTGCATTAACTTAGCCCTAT<br>CGCAACAGGGCAAGTGCAGGAGGCCGGTC |
|-----------|-------|-------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------|

| Part         | Sequence                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
|--------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| BCD1         | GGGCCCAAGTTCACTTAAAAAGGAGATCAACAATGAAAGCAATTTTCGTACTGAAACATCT<br>TAATCATGCACAGGAGACTTTCT                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
| ECK120033736 | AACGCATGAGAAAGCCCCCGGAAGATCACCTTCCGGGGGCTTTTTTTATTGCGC                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
| sfGFP        | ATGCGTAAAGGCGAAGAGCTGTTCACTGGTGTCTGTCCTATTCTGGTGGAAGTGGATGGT<br>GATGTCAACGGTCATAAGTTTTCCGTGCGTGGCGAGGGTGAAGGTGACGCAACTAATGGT<br>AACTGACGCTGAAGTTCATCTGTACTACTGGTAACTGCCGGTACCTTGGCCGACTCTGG<br>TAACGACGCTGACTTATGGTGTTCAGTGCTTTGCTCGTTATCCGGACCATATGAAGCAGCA<br>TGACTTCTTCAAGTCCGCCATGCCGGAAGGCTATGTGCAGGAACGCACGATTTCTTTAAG<br>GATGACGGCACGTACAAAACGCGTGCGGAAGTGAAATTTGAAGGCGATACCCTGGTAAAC<br>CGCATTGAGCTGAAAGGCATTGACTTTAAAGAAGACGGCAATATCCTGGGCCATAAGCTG<br>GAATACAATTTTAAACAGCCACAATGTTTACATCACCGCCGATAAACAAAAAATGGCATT<br>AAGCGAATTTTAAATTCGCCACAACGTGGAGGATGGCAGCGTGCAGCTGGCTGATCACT<br>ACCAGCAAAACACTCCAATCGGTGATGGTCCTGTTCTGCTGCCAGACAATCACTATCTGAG<br>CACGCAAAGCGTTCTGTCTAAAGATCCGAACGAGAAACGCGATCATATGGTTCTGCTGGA<br>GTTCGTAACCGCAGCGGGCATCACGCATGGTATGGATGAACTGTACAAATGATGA |
| 5' overhang  | GAACGGTCTCAGCAT                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
| 3' overhang  | GTCGTGAGACCTTACG                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |

Table 3: Sequences for the parts used in the reporter cassette.

| Malathion reporter                      | Locus tag  | Time point (hours) |
|-----------------------------------------|------------|--------------------|
| atpB                                    | PFLU_6124  | 1.0                |
| petA                                    | PFLU_0841  | 2.0                |
| anti-sigma 28 factor                    | PFLU_4736  | 3.2                |
| sucC                                    | PFLU_1823  | 8.1                |
| Uncharacterized protein I               | PFLU_3761  | 12.9               |
| rpoA                                    | PFLU_5502  | 15.0               |
| fabA                                    | PFLU_1836  | 14.0               |
| Putative ABC transport protein          | PFLU_0376  | 0.9                |
| gltA                                    | PFLU_1815  | 3.2                |
| lpxC                                    | PFLU_0953  | 0.7                |
| acrA                                    | PFLU_1380  | 3.1                |
| Putative outer membrane porin A protein | PFLU_4612  | 2.0                |
| cspA2                                   | PFLU_4150  | 2.4                |
| capB                                    | PFLU_1302A | 8.5                |
| Uncharacterized protein II              | PFLU_1358  | 5.6                |

Table 4: The time points at which the Hill functions are fit to each reporters' response. For each strain, the time point was chosen to be when the maximal fold change is achieved, where the fold change is of the 2.24  $\mu$ M malathion response with respect to the 0  $\mu$ M malathion response.

# Supplementary material for: Learning perturbation-inducible cell states from observability analysis of transcriptome dynamics
**Source:** Nat Commun. 2023 May 31;14:3148. doi: 10.1038/s41467-023-37897-9
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection

No software was used to collect experimental data.

Data analysis

Kallisto 0.46.2 was used to perform sequence pseudoalignment.  
 GFFread v0.12.3 was used to generate the transcriptome fasta  
 Trimmomatic 0.39 was used to perform sequence trimming to remove low quality reads and trim low quality regions with a read.  
 Python scripts that implement dynamic mode decomposition, observability maximization, and cell state reconstruction are released as open source software under the MIT license (GitHub repository: <https://github.com/AqibHasnain/transcriptome-dynamics-dmd-observability>)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The data generated from RNA sequencing are available at GEO Accession GSE200822. DNA sequencing data, kinetic fluorescence and growth data are available at <https://github.com/AqibHasnain/transcriptome-dynamics-dmd-observability>

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

### Reporting on sex and gender

*Use the terms sex (biological attribute) and gender (shaped by social and cultural circumstances) carefully in order to avoid confusing both terms. Indicate if findings apply to only one sex or gender; describe whether sex and gender were considered in study design whether sex and/or gender was determined based on self-reporting or assigned and methods used. Provide in the source data disaggregated sex and gender data where this information has been collected, and consent has been obtained for sharing of individual-level data; provide overall numbers in this Reporting Summary. Please state if this information has not been collected. Report sex- and gender-based analyses where performed, justify reasons for lack of sex- and gender-based analysis.*

### Population characteristics

*Describe the covariate-relevant population characteristics of the human research participants (e.g. age, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural & social sciences study design questions and have nothing to add here, write "See above."*

### Recruitment

*Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.*

### Ethics oversight

*Identify the organization(s) that approved the study protocol.*

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

### Sample size

No statistical methods were used to determine the sample sizes. Sample sizes were chosen based on standard practice for plate reader experiments. Sample sizes were chosen based on budget for RNA sequencing. For fluorescence measurements and cell growth rates, 3 biological replicates were found to be sufficient since their std/mean (coeff. of variation) were less than 10%.

### Data exclusions

Transcript with high std/mean (coeff. of variation) and low normalized counts (transcripts per million) were excluded from analysis for computational purposes.

### Replication

All experiments performed in this study were done in duplicate or triplicate. All attempts at replication were successful.

### Randomization

Groups were based on experimental condition (+malathion or -malathion). No randomization of groups was performed.

### Blinding

The results are not up for interpretation based on personal beliefs or expectations. Therefore conclusions remain the same whether investigators are blinded or not.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                  |
|-------------------------------------|--------------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Antibodies                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms   |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern  |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

How the deposited data were processed for this re-analysis (not part of the article)

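RNA from cultures of SBW25 with malathion and without it was sequenced at 10 times from 0 to 90 min in 2 biological replicates, numbered 1 and 3, which gives 40 libraries. All 40 samples were mapped to their condition, replicate and time from their labels. The culture of each replicate was divided into the malathion and the control culture, so replicate numbers pair the cultures, and across 6002 genes the deviations of replicate 1 from the mean of its condition had a correlation of 0.893 between the malathion and control culture sums. The legend of Fig. 3 states that the 0 min sample was collected before malathion was added and was not used for modeling.

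The authors trimmed the reads with Trimmomatic and pseudoaligned them with Kallisto 0.46.2, without bootstraps, to the targets of an SBW25 transcriptome. The estimated counts, as deposited by the authors, are expected read counts that are not normalized. The TPM values, as deposited by the authors, were made by Kallisto from the estimated counts by division by effective length and scaling to a fixed sum over all targets of a library. Of the targets, 6009 were taken as genes and the others have identifiers that begin with EBG or EBT, and 97.7% of the counts on these others lay on 20 of them. The identifiers of the genes in the files match 0 of the 6008 genes of the reference, which is of another strain and so does not bear on the identifiers of SBW25, and 0 of the 17 locus tags named in the paper were found in the files, so the reporter genes, the genes of Fig. 2b and those of Supplementary Fig. 5c and Supplementary Fig. 12 were not analysed here. The plate reader experiments were not used here.

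Depth differed between libraries by the numbers of read pairs and by the share on genes. Over 10 to 90 min the counts on genes had a median of 6475900 in control libraries and 6240720.5 in malathion libraries, and the number of genes with at least 1 count ranged from 5985 to 6004 in a library. Of the genes, 2341 had a mean TPM under 10. Shares of counts cover counting error only when taken as intervals, and replicates differed by more than that at every time point, so no counting intervals are given.

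The cell state was the fold change (TPM with malathion + 1)/(TPM of the control + 1) per replicate and time point from 10 to 90 min, mean-subtracted and divided by its standard deviation over the 9 time points of each replicate. Genes with a mean TPM of at least 100 in either condition were kept. Exact DMD with 10 modes was fitted to the 16 snapshot pairs of both replicates. The coefficient of determination follows Eq. 11 with squared residuals, and its baseline is each gene's own mean. The sampling weights were the leading eigenvector of the observability matrix with synthetic initial conditions as the Methods describe, with a fixed random seed. For reconstruction, measurements without noise were generated from the model, from the initial state up to step T, which gives T + 1 measurements. The first used the sampled weights themselves and the later ones passed through the modes. The initial state was estimated from them with a pseudoinverse, so the estimate can leave the space of the modes through the first measurement. The first values of the reconstruction accuracy were computed with the mean over genes as the baseline and came out negative, at -1.82 for the high category at T = 2, because the 10 min state of replicate 1 is nearly the same in all genes (mean -1.488, SD 0.281). The baseline of each gene's own mean was chosen for the reconstruction after these values were seen, and the other baseline is reported among the alternatives.

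For tests between conditions the rounded estimated counts of genes were summed over the 9 libraries of each culture and tested with edgeR 4.0.16 (TMM, filterByExpr, quasi-likelihood F test) in R 4.3.3, without a replicate block since the paper's text names none. Single time points were tested in 1 fit over 40 libraries in 20 groups. Genes were called at a Benjamini-Hochberg adjusted p of 0.05. DESeq2 1.42.0 was run on the same sums and on the 36 single libraries. The paper's text does not name the samples or the design of its DESeq2 fit. The rule for genes to name, written before the data were examined, takes the genes the paper names and, where the test on culture sums calls none, the 5 genes with the lowest p. Of these 5, the first 2 are printed. Other computations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures used matplotlib 3.10.9.

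Both procedures were tested on simulated data. In each simulation 200 genes were changed by 1 on the log2 scale. With the spread of the fit without a block and no replicate effects, the test on culture sums without the block recovered 0.5% of them. Another simulation used the spread of the blocked fit and replicate levels. There the block recovered 100.0% with 13 false calls, and the test without it recovered 0%. In 2 further simulations a single time point recovered 42.5% without the block and 44.0% with it. DESeq2 over 36 libraries recovered 99.0%. A simulated linear system with 10 modes and a noise SD of 0.05 was predicted with a coefficient of determination of 0.986, the same system with a noise SD of 0.5 with 0.553 and 0 eigenvalues above 1 where 1 was simulated, and noise without dynamics with 0.237 at 10 modes and 1.0 at 16 modes.

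Alternatives changed 1 choice at a time, except where 2 are named together, as the moving average with rescaled TPM or without standardization. They covered the normalization, the filter on low counts, the test, the replicate block, the unit of replication, the change from 0 min, each culture left out, the TPM filter, the gene set, the standardization, the log2 scale, the pseudocount, a 3-point moving average, each replicate left out, the number of modes, the time points, the random seed and the synthetic initial conditions. Alternatives chosen after the data were seen covered all targets in place of the genes, TPM rescaled over the genes, the fold change without standardization, weights divided by the standard deviation, measurements from the first step on, and the baseline of the accuracy.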

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

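The test of whether malathion changes the share of counts on targets with EBG or EBT identifiers was chosen after the result was seen, and the other tests of this part were set before. In each culture the highest and the lowest of the 10 libraries were compared with the nearest other library by Dixon's test, in 20 groups of culture and measure, and 3 were past its critical value, where chance gives about 1 in 20.

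Control replicate 1 at 90 min had 24054403 read pairs, against 15451093 in the library nearest to it. Its share of counts on genes was 30.1%, the lowest of its culture. No biological explanation was tested for the number of read pairs, which the design does not bear on.

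Control replicate 1 at 40 min had 91.2% of read pairs pseudoaligned, against 94.0% in the nearest library of its culture, and 81.3% of its counts on genes, against 54.8%. A wrong label is a candidate explanation. The mean correlation of this library, across genes, was 0.98549 with the libraries of malathion replicate 1 and 0.98522 (SD 0.00887) with the others of control replicate 1, and the library closest to it was malathion replicate 1 at 50 min (0.99512), with control replicate 1 at 50 min at 0.99283. A wrong label and a control library with an unusual share cannot be told apart, because these means differ by less than the SD. By share alone, malathion replicate 1 at 10 and 20 min, with 25.0% and 26.1% of counts on genes, lie closer to most control libraries of that replicate than to the later malathion libraries, so a partner for an exchange is not excluded. No biological explanation was tested. Without this library the fit with replicate as a block called 81 genes in place of 213, of which 79 are shared.

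The targets with EBG or EBT identifiers, which the paper does not discuss, took 74.99% of the counts of malathion replicate 1 at 10 min, above the largest share in a control library (69.9%). Over the 10 libraries of a culture the median share was 57.9% in control replicate 1, 7.55% in control replicate 3, 16.9% in malathion replicate 1 and 19.5% in malathion replicate 3. For the share of counts, the tables argue against an effect of malathion as the whole cause, because the replicates went in opposite directions. The malathion minus control difference in the mean percentage of counts on genes was 25.7 in replicate 1 and -7.79 in replicate 3. On the TPM scale the replicates went in the same direction, so there an effect of malathion stays open. The median percentage of TPM on genes over 10 to 90 min was 71.8 with malathion and 59.1 in the control in replicate 1. In replicate 3 it was 68.9 and 65.4. Sequencing depth stays open. Over the 10 libraries of a culture, read pairs and the share had a correlation of 0.858 in malathion replicate 1, which holds this library, 0.455 in control replicate 1, -0.498 in control replicate 3 and -0.0012 in malathion replicate 3, and 10 libraries are too few to decide. Differences in the preparation of the libraries also stay open and were not tested, since the files do not say what these targets are.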

How the results depend on the processing

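The alternatives in this part were set before the data were examined, apart from the rescaled TPM, all targets, the fold change without standardization or divided by the standard deviation only, the overlap with the blocked test, weights divided by the standard deviation, measurements from the first step on, the baselines over genes, and the 0 min samples in the accuracy of the categories, which were chosen after seeing the data. Unless stated, the cause of a change was not tested.

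For malathion over 10 to 90 min, edgeR on culture sums called 0 genes (28 unadjusted), and DESeq2 on the sums called 0 (21 unadjusted). Of 16 alternatives 11 also called 0. The replicate block gave 213 called genes and 907 unadjusted. With 36 libraries, edgeR with time point gave 127 and 824, with the block 555 and 1335, DESeq2 with treatment alone 121 and 701, and with time point 227 and 829, where libraries of a culture count as independent. DESeq2's time by treatment interaction left 3 unadjusted genes, and all targets with the block 660, with 0 called. Without each culture in turn the unadjusted counts ranged from 8 to 61, with a lone culture assumed to vary like the others. At single time points 8 of 9 alternatives called 0 genes and DESeq2 called 1, at 70 min. The log2 fold changes of CAY50013 and CAY47412 stayed negative in all 15 alternatives and passed the threshold in 5 of them. Taken as change from 0 min they were smaller in size, at -0.44 and -0.37.

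The number of modeled genes was 481 with a TPM of at least 100 in every library and stayed within 1.5 times of 899 in the other 8 alternatives. The coefficient of determination with 10 modes was 0.717 with the moving average, 0.321 with 8 modes and 0.317 with 0 min included. Without each replicate in turn it ranged from 1.0 to 1.0, as 8 modes fit 8 snapshot pairs exactly. It was 0.804 with rescaled TPM and the moving average, and 0.975 without standardization and with the moving average. With the fold change divided by the standard deviation only and the moving average it was 0.957. Without standardization 2 eigenvalues had a magnitude above 1, with and without the moving average, as did 2 with the fold change divided by the standard deviation only, with and without the moving average, while the other 16 alternatives gave 0.

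At T = 2 the accuracy of the high category ranged from 0.0755 to 0.240 without each replicate in turn. It was 0.460 with rescaled TPM, 0.453 with rescaled TPM and the same genes, 0.218 with the moving average added, 0.303 without standardization and with the moving average, and -1.82 against the mean over genes. The ratio of the high to the low category changed side without the TPM filter (0.955) and without synthetic initial conditions (0.951). It was 1.48 for the 624 genes with the highest TPM, 1.58 for the 624 with the lowest coefficient of variation, 2.85 when standardized over both replicates, 1.39 with log2 fold changes, 1.43 with a pseudocount of 10, 2.23 with 8 modes, 1.50 with 12 modes, 1.34 with another seed, 4.28 with 0 min included, 1.69 with rescaled TPM, 1.55 with the same genes, 1.58 with weights divided by the standard deviation, 1.02 with measurements from the first step on, 1.23 without standardization, 1.37 with the moving average added, and 1.35 to 1.38 without each replicate in turn. The ratio to the mid category stayed above 1 in all 22 alternatives.

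C of the 15 top-ranked genes was 1.70 with 8 modes, 2.51 without standardization, and within the replicate spread in the other 18 alternatives. The median deviation of the 20 genes with the largest weights was 0.309 when standardized over both replicates, 0.305 with 8 modes, 0.254 with 12 modes, 0.235 without synthetic initial conditions, 0.257 to 0.340 without each replicate in turn, 0.141 with rescaled TPM, 0.152 with the same genes, 0.135 with the moving average added, 0.183 with weights divided by the standard deviation, 0.403 without standardization, and 0.393 with the moving average added. These medians differ in their random lists. Among matched lists the 0.340 without replicate 3 lies at the 80.9th percentile, the 0.152 at the 99.8th (random median 0.0952), the 0.235 at the 90.2nd and the 0.183 at the 5.20th. The 7 genes shared between the lists passed Fisher's exact test for the 624 genes with the lowest coefficient of variation (7 shared, p = 0.0079) and without standardization, with and without the moving average (9 shared, p = 0.0024). With weights divided by the standard deviation 0 genes were shared, fewer than the 3.40 expected (Fisher's exact test, p = 0.032). Fisher's exact test showed no deficit in 3 other settings with counts below the expected number. These were no synthetic initial conditions (1 shared, 3.40 expected, Fisher's exact test, p = 0.22), and rescaled TPM with the same genes (3 shared, 3.40 expected). The third was DESeq2 over 36 libraries (108 shared, 109.9 expected, Fisher's exact test, p = 0.659). The leave-one-out values were 0 without replicate 3 and 4 without replicate 1, where 3.40 are expected. The DESeq2 comparison takes 701 of the 899 modeled genes and can hardly depart from the expectation, and without the TPM filter it shared 146 genes, where 82.4 are expected. For each condition alone the coefficient of determination was 0.594 for the control and 0.771 for malathion with TPM as given, and 0.990 and 0.993 against the mean over genes.

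Genes that the paper names were not run, since they could not be matched to the files. With 2 cultures per condition the test on sums without a block recovered 0.5% of simulated changes of 1 on the log2 scale, so its count of 0 does not show that such changes are absent.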

Differences from the paper's values

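The alternatives without standardization, without mean subtraction and with the mean over genes as the baseline were chosen after seeing the values. Here 2 values are said to differ when their gap is larger than the SD between replicates and 1 of them is more than 1.5 times the other, so a value with a wide spread between replicates can lie far from the paper's and not be counted as differing.

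For the coefficient of determination with 10 modes the paper's value is 0.92, and 0.519 was obtained here. Of the 14 alternatives set before the data were examined 11 also differ. The 3-point moving average (0.717) and each replicate left out (1.0 by construction) do not. For 6 modes the paper's value is about 0.66 in Supplementary Fig. 3, read by eye, against 0.284 here. For 8 modes it is about 0.88 in Supplementary Fig. 3, against 0.321, and for 12 modes about 0.92 in Supplementary Fig. 3, against 0.413. With the moving average these 3 lie within 1.5 times of the paper's values (0.566, 0.707 and 0.724). For 14 modes the paper's value is about 0.94 in Supplementary Fig. 3, read by eye, against 0.457 here, which is not counted as differing because the replicates gave 0.0427 and 0.871. With the moving average it was 0.941.

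The paper's model has 2 eigenvalues outside the unit circle and the one fitted here has 0, as in all 12 alternatives set before the data were examined. All 12 keep the mean subtraction, so they do not bear on fits without it. Chosen after seeing the values, the fold change without standardization gave 2 such eigenvalues with a coefficient of determination of 0.566, and 2 with 0.975 after the moving average. The fold change divided by its standard deviation without mean subtraction, also chosen after seeing the values, gave 2 and 0.623 against gene means and 0.972 against the overall mean, and 2 and 0.957 after the moving average.

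For each condition alone the paper's value is 0.99 for both, against 0.492 for the control and 0.560 for malathion. TPM as given with the mean over genes as the baseline, chosen after seeing the values, gave 0.990 and 0.993, and no alternative was set before the data were examined.

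For the accuracy at T = 2 the paper's ratio of the high to the low category is 3, against 1.285. Standardization over both replicates (2.85) and 8 modes (2.23) do not differ, and the other 12 of 14 alternatives set before the data were examined do. With 0 min included, chosen after seeing the data, it was 4.28. For C of the 15 top-ranked genes the paper's value is 2.9, against 0.620. The 624 genes with the lowest coefficient of variation (0.884), no TPM filter (1.34), 8 modes (1.70) and no synthetic initial conditions (1.11) all lie below the paper's value but within the SD between replicates (2.39, 1.63, 1.69 and 1.82), and 10 of 14 alternatives differ. The fold change without standardization, chosen after seeing the data, gave 2.51. The paper's number of genes shared between mode 1 and the 20 largest weights is 7, against 1, and no alternative was run for it.

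DESeq2 called 5 genes in the paper, against 0 here with edgeR on culture sums (28 unadjusted; DESeq2 on the sums 0, 21 unadjusted). All 14 alternatives set before the data were examined differ, from 0 to 555 genes. Whether a setting calls the paper's own 5 genes is not known, since they could not be matched to the files. At an unadjusted p the paper's count is 180, against 28, and all 14 alternatives differ, from 3 to 1335. The paper's overlap with the 180 largest weights is 31 genes, against 7, and all 15 alternatives differ. With lists of 180 genes they range from 0 to 9 (16 with the lowest p of the blocked fit, chosen after seeing the data), and the 108 genes of DESeq2 over 36 libraries come from lists of 701 genes each.

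The paper states that accuracy rises with the number of modes throughout, and here 12 modes (0.413) gave less than 10 modes, while with the moving average the value rose at each step. The paper states that 15 genes were reached by its correlation-based selection, and 10 were reached here. Without the TPM filter, set before the data were examined, and with rescaled TPM, chosen after seeing the data, 15 were reached, and the range over all alternatives was 6 to 15.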

Other observations

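The tests in this part were set before their results were seen, apart from the repeated thinning draws, the fits without each library, the models of 2 to 6 modes across replicates and the correlations with the control slope of the other replicate, which were chosen after the result was seen.

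The prediction accuracy of 10 dynamic modes may come in part from the flexibility of the fit. Among 100 orders of the time points, the real one included, 34 gave a coefficient of determination as high as the real order, and the other orders had a median of 0.488. A model learned from 1 replicate has 8 modes for 8 snapshot pairs and is saturated. Such models gave -0.612 for replicate 1 predicted from replicate 3 and -1.19 for the reverse, and with 2, 4 and 6 modes the values lay between -0.0691 and 0.0451, so the models did not carry over from 1 replicate to the other. Dynamics specific to each replicate and noise cannot be told apart, because the models of 1 replicate are saturated or have few modes. A simulated linear system with a noise SD of 0.5 gave 0.553, so a noisy linear system also stays open. With 16 modes the 16 eigenvalues were ninth roots of 1, as the mean subtraction fixes them.

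The ratio of the high to the low category at T = 2 was as large in 48 of 100 orders of the time points, the real one included, and the other orders had a median of 1.24. The construction of the weights, with no information in the order of the time points, is thus a candidate explanation for the ratio.

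The ranking of genes by sampling weight may follow the share of TPM on targets with EBG or EBT identifiers. After TPM were rescaled over the genes, with the same genes, 1 of the 20 genes with the largest weights was still among the 20, and the weights had a Spearman correlation of 0.0558 across genes. Over time the median fold change followed the malathion to control ratio of TPM shares on genes (r = 0.995 in replicate 1 and 0.964 in replicate 3). After rescaling, the median correlation of fold change profiles between replicates went from 0.443 to 0.033. The L2 norm of genes in neither list had a median of 3.31, and 3.03 after rescaling, where a fold change of 1 throughout gives 3.0. On the deposited scale the quartiles were 3.16 and 3.45 and 89.1% of these genes lay above 3.0. Whether a fold change near 1 at each time point underlies the norms depends on the scale and stays open.

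For the 213 genes called with replicate as a block, the values argue against a difference already present at 0 min as the whole cause, and a part stays open. The median 0 min difference in the direction of the call was 0.231 of the later one, with 139 of 213 genes in the same direction. The 0 min difference rests on 1 library per culture, and the genes were chosen for their later difference, which lowers this ratio. Coding length does not account for the pattern, since 323 genes were called after the trend on length was removed, 212 of them shared. Depth cannot be told apart from chance variation of the fit. Thinned to the lowest total, the median count was 144.5 over 10 draws (20 to 360), and thinning all sums by 1 share gave a median of 111 (0 to 325). A shift of the malathion cultures along the growth course of the control cultures stays open. Across the called genes, which are not independent replicates, log2 fold change and control slope had a correlation of -0.615, and -0.585 and -0.308 when the slope came from the other replicate. A response to malathion stays open as well. The count is not stable, and 25 of 36 libraries moved it by over 1.5 times when left out. Thinning with every library kept gave a similar range, so these shifts do not show that particular libraries carry the calls. In control replicate 1 the count was 356 without 10 min, 131 without 30 min, 81 without 40 min, 6 without 60 min, 54 without 70 min and 90 without 90 min. In control replicate 3 the count was 109 without 10 min, 86 without 20 min, 41 without 30 min, 0 without 50 min, 93 without 70 min and 54 without 80 min. In malathion replicate 1 the count was 7 without 10 min, 21 without 20 min, 6 without 30 min, 13 without 50 min, 73 without 70 min and 5 without 80 min. In malathion replicate 3 the count was 23 without 10 min, 115 without 30 min, 3 without 40 min, 48 without 50 min, 102 without 60 min, 65 without 70 min and 4 without 80 min. With all targets in the fit 0 genes were called with the block by edgeR (660 unadjusted; 0 without the block, 27 unadjusted), and the prior degrees of freedom were 3.11 in place of 17.4.

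With 36 libraries and the block, 555 genes were called. Of 100 assignments that exchange malathion and control within pairs, 1, the real one, gave as many, and the largest count among the others was 2, so chance can be excluded for the assignment of single libraries. These exchanges treat the libraries of a culture as independent. A lasting difference between the 2 cultures of a replicate would give the same outcome, so chance differences between cultures are not excluded. Exchanging the labels throughout replicate 3 gave 3 called genes (361 unadjusted).

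Replicate 1 and replicate 3 differed in 2190 genes (995 higher and 1195 lower in replicate 3). The difference and the slope over time had a correlation of -0.818 across these genes, which is consistent with a shift of replicate 1 against replicate 3 along the growth course. Other differences between the replicates were not tested. Each side of the test between replicates held the malathion and control cultures divided from 1 culture. The 2190 genes thus rest on the spread between such paired cultures and not between separate cultures.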
